# *N*^6^-methyladenosine (m^6^A) dysregulation contributes to network excitability in temporal lobe epilepsy

**DOI:** 10.1172/jci.insight.188612

**Published:** 2025-07-22

**Authors:** Justine Mathoux, Marc-Michel Wilson, Sujithra Srinivas, Gabrielle Litovskich, Leticia Villalba Benito, Cindy Tran, Jaideep Kesavan, Aileen Harnett, Theresa Auer, Amaya Sanz-Rodriguez, Mohammad Kh. A.E. Alkhayyat, Mairéad Sullivan, Zining Liu, Yifan Huang, Austin Lacey, Norman Delanty, Jane Cryan, Francesca M. Brett, Michael A. Farrell, Donncha F. O’Brien, Pablo M. Casillas-Espinosa, Eva M. Jimenez-Mateos, Jeffrey C. Glennon, Mary Canavan, David C. Henshall, Gary P. Brennan

**Keywords:** Cell biology, Neuroscience, Epigenetics, Epilepsy, Mouse models

## Abstract

Analogous to DNA methylation and protein phosphorylation, it is now well understood that RNA is also subject to extensive processing and modification. *N*^6^-methyladenosine (m^6^A) is the most abundant internal RNA modification and regulates RNA fate in several ways, including stability and translational efficiency. The role of m^6^A in both experimental and human epilepsy remains unknown. Here, we used transcriptome-wide m^6^A arrays to obtain a detailed analysis of the hippocampal m^6^A-ome from both mouse and human epilepsy samples. We combined this with human proteomic analyses and show that epileptic tissue displays disrupted metabolic and autophagic pathways that may be directly linked to m^6^A processing. Specifically, our results suggest that m^6^A levels inversely correlate with protein pathway activation. Finally, we show that elevated levels of m^6^A decrease seizure susceptibility and severity in mice. Together, our findings indicate that m^6^A represents an additional layer of gene regulation complexity in epilepsy and may contribute to the pathomechanisms that drive the development and maintenance of hyperexcitable brain networks.

## Abstract 2

This study reveals dysregulated m6A patterning in temporal lobe epilepsy, and links altered m6A to changes in protein expression, neuronal structure and seizure susceptibility across models.

## Introduction

Temporal lobe epilepsy (TLE) is the most common epilepsy syndrome in adults. Often caused by direct brain insults such as traumatic brain injury (TBI) (1), stroke (2–4), central nervous system (CNS) infections, and status epilepticus (SE) (5), it is associated with high rates of drug refractoriness and comorbid symptoms such as persistent learning and memory impairment, depression, and anxiety (6). Injurious brain insults trigger widespread and persistent changes in gene expression and gene expression regulation that govern cellular and network activity, representing an important mechanism of hyperexcitable network formation and maintenance. Indeed, to date, researchers have uncovered extensive dysregulation of the epigenome (7), the transcriptome (8, 9), the miRnome (10), and the translatome (11) in epilepsy. Identifying how gene readout and regulation are affected in epilepsy is critical, not only to improve our understanding of the molecular mechanisms that give rise to the disease but also to identify novel druggable targets to develop mechanism-based therapies that impact the underlying causes and progression of the disease. It is likely that additional, unexplored layers of gene regulation are also affected by epilepsy-provoking insults and contribute to the pathogenic gene expression changes that characterize and drive TLE development.

RNA is subject to substantial covalent modifications, many of which are highly abundant in brain tissues (12–15). These modifications increase functional diversity and the information-carrying capacity of RNA moieties (16). Methylation of adenosine residues at the *N*^6^ position (*N*^6^-methyladenosine, m^6^A) is the most abundant internal modification of messenger RNA (mRNA) (17, 18) and has been reported to regulate RNA subcellular localization (19), RNA stability (20), and translational efficiency (21, 22). Originally described decades ago as a structural modification on ribosomal RNA (rRNA) (23), it has recently gained much attention following technological advancements that allowed transcriptome-wide profiling of m^6^A in cells and tissues. Detection of m^6^A on mRNA and characterization of enzymes that regulate both the catalytic deposition (writers: METTL3, METTL14, WTAP) and removal (erasers: FTO, ALKBH5) of m^6^A uncovered a dynamic modification influenced by cellular needs and stimulus (24). A large group of proteins have now also been identified that recognize and process m^6^A-tagged RNA (readers: YTHDF1–3, ELAVL1, FXRP, and others) (25–27). m^6^A is well conserved and abundant in brain tissue from both humans and mice (17). Although little is known about m^6^A in epilepsy, it has been extensively linked with brain function, having been shown to regulate neuronal development (28), learning and memory (15, 29), and the stress response (30). Given its importance for normal brain function, it is therefore unsurprising that m^6^A regulation is seemingly altered in many neurological conditions, including Alzheimer disease (31, 32), Parkinson disease (33, 34), and TBI (35).

Here, we performed what we believe to be the first comprehensive profiling of m^6^A in epilepsy, using both a preclinical mouse model of the disease — intra-amygdala kainic acid–induced (IAKA-induced) TLE, and hippocampal tissue samples from individuals with drug-refractory TLE. We identify pathways that display common m^6^A dysregulation in both mouse and human, suggesting conserved mechanisms in epilepsy. In addition, we explored the functional significance of m^6^A dysregulation by performing proteomic analyses using the same human tissue and then performing functional assays in vitro using METTL3-overexpressing neurons. Finally, we established a clear link between m^6^A and network excitability by pharmacologically elevating m^6^A levels and assessing seizure resilience in mice. Together, our data suggest that m^6^A is profoundly altered in TLE and directly changes network excitability, potentially via the regulation of metabolic and autophagic pathways.

## Results

### Dysregulation of m^6^A-regulating enzymes in epilepsy.

We first examined the expression patterns of m^6^A-associated enzymes to gain broad insight into how epilepsy may alter the regulation of this pathway (Figure 1A). Initial quantification of m^6^A levels in total (Figure 1B) and polyA-RNA (Figure 1C) from the hippocampi of acute post-SE (24 hours after KA) and chronic mice (2 weeks after KA) revealed no detectable changes in gross m^6^A abundance at either disease stage. Using quantitative PCR (qPCR) and Western blotting, we next probed the expression of m^6^A writers (METTL3 and METTL14) (Supplemental Figure 1A and Figure 1, D and G; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.188612DS1), readers (YTHDF1 and YTHDF2) (Supplemental Figure 1B and Figure 1, E and H), and erasers (FTO and ALKBH5) (Supplemental Figure 1C and Figure 1, F and I) in acute or chronic mice versus time-matched controls. The abundance of most m^6^A-associated enzymes was relatively stable across both stages of the disease in mice. However, a small but significant increase in METTL3 protein levels was detected in the early acute post-SE time point (24 hours after SE) (Figure 1, D and G). We did not see any differences in mRNA levels for any m^6^A writer, reader, or eraser at any stage of the disease (Supplemental Figure 1, A–C). A second KA model in rats confirmed the findings in mice (Supplemental Figure 1D).

We next performed the same analyses using human TLE samples compared to autopsy control tissue. Quantification of m^6^A abundance in total RNA was unchanged in both nonsclerotic (NS-TLE) and sclerotic (Scl-TLE) hippocampal samples from patients with TLE compared to control samples (Figure 2, A and B). We then quantified the expression of the same m^6^A-associated enzymes examined previously in the human TLE samples and autopsy controls. Similarly to mice, we detected no significant changes in mRNA levels of any of the m^6^A-associated enzymes in epilepsy (Supplemental Figure 2, A–C). We did, however, detect significant changes at the protein level. These included a significant increase in METTL3 and METTL14 protein abundance in TLE compared with control tissue (Figure 2C) as well as elevated levels of both FTO and ALKBH5 (Figure 2E) in TLE samples. There were no overt differences in the reader proteins YTHDF1 and YTHDF2 in either group (Figure 2D). Overall, in both mouse and human epilepsy, there are changes in the abundance of enzymes regulating m^6^A (notably METTL3 in both mouse and human and FTO and ALKBH5 in human TLE), although no gross changes in m^6^A were detectable using colorimetric assays.

### Temporal and dynamic m^6^A patterning occurs in the hippocampus following SE.

To examine m^6^A patterning in the hippocampal transcriptome in the IAKA model of TLE, we performed an m^6^A array on RNA isolated from mice at acute (24 hours) and chronic (2 weeks) time points after IAKA as well as time-matched control animals. 

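Hippocampal RNA was sequenced from mice that had received IAKA, an injection of the glutamate receptor agonist kainic acid into the amygdala that triggers status epilepticus, and from mice that had received PBS. For each animal a library was made from total RNA (input), which measures expression irrespective of m6A, or from the RNA pulled down with an antibody against m6A, or both, with a stranded total RNA kit. The sample labels give 16 input and 19 m6A libraries, each from 1 mouse. The input libraries came from 4 IAKA and 3 PBS mice at 24 hours and from 6 IAKA and 3 PBS mice at 2 weeks. The authors deposited raw counts per gene symbol for each of 4 sequencing lanes, and the lanes of a library were summed here. The aligner, the counting program and the genome build are not given in the sources used here.

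Of the 35 libraries, 8 carry the assay in the names of their data columns. For the other 27 the assay was taken from the way the columns of those 8 mice are named, so it is an inference. Supplemental Figure 3A plots IAKA mice 8, 67 and 98 at 24 hours, and the labels add IAKA mouse 97. It numbers its 24-hour PBS mice 1 to 4, whereas the labels give PBS mice 1, 71 and 73 at 24 hours and PBS mice 2, 3 and 4 at 2 weeks. The control numbers of the figure were read here as mouse numbers, which is an inference. On that reading it leaves out PBS mice 71 and 73 as well as IAKA mouse 97, and the paper gives no reason.

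Depth differed sharply between the 24-hour input libraries. IAKA mice 8, 67 and 98 had 9914572, 5498360 and 3906903 counts, and IAKA mouse 97 had 3171. PBS mouse 1 had 12694434 counts, and PBS mice 71 and 73 had 4621 and 34486. The comparison at 24 hours therefore has 1 deep control library. At 2 weeks the totals lay between 3057578 and 8017282 in IAKA mice (median 5958005) and between 3507103 and 5720858 in PBS mice (median 4502537).

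Groups were compared with edgeR's quasi-likelihood test after TMM scaling, a filter on low counts and Benjamini-Hochberg adjustment. The paper's statistics section names GraphPad Prism or RStudio for all analyses and Benjamini-Hochberg correction where applicable, and it names no package for differential expression. In simulated counts with the 24-hour depths, this test recovered 60 of 200 genes changed 4-fold and made 32 false calls. With no gene changed it still called between 2 and 12 genes per simulation, so its calls at 24 hours are less certain than the adjusted P states. With the 2-week depths it recovered 183 of the 200 changed genes with 5 false calls. All simulated genes had the same spread between mice (dispersion 0.1), and no library batch or outlying library was simulated. Recovery and false calls in the real data may therefore differ from these values.

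**Figure D1:**
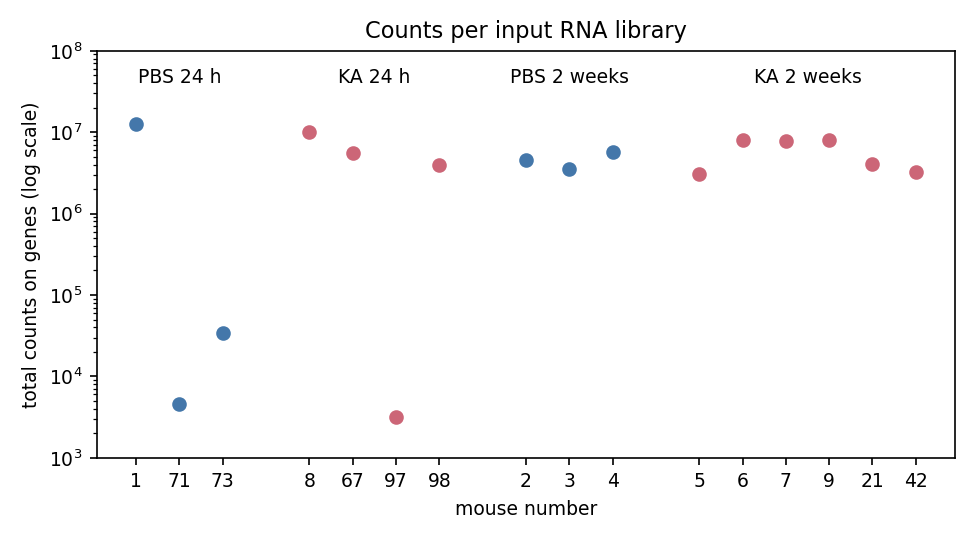
Total counts of each input library on a log axis, by mouse number, for PBS and IAKA mice at 24 hours and 2 weeks; each point is 1 library. PBS mice 71 and 73 and IAKA mouse 97 lie below 100000 counts, and the lowest of the other input libraries has 3057578 counts.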

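Over the 3 IAKA mice that Supplemental Figure 3A plots at 24 hours and the 3 PBS mice of the labels, 44 of 13256 genes passed an adjusted P of 0.05 in edgeR's quasi-likelihood test, 42 higher and 2 lower in IAKA mice, and 781 passed an unadjusted P of 0.05. With IAKA mouse 97 added, 75 of 12858 genes passed, 72 higher and 3 lower, and 790 passed unadjusted. The sets shared 39 genes. The 3 lower genes were Gm12231 (log2 fold change -2.19), Gm9800 (-2.06) and Gm3076 (-2.37), named after their values were seen.

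The count of 75 over all 7 labelled mice depended on single libraries and on the tool. Without PBS mouse 1, the only deep control, 3 genes passed, and without PBS mouse 71 there were 24. Without IAKA mouse 67 or IAKA mouse 98, 0 passed, whereas 1333 passed without IAKA mouse 8. DESeq2 called 0 genes (30 at an unadjusted P under 0.05), and limma voom with sample quality weights called 0 (448 unadjusted). The median log2 fold change over all genes was 0.23 with TMM scaling and -0.196 with scaling by library size alone, which called 19 genes, all higher. With the library set (the prefix of a library's name) as a block, an alternative chosen after the data were seen, 789 genes passed, 651 higher and 138 lower.

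The 5 genes with the largest increases among those separated in every library were Tm4sf1, Gbp2, Inhba, Tnfrsf1b and Fam129b. Without IAKA mouse 97 the log2 fold changes of Tm4sf1, Gbp2 and Inhba were 3.37, 3.03 and 2.90 (adjusted P = 0.0117, 0.0197 and 0.0291, edgeR). Fam129b did not pass there (2.51, adjusted P = 0.0766), and Tnfrsf1b fell below the filter. Over all 4 IAKA mice, Tm4sf1 stood at 81.3 ± 22.0 CPM (counts scaled to a common library size; SD, n = 4) against 2.67 ± 4.62 (n = 3) in PBS mice. Its log2 fold change was 3.39 (SE 0.81, adjusted P = 0.0117, edgeR). Gbp2 stood at 48.8 ± 26.9 against 1.48 ± 2.56 CPM, a log2 fold change of 3.08 (SE 0.73, adjusted P = 0.0110, edgeR), and Inhba at 48.3 ± 32.8 against 1.60 ± 2.77 CPM (2.96, SE 0.72, adjusted P = 0.0151). Tnfrsf1b and Fam129b had log2 fold changes of 2.72 and 2.57 (adjusted P = 0.00457 and 0.0446, edgeR). In IAKA mouse 97 a single count equals 88.8 CPM. The highest PBS library stood at 8.00, 4.43 and 4.80 CPM for Tm4sf1, Gbp2 and Inhba. The other PBS values were 0, from mice 71 and 73 with 4621 and 34486 counts. Totals that small can hardly show such levels, so these PBS means and SD rest on PBS mouse 1. None of the 5 passed under DESeq2, voom or the removal of PBS mouse 1, where Tm4sf1 had an adjusted P of 0.455 and Gbp2 one of 0.490 in edgeR. Tm4sf1 was also lost without IAKA mouse 67 (adjusted P = 0.436) or 98 (0.275), and so were Gbp2 (0.204 and 0.217), Inhba (0.247 and 0.217) and Fam129b (0.846 and 0.587). Without PBS mouse 71, Gbp2, Inhba, Tnfrsf1b and Fam129b had adjusted P of 0.0555, 0.0738, 0.319 and 0.180. Without PBS mouse 73, Tnfrsf1b and Fam129b both had 0.0802. No decreased gene met the same criterion.

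At 2 weeks, 0 of 13752 genes passed an adjusted P of 0.05 in edgeR (smallest 0.190), with 1938 at an unadjusted P under 0.05. DESeq2 called 116 genes, 74 higher and 42 lower, and voom with quality weights 342, 191 higher and 151 lower. Leaving out PBS mouse 2, IAKA mouse 42 or IAKA mouse 7 gave 1 gene each in edgeR. In the simulated 2-week counts with 200 changed genes, DESeq2 made 18 false calls and voom 9. With no gene changed, DESeq2 made 0 to 2 false calls and voom 0. The paper takes the genes past its threshold in each direction as the expression change against which the m6A array results in Figure 3A are set.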

We first measured gene expression irrespective of m^6^A status by RNA sequencing (RNA-seq) and identified a large number of genes both up- and downregulated at both the acute and chronic time points (Figure 3A, green/yellow bars). 

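Lists of genes for GABAergic transmission, glutamatergic transmission, inflammation, cell death and immediate early genes were written from general knowledge before the counts were seen. Each was tested with camera at its preset correlation of 0.01, and the P values were adjusted over the 6 lists tested, with extracellular matrix genes as the sixth. Except for immediate early genes, the themes were those the paper reports for these RNA-seq data. Calls on those lists are therefore not independent of the paper's results.

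At 24 hours, inflammation genes rose over the plotted IAKA mice with a median log2 fold change of 1.58 (adjusted P = 5.72e-19). With mouse 97 the median was again 1.58 (adjusted P = 4.76e-17), with 34 of 34 tested genes above 0. Ccl2, Socs3 and Cd14 had the smallest P among its 8 members past an adjusted P of 0.05 in edgeR. Ccl2 stood at 10.6 ± 8.10 CPM (SD, n = 4) against 0.205 ± 0.355 (n = 3), a log2 fold change of 4.43 (SE 0.77, adjusted P = 3.06e-05, edgeR). Socs3 and Cd14 had log2 fold changes of 4.25 and 2.46. Cd14 did not pass without IAKA mouse 97 (adjusted P = 0.0637), PBS mouse 71 (0.547) or PBS mouse 73 (0.188). Cell death genes had a median of 0.65 over the plotted IAKA mice and the labelled PBS mice (adjusted P = 0.0853) and 0.50 with mouse 97 (adjusted P = 0.142, 27 of 33 above 0). The list passed without PBS mouse 71 (0.42, adjusted P = 0.00396) or PBS mouse 73 (0.49, adjusted P = 0.0179), with library size (0.11, adjusted P = 0.00182), without the 3 libraries under 100000 counts (0.57, adjusted P = 0.000627) and against PBS mice 1 to 4 (0.32, adjusted P = 0.0112). Its one called member was Fas (2.04, SE 0.54, adjusted P = 0.0359, edgeR), which was lost without IAKA mouse 97 (0.178), PBS mouse 71 (1) or PBS mouse 73 (0.499). Against PBS mice 1 to 4, immediate early genes had a median of 0.63 (camera, adjusted P = 1.99e-06, 26 of 30 above 0). Against the labelled PBS mice their medians were 1.11 and 1.10 without and with mouse 97 (adjusted P = 7.94e-11 with it, 26 of 27 above 0). Fos went from 0.698 ± 1.21 to 25.8 ± 21.3 CPM, a log2 fold change of 4.02 (SE 0.79, adjusted P = 0.000407, edgeR), and Fosb rose by 2.86 (adjusted P = 0.0169), which was 0.148 without PBS mouse 71. Without PBS mouse 1, Ccl2, Socs3, Fos and Fosb did not pass, Cd14 and Fas gave no value, and neither the inflammation (7.64, adjusted P = 0.685) nor the immediate early gene list (7.95, adjusted P = 0.586) passed. Each of the genes named was at 0 counts in IAKA mouse 97. The highest PBS library stood at 0.615 CPM for Ccl2 and 2.09 for Fos, and the other PBS values were 0. Their PBS means and SD therefore also rest on PBS mouse 1.

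Neither synaptic list passed at 24 hours over the labelled mice with TMM scaling. GABAergic genes had a median of 0.088 over the plotted IAKA mice and 0.017 with mouse 97, where the mean was -0.028 (adjusted P = 0.964, 15 of 29 above 0). Glutamatergic genes had 0.28 and 0.076, with a mean of 0.12 but a downward rank in camera (adjusted P = 0.142, 20 of 34 above 0). Relative to the median of all genes, 0.23, they stood at -0.21 and -0.15. With scaling by library size, where the median of all genes was -0.196, camera called both downward, at -0.52 (adjusted P = 1.61e-07) and -0.44 (adjusted P = 0.00381), or -0.33 and -0.24 relative to all genes. Against PBS mice 1 to 4 it called both downward as well, at -0.17 (adjusted P = 0.000845, 8 of 29 above 0) and -0.11 (adjusted P = 0.0357), or -0.26 and -0.20 relative to all genes. Without the 3 libraries under 100000 counts GABAergic genes passed (-0.32, adjusted P = 3.49e-08) and glutamatergic genes did not (-0.059, adjusted P = 0.0601). With the library set as a block only glutamatergic genes passed, ranked downward at a median of 0.055 (adjusted P = 0.00103). The GABAergic list also passed, downward, without PBS mouse 73 (-0.14, adjusted P = 0.0306), and the glutamatergic list without IAKA mouse 67 (-0.069, adjusted P = 0.000592) or 98 (-0.12, adjusted P = 0.000584).

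At 2 weeks, inflammation genes had a median of 0.79 (adjusted P = 8.65e-08, 28 of 28 above 0) and immediate early genes one of 0.59 (adjusted P = 9.73e-06, 24 of 29). Cell death (0.11), GABAergic (-0.083, 13 of 29 above 0) and glutamatergic genes (0.090) did not pass, with adjusted P of 0.461, 0.101 and 0.461. The GABAergic list passed without IAKA mouse 21 (-0.12, adjusted P = 0.0472) and against PBS mice 1 to 4 (-0.088, adjusted P = 0.00520). No single member passed at 2 weeks in edgeR. Over the labelled mice with TMM scaling, no camera call at either time held under fry or with an estimated correlation, which were not run for these lists in the other settings; for inflammation genes at 24 hours those adjusted P were 0.145 and 0.0847.

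**Figure D2:**
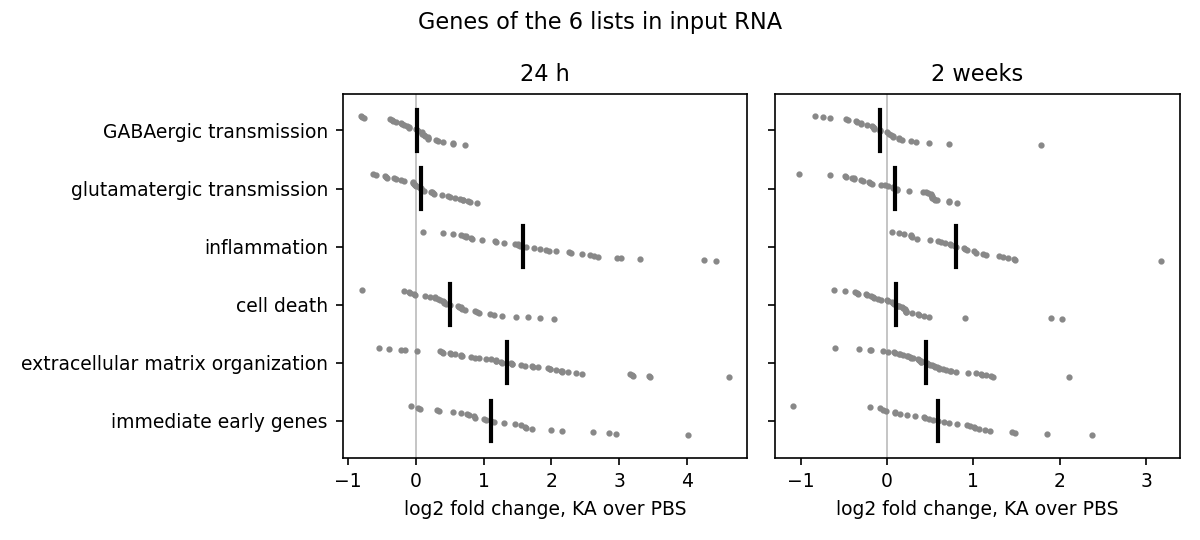
Log2 fold change of each gene of the 6 lists (grey points) and the list median (black bars), IAKA against PBS mice of the labels at 24 hours and 2 weeks. The inflammation medians are 1.58 and 0.79, and the GABAergic medians lie near 0.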

As expected, and in line with previous studies, we observed changes in expression patterns of epilepsy-associated genes, including those involved in synaptic transmission, inflammation, and cell death (Supplemental Figure 3, A–D). Profiling of the m^6^A-ome using m^6^A arrays provides transcriptome-wide coverage with single-base resolution. Overall, we identified more extensive m^6^A dysregulation in the acute mice compared with time-matched controls, although dysregulation was also detected in chronic mice (Figure 3A, red/blue bars). There was little overlap in differential m^6^A patterns in acute mice compared to chronic mice, with only 5 hypermethylated transcripts retaining their hypermethylation status into the chronic phase of the disease (Figure 3B). Hypermethylation was more prominent than hypomethylation at both time points (Figure 3C). Overall, in acute mice there were 133 hypermethylated sites and only 31 hypomethylated sites compared with controls, while in chronic mice there were 67 hyper- and 11 hypomethylated sites compared with controls (Figure 3, D and E). Some transcripts contained multiple differentially methylated sites. The majority of differential methylation events were transient, with m^6^A status mostly returning to baseline levels in chronic mice, suggesting potential activity and disease-stage-dependent m^6^A patterning (Figure 3F).

Analysis of m^6^A stoichiometry on mRNA transcripts revealed asymmetric distribution of m^6^A across transcripts, with several-fold higher frequency in the coding sequence (CDS) followed by the 3′UTR than in the 5′UTR in control animals (Figure 4A). Acute (24 hours) and chronic (2 weeks) mice displayed a notable loss of m^6^A in the 5′UTR, with comparable methylation observed in the 3′UTR and CDS at each disease stage (Figure 4, B and C). To validate the array datasets, we performed methylated-RNA immunoprecipitation–qPCR (meRIP-qPCR) on several hyper- and hypomethylated transcripts. We quantified each transcript in the total RNA pool (input sample) and used this to normalize the corresponding m^6^A-modified transcript levels in the immunoprecipitated (IP) fraction, allowing us to assess the accuracy of the array. We observed almost complete concordance of the array data and meRIP-qPCR, which was performed from brain tissue originating from an independent cohort of animals (Figure 4, D and E). Analysis of genomic location of differentially methylated transcripts did not reveal any obvious methylation hotspots, although chromosomes 2 and 11 (Chr2 and -11) displayed more extensive differential methylation patterns (Figure 4F). Some chromosomes displayed only hypermethylation (Chr15), while others showed more extensive hypomethylation (Chr10), suggesting region-specific regulation. Ingenuity Pathway Analysis (IPA) demonstrated that differentially methylated transcripts in acute mice (24 hours) were associated with pathways such as inflammation and inflammation-related cell death and autophagy (Figure 4G), while those in chronic mice (2 weeks) were associated with IL-6 signalling and cellular communication (Figure 4H).

### Human TLE is defined by altered m^6^A patterns regardless of hippocampal sclerosis and sex.

Next, we profiled the m^6^A patterning in human TLE using surgically resected hippocampal tissue from individuals with drug-refractory TLE and compared it to age- and sex-matched autopsy control tissue (Supplemental Table 1). m^6^A array profiling revealed significant differential methylation across transcripts in TLE compared with autopsy control. We separated epilepsy samples into those with hippocampal sclerosis (Scl) and those without (NS) based on the neuropathology reports. Both epilepsy groups displayed significantly altered m^6^A patterns compared with controls (Figure 5, A and B) but we found minimal difference in m^6^A patterns between patients with Scl-TLE and those without (NS-TLE) (Figure 5C). Interestingly, m^6^A patterns were not influenced by sex (Supplemental Figure 4A). For both TLE sample types there were over 800 hyper- and more than 300 hypomethylated sites compared with controls. Hypermethylation by abundance was dominant in both the Scl and NS groups compared with control, with roughly 70% of all differential methylation events associated with an increase in m^6^A abundance (Figure 5D). There was significant overlap in the hypermethylated transcripts detected between the NS and Scl groups, suggesting differential m^6^A is a broadly conserved feature of TLE independent of pathology (Figure 5, E and F).

Analysis of m^6^A stoichiometry showed a shift in deposition patterning, with an increase in the number of genes with more than 20% occupancy (Figure 5, G–I). The distribution of m^6^A across transcripts (i.e., 3′UTR, CDS, or 5′UTR) did not change in epilepsy regardless of Scl status (Figure 5, G–I; insets). Genomic location of encoding genes did not reveal any chromosomal hotspots of targeted methylation or demethylation, although Chr17 (which shares evolutionary roots with mouse Chr11) (36) and Chr19 contain regions of genes whose transcripts display enriched m^6^A activity (Figure 5J). IPA of differentially methylated transcripts from the combined epilepsy sample group highlighted autophagic pathways, mTOR signalling, and metabolism as pathways likely to be affected by disrupted methylation patterns in epilepsy (Figure 5K). The current results overall identify extensive m^6^A disruption in human TLE, which potentially affects several epilepsy-associated pathways.

### Commonalities in m^6^A disturbances in experimental and human TLE.

We next determined whether m^6^A dysregulation seen in experimental TLE is similar to that seen in the human condition by comparing our experimental TLE and human TLE datasets. Our initial analysis investigated whether m^6^A sites profiled in mice possess human orthologs. Between 35% and 45% of the differentially methylated m^6^A sites in experimental mice are orthologous in humans (Figure 6A); however, of those, only a handful were also differentially methylated in human TLE (34 gene transcripts) (Figure 6B). While specific sites were not commonly differentially methylated in both mouse and human epilepsy, there was some overlap in the functionality of transcripts that displayed differential methylation patterns such as inflammatory signalling and cell death pathways (Figure 6, C and D).

### Metabolic pathways are also perturbed at the proteomic level in human TLE.

m^6^A may impact RNA fate in a multitude of ways, including subcellular localization, stability, and/or translational efficiency. To determine whether pathways most likely impacted by differential m^6^A patterning in epilepsy are functionally altered, we performed mass spectrometry (MS) to analyze the human TLE proteome using the same tissue samples used in the m^6^A-profiling experiment. Hierarchical clustering and principal component analysis (PCA) showed good clustering of TLE samples; while control samples also clustered together, it was evident that samples did not separate by sex regardless of condition (Supplemental Figure 4B). A large number of differentially expressed proteins were detected in the TLE groups (NS and Scl) when compared with control tissue (Figure 7, A and B). However, similar to our findings in the m^6^A array, the proteomes of both the NS- and Scl-TLE samples were remarkably similar (Figure 7C). IPA of differentially expressed proteins in the combined epilepsy group (Figure 7D) revealed overall disruption of many metabolism (mitochondrial dysfunction, glucose metabolism) and autophagy-related pathways. We then integrated the human m^6^A data with the human proteomic dataset and found an inverse correlation between m^6^A levels and activation or repression of the corresponding pathways (Figure 7E). These results may suggest that elevation of m^6^A may be a molecular brake to silence pathways.

### Bidirectional modulation of m^6^A alters neuronal metabolism, structure, and seizure susceptibility.

The metabolic phenotype common to both mouse and human TLE prompted us to explore the effect of elevated m^6^A on neuronal function. First, using matured human induced pluripotent stem cell–derived (hIPSC-derived) neurons (Figure 8, A–D), we overexpressed METTL3 by transducing cells with a METTL3-overexpressing adeno-associated virus (AAV) vector (Figure 8, E and F). RNA-seq and MS analyses of lysates from these cells detected only subtle changes in both transcription and protein profiles (Figure 8, G and H). However, the pathways most perturbed by METTL3 overexpression were associated with cellular metabolism (Figure 8I). Interestingly, in METTL3-overexpressing cells many downregulated transcripts were noncoding RNAs and pseudogenes (Supplemental Figure 5). Finally, Seahorse analysis demonstrated that human neurons overexpressing METTL3 had elevated rates of glycolysis compared with nontransduced or empty AAV–transduced neurons and this was corrected by pharmacological inhibition of METTL3 (Figure 8, J and K). Overall, our data demonstrate that overexpression of METTL3 elevates the basal metabolic capabilities of even healthy neurons, making them more glycolytically active.

Next, to assess the effect of m^6^A elevation on neuronal structure we first treated mouse primary hippocampal neurons with a commercially available METTL3 inhibitor (STM2457), and then assessed the effect of elevated m^6^A on dendritic spine density (Figure 9A). METTL3 inhibition led to a detectable increase in m^6^A levels for up to 24 hours in a dose-dependent manner (Figure 9, B and C). We first measured the effect of METTL3 inhibition on spine density as a function of distance from the soma. METTL3 inhibition increased the density of spines, with no clear effect on particular branch order (Figure 9, D and E, and Supplemental Figure 6, A–D). Immunocytochemistry (ICC) for the postsynaptic density protein PSD95 uncovered increased PSD95 immunoreactivity in cultures treated with the METTL3 inhibitor along dendrites (Figure 9, D and F). This increase was apparent in branch orders 1 and 4 (Figure 9F).

We next tested whether recreation of the hypermethylation phenotype seen following SE alters brain excitability. To do this, we treated naive mice with an FTO inhibitor, FB23-2 (37), via intracerebroventricular (ICV) administration prior to a pentylenetetrazol-induced-seizure (PTZ-induced-seizure) challenge (Figure 9G). FB23-2 treatment reduced overall hippocampal FTO levels (Supplemental Figure 7, A and B) and elevated m^6^A levels compared with vehicle-treated animals (Supplemental Figure 7C and Supplemental Figure 8, A–C). A single high dose of PTZ was then administered to both groups of animals and resulting seizure dynamics were quantified using an adapted Racine scale (Supplemental Figure 8F). Overall, we found that FB23-2–treated animals were more likely to survive the PTZ challenge and recording period (Figure 9H). Although FB23-2 had no significant effect on latency to seizure onset (Supplemental Figure 8D), it did reduce the overall severity of seizures experienced by mice compared with vehicle-treated controls (Figure 9I) and the overall number of seizures mice experienced over the recording period (Figure 9J and Supplemental Figure 8E). Together, these in vitro and in vivo data demonstrate a mechanistic link between m^6^A levels and neuronal structure and function.

## Discussion

The present study is, to the best of our knowledge, the first transcriptome-wide and functional characterization of m^6^A in epilepsy. Our study reveals disruption of m^6^A patterning across different disease stages in mouse models of epileptogenesis and chronic epilepsy and significant dysregulation of m^6^A in human TLE. Differentially methylated transcripts in both mouse and human TLE are associated with metabolic, autophagic, and RNA processing pathways. We combined our m^6^A analyses with proteomics in human TLE and discovered that m^6^A patterns are negatively correlated with protein pathway activation or repression. Finally, we demonstrate a clear link between m^6^A abundance and network excitability, with elevated levels of m^6^A increasing the seizure threshold of mice. Taken together, the findings suggest targeting RNA methylation may represent a novel approach to correct gene expression and treat or prevent TLE.

Gene disruption is likely a driver of many of the underlying pathomechanisms that cause the formation and maintenance of hyperexcitable brain networks. Until now, the extent of RNA modification disruption in epilepsy has not been reported; however, several studies have recently identified involvement of m^6^A in the regulation of epilepsy-associated RNA transcripts. These include demonstration that m^6^A regulates NRF2, a transcription factor associated with cellular defence and oxidative stress (38), a result supported by bioinformatic analysis of available sequencing datasets predicting m^6^A-mediated regulation of cell death and metabolism in epilepsy (39). Recently, the m^6^A reader YTHDC2 was also reported to promote the development of TLE via regulation of the astrocytic glutamate-cystine antiporter xCT (40).

Here, our initial characterization of the main enzymes involved in regulation of m^6^A demonstrated that METTL3, the primary catalytic agent of the pathway, was upregulated in both mouse and human tissue. We also detected elevated levels of both FTO and ALKBH5 in human TLE, both of which have been reported to remove m^6^A, suggesting a more complex and nuanced regulation of m^6^A in human epilepsy than in mouse. Additionally, it is conceivable that antiseizure medications may also influence m^6^A patterning, considering some drugs such as valproic acid have been shown to regulate the epigenome. METTL3 and other regulators of m^6^A are dysregulated in a range of other neurological conditions, including stroke, TBI, Huntington disease, and Alzheimer disease, and many studies have shown direct reorganization of the m^6^A epitranscriptome following deliberate or disease-related changes in m^6^A regulator proteins (24, 30, 41–44). Dynamic changes in m^6^A can alter neuronal network properties and communication, thus impacting brain functions like learning and memory and disease-related pathways and possibly seizures (29, 40, 45, 46).

A major finding in the present study was the identification of differentially methylated transcripts and pathways in epilepsy (in both mouse and human). Overall, the number of differentially methylated transcripts in the mouse model were lower than in human TLE. Only 5 gene transcripts were differentially methylated in acute and chronic mice, indicating dynamic and context-dependent methylation events. This may reflect the activation of disease-related pathways during epileptogenesis that may recover in chronic epilepsy when seizures become sporadic. Several studies have found that neuronal activity drives changes in m^6^A activity, so it is likely that the m^6^A profile before and after spontaneous seizure will differ. It is conceivable, therefore, that dynamic m^6^A may contribute to the evolution of the disease over time. m^6^A is usually asymmetrically distributed across mRNAs, with CDS and 3′UTR harboring more m^6^A than the 5′UTR. Interestingly, the stoichiometry of the m^6^A modification in mice revealed extensive loss of m^6^A in the 5′UTR in particular in epilepsy, which may reflect targeted activity of an m^6^A demethylase enzyme or increased processing/turnover of RNA transcripts with 5′UTR m^6^A tags. In the present study, we found no overt differences in the protein levels of YTHDF1 or -2, although it is likely that redundancy exists among readers particularly from the YTH family (27). Dysregulation of various m^6^A readers has been reported in TLE, such as YTHDC2 (40), and in other neurological conditions including genetic variants in the *Fxrp* gene being a direct cause of the neurodevelopmental condition Fragile X syndrome (47). Roughly half of the m^6^A sites profiled in the mouse model have corresponding orthologs in human, making direct comparison of m^6^A patterns between mice and humans difficult. Additionally, we were unable to directly compare identical tissue regions between mouse and human. Despite this, overlapping functions of differentially methylated transcripts were observed, suggesting conserved function of m^6^A in epilepsy across species.

We found that both Scl and NS sample types from the patients with TLE displayed more extensive m^6^A dysregulation compared with controls than was seen in mice. Hypermethylation was prominent and there was large overlap between differentially methylated transcripts in both NS and Scl tissue compared with controls. It is unclear whether this is because m^6^A is not involved in the cell death that defines sclerotic tissue or whether the patterns we observe reflect a bias inherent to profiling surviving tissue. The latter may be more plausible, as several studies have now demonstrated a clear involvement of m^6^A in regulating neurodegenerative pathways and cell cycle events in Alzheimer disease (48, 49) as well as in the pathogenesis of other neurodegenerative diseases like ALS (50), Huntington disease (44), and stroke (51, 52). Furthermore, in our mouse model we found that differentially m^6^A-tagged transcripts were associated with cell death processes in acute mice but not chronically epileptic mice, revealing a stage-specific role for m^6^A in regulating cell death processes. Differential m^6^A tagging was more likely to occur in the CDS in human TLE; however, the overall distribution of m^6^A along transcripts did not change greatly compared to control. IPA of early-stage epileptogenesis in mice implicated disrupted m^6^A deposition on transcripts associated with epileptogenic mechanisms such as cell death and inflammation, while analysis in chronic mouse and human TLE linked differential m^6^A with metabolic processes, autophagy, and RNA processing in line with its role as a homeostatic mechanism. m^6^A has previously been shown to regulate mitochondrial function and other metabolic activities (53) and computational prediction of m^6^A involvement in epilepsy suggested metabolism was intricately linked to m^6^A (39).

Integration of the m^6^A and proteomic datasets interestingly revealed an inverse correlation, i.e., hypomethylation of transcripts resulting in upregulation of protein and vice versa. This supports recent data demonstrating a clear role for m^6^A as a negative regulator of transcript stability (27). The m^6^A array combined with the proteomic analysis made apparent that m^6^A may influence metabolic pathways and processes as well as autophagy and mTOR signalling, which is in line with other reports from other tissues (54). Overexpression of METTL3 in hIPSC-derived neurons did change the expression of metabolism-related transcripts and proteins and increased the rate of glycolysis, supporting previous computational predictions (39). Only subtle changes in the transcriptome, proteome, and metabolism of hIPSC-derived neurons were detected when METTL3 was overexpressed, suggesting m^6^A may couple gene output to translational processes to enable cellular adaptation to environment. This may explain the much greater changes in m^6^A and the resulting proteome seen in epilepsy when cellular activity levels are elevated and disease processes activated.

The current study focusses on the regulatory role of m^6^A modifications and how they may shape the epileptic proteome; however, other posttranscriptional forms of regulation must also be considered. Among these, microRNAs (miRNAs) are well established as key regulators of the proteome and have previously been shown to play a crucial role in epilepsy, including ion channel regulation, metabolism, and autophagy, all of which are implicated in the proteomic changes observed in our study (55, 56). Although miRNAs were not directly profiled here, their potential contributions to the observed proteome must be considered. Further studies are required to elucidate interplay between miRNAs and m^6^A modifications in TLE, as these mechanisms may function synergistically or independently to shape disease-associated proteomic changes.

Finally we found that m^6^A levels are intricately linked with excitability. Reduced m^6^A levels increased dendritic spine density and postsynaptic markers, while elevated m^6^A levels decreased seizure susceptibility and severity in mice. While the precise mechanisms underlying this are still unclear, recent reports have demonstrated a synaptosome-specific m^6^A-ome that may regulate protein translation at the synapse and govern excitability (15). There are certain limitations associated with the current study, including the use of nonadjusted *P* values for the analysis of the mouse m^6^A array. We therefore validated several differentially methylated transcripts using meRIP-qPCR and found good concordance; however, false positives cannot be fully excluded and additional sites are likely being missed. Furthermore, m^6^A changes may be diluted due to the cellular heterogeneity of the input material masking potential cell-specific m^6^A changes. Recent advances may now enable m^6^A profiling at the single-cell level, which could also be explored in epilepsy and other diseases (57). Although efforts are made to compare mouse and human m^6^A data, we used whole mouse hippocampal tissue but only a subsection of resected human tissue due to limitations of availability. The use of behavior as a readout of seizure activity only permits quantification of convulsive seizures and may therefore miss subconvulsive seizure activity. Although we report no differences in m^6^A and proteomic profiles based on sex, the sample size is small and so we are cautious to interpret that sex does not influence m^6^A; instead, we conclude in the context of epilepsy that there is no clear m^6^A signature based on sex. Finally, we have only profiled one RNA modification and it is likely that crosstalk and coordination of diverse RNA modifications exist (16).

Overall, our data suggest that m^6^A represents an additional layer of gene regulation that contributes to the pathomechanisms of epilepsy by regulating RNA stability and protein translation. The elevation in METTL3 in epilepsy may represent an adaptive response, as elevated m^6^A protected mice from seizures. Future preclinical work may now explore whether targeting m^6^A-modifying enzymes may prove beneficial for the treatment of epilepsy. It may also be useful to explore m^6^A dysregulation as a potential novel biomarker for epilepsy and associated comorbidities.

## Methods

### Sex as a biological variable

This study involved both human tissue and animal models. Human hippocampal samples were obtained from individuals with TLE and included both male and female donors. PCA using sex as a variable did not reveal sex-specific clustering or patterns in m^6^A methylation, suggesting minimal influence of sex on the epitranscriptomic landscape in this cohort. All animal experiments were conducted using adult male mice to maintain consistency with previous studies using the IAKA model.

### Mouse models of TLE and acute seizures

#### IAKA in mice.

For all mouse studies, we used 7- to 9-week-old-male C57BL/6JOlaHsd mice, originally from Harlan Laboratories and inbred in house at RCSI. Animals used (matching strains) at University College Dublin (UCD) were sourced from Envigo UK. Prior to IAKA administration, mice underwent a surgical procedure under general anesthesia (isoflurane; 5% induction, 1%–2% maintenance) to implant a surface injection cannula (Bilaney Consultants, custom cut 7.65 mm) over the amygdala (coordinates from Bregma: IA: antero-posterior (AP) = –0.95 mm, lateral (L) = +2.85 mm, ventral (V) = 3.1 mm).

Two to 3 days following this preparatory surgery, mice underwent IAKA microinjection (0.3 μg KA in 0.2 μL PBS; Sigma-Aldrich, K0250) to induce SE. After 40 minutes, mice then received an intraperitoneal (i.p.) injection of lorazepam (Macure, L0227; 8 mg/kg) to reduce seizure severity and reduce mortality. Mice were then allowed to recover in a small animal recovery chamber (Vet-Tech, HE010) at 26°C. At selected time points, animals were euthanized by administering 0.1–0.2 mL 200 mg/mL pentobarbital (Dolethal) via i.p. administration followed by transcardial perfusion with ice-cold 1× RNase-free PBS (Thermo Fisher Scientific, AM9625).

Following IAKA administration, mice generally develop spontaneous seizures after 3 to 5 days, with all animals displaying spontaneous seizures by 2 weeks after SE (58).

#### PTZ in mice.

A subcutaneous dose of PTZ (Sigma-Aldrich, P6500; 80 mg/kg prepared in PBS) was administered 24 hours after 20 μM FB23-2 (VWR International) (37) or vehicle (0.5% DMSO, 40% PEG300, 5% Tween 80, 54.5% H_2_O) treatment. FB23-2 or vehicle was administered via a unilateral ICV administration in 0.4 μL volume. For ICV administration, the stereotaxic coordinates were determined using the Mouse Brain Atlas and verified using methylene blue in preliminary experiments (AP = –0.5 mm, L = –1.1 mm, V = –2.3 mm from Bregma). A 1-mm burr hole was prepared in the exposed skull and a 30-gauge stainless steel cannula connected to a Hamilton syringe was lowered to the correct depth and drug administered. The cannula was held in place for 8 minutes to prevent backflow. The incision was closed with tissue adhesive (Vetbond, IM1469SB). Seizures were recorded for 25 minutes following PTZ administration and scored using an adapted Racine scale (Supplemental Figure 7). Scorers were blinded to treatment. All mice were euthanized at the end of the PTZ protocol.

### Human brain tissue

Hippocampi were collected directly from the surgical theater, frozen immediately in liquid nitrogen, and stored at –80°C. A pathologist confirmed the presence or absence of sclerosis for each tissue sample obtained (59). Hippocampal sclerosis was defined as neuronal loss and gliosis primarily involving the CA1 and CA4/3 subfields with relative resistance of the CA2 region and sparing of the subiculum (if the latter were included in the resected specimen). NeuN immunostaining was employed to determine residual neuronal density and gliosis was determined using GFAP immunoreactivity. Autopsy control samples were sourced from the NIH NeuroBiobank, University of Maryland. Patient and control information is listed in Supplemental Table 1.

### m6A array

RNA was isolated from both mouse and human hippocampal tissue samples as described in the Supplemental Methods. Between 1 and 5 μg of RNA from each sample was sent to Arraystar for single-nucleotide resolution microarray analysis. The array (specific for mouse or human) enables quantification of m^6^A abundance and stoichiometry at approximately 10,000 predefined m^6^A sites across the transcriptome. Briefly, the total RNA was divided into 2 fractions. One fraction was treated with the RNA endoribonuclease MazF to cleave unmodified m^6^A sites, while the other fraction was left untreated. MazF specifically cleaves RNA at unmethylated adenosine residues, allowing for the selective removal of unmodified RNA and preservation of m^6^A-modified sites. The treated and untreated RNA fractions were separately labelled with Cy5 (for MazF-digested RNA) and Cy3 (for the undigested RNA) as complementary RNAs (cRNA) using the Arraystar Super RNA Labelling Kit. These labelled cRNAs were then hybridized onto the Arraystar Human or Mouse m^6^A Single Nucleotide Array (8 × 15K, Arraystar). After hybridization, the arrays were washed and scanned in 2 color channels using an Agilent Scanner (G2505C).

The acquired array images were analyzed using Agilent Feature Extraction software (version 11.01.1). The raw intensity values for the Cy5-labelled (MazF digested) and Cy3-labelled (undigested) cRNAs were normalized using the average log_2_-scaled Spike-in RNA intensities. The Spike-in RNAs, which are synthetic control RNA sequences added at known concentrations, allow for normalization by accounting for technical variations in RNA labelling and hybridization. Log_2_ scaling was used to transform the intensity values into logarithmic scale to enable comparison of fold changes in signal intensities across samples. After Spike-in normalization, we filtered and retained probes with “Present” (P) or “marginal” (M) quality flags (which indicate the reliability of the probe signal compared to background) in at least 7 of the 24 human samples and 6 out of 8 mouse samples for further m^6^A site methylation abundance analysis. Differentially methylated sites between 2 comparison groups were compiled by fold change and statistical significance threshold (*P* < 0.05 [standard for this type of analysis]). For the human array, false discovery rate (FDR) was applied using the Benjamini-Hochberg procedure and adjusted *P* values of less than 0.05 were set as meaningfully significant. Data visualization was performed in RStudio (version 4.3.0 and 4.3.1; https://cran.r-project.org/) (volcano plots [ggplot], chromosome plotting [Chromomap], Upset plots [UpsetR]) and GraphPad Prism (version 9.2.0). Stoichiometric data were plotted using GraphPad Prism. Differentially methylated transcripts were analyzed using Qiagen IPA to identify associated pathways. To analyze the effects of sex on the m^6^A profiles within and between human sample groups, a 3-column (factor) metadata table was created manually by merging a sample ID/condition metadata table, and a sample ID/sex metadata table. PCA was then performed on the processed quantification table and methylation quantification tables using the FactoMineR R library. The PCA plot was then generated using ggplot2, specifically labelling data points indicating condition and sex. ANOVA was then carried out to determine the effect of each factor and a permutational analysis of variance (PermANOVA) using the vegan R library was carried out to determine effects without the assumption of normality.

### meRIP-qPCR

Total RNA was isolated as described in the Supplemental Methods using TRIzol (Invitrogen, 15596026) and quality and concentration assessed by Nanodrop (Thermo Fisher Scientific). Eighteen micrograms of RNA was separated based on Nanodrop quantification from each sample and subjected to fragmentation using an RNA fragmentation kit (Ambion, AM8740) according to the manufacturer’s instructions. This produced RNA fragments between 100 and 200 nucleotides in length (unfragmented RNA, i.e., leftover RNA not used for fragmentation, was kept as input comparison). The fragmented RNA was then incubated overnight at 4°C in IP buffer (10 mM Tris-HCl pH 7.4; Thermo Fisher Scientific, J62848.AK), 150 mM NaCl (Sigma-Aldrich, 71386), and 0.1% IGEPAL CA-630 (Sigma-Aldrich, l8896) containing either anti-m^6^A antibody (Synaptic Systems, 202 003) (17) or IgG (Abcam, ab171870) on a carousel. The antibody–RNA complexes were captured by incubation with washed Protein A/G magnetic Dynabeads (Thermo Fisher Scientific, 10015D) for 2 hours at 4°C with gentle rotation. After several washes to remove loosely bound complexes, m^6^A-tagged RNAs were separated from the beads by elution by competition, which involved incubating the beads with elution buffer (IP buffer, 20 mM m^6^A 5′-monophosphate sodium salt [Sigma-Aldrich, M2780], RNasin [Promega, N2611], nuclease-free water). This was repeated twice and the supernatants pooled and transferred to an RNeasy MiniElute Spin Column (Qiagen, 74204). The samples were then analyzed on a bioanalyzer using the RNA Pico Kit (Agilent, 5067-1511) according to the kit instructions. The purified RNA was then reverse transcribed and qPCR was performed using m^6^A-site-flanking primers (Supplemental Table 2). Input sample was run alongside the IP samples and used as comparison.

### MS-based proteomics

Total protein was extracted as described above and then lysed into smaller peptide fragments using the iST Sample Preparation Kit (PreOmics, P.O.00001) as per the manufacturer’s instructions. Briefly, lysis reagent was added to 1–100 μg of protein from each sample and heated on a dry block incubator (Thermo Fisher Scientific, 15392185) to 95°C with rigorous mixing. Contaminating DNA in the samples was sheared by water bath sonication and samples were then transferred to cartridges and allowed to cool to room temperature (RT). The samples then underwent a digestion step using specific Digest buffer at 37°C for between 1 and 3 hours. The reaction was terminated using a kit-supplied stop solution and samples were then centrifuged at 3,800*g* for 3 minutes and the flow through was collected and discarded. The fraction of the sample bound to the cartridge were then washed twice and eluted with elution buffer twice using centrifugation. The samples were dried completely using a speed vac at 45°C. LC-Load buffer was added to each sample to obtain a 1 g/L concentration. The samples were finally sonicated at RT for 5 minutes and stored at –80°C until needed. Peptide samples were analyzed via liquid chromatography–tandem MS (LC-MS/MS) at the Conway Institute Proteomics core facility, UCD, on a Thermo Fisher Scientific Q-Exactive Mass Spectrometer connected to a Dionex Ultimate 3000 (RSLCnano) chromatography system. Peptides were separated on a C18 home-made column (C18-AQ Dr Maisch Reprosil-Pur, 100 × 0.075 mm × 3 μm) over 60 minutes at a flow rate of 250 nL/min with a linear gradient of increasing acetonitrile from 1% to 27%. The MS was operated in data-independent mode; a high-resolution (70,000) MS scan (300–1600 *m*/*z*) was performed to select the 12 most intense ions and fragmented using high-energy C-trap dissociation for MS/MS analysis.

For proteomic analysis, raw data from the Q-Exactive were processed using MaxQuant (version 2.0.3.0) (60, 61). To identify peptides and proteins, MS/MS spectra were matched against the *Homo* *sapiens* database (https://www.uniprot.org/proteomes/UP000005640; downloaded 2022_01 containing 75,777 entries). Database searches were performed with carbamidomethyl (CAM) as a fixed modification and acetylation (protein N-terminus) and oxidation (M) as variable modifications. Data were then filtered in Perseus (version 1.16.5.0; https://maxquant.net/perseus/). All function calls/commands were carried out using the Perseus interface. Initially a matrix of label-free quantification (LFQ) intensity values were generated for each sample. Filters were then applied to remove values likely to be contaminants, proteins identified in reverse amino acid sequences, and proteins only identified by site. The LFQ values were then log transformed and histograms of the data were generated and checked for normality of data spread. The samples were then grouped by condition (control, Scl-TLE, and NS-TLE). Further filtering excluded proteins that were detected in less than 7 samples per group. Missing values were imputed using the “replace missing values from normal distribution” command. Pearson’s correlation was performed to scrutinize correlation between groups. Preliminary hierarchical clustering was performed to determine clustering and heatmaps were subsequently generated based on this clustering. Further processing and data visualization was carried out in RStudio using the limma R package for differential (protein) expression analysis, which incorporates FDR correction using the Benjamini-Hochberg method, ClusterProfile for enrichment analysis, and ggplot2 for graph generation. The resulting differentially expressed proteins were compared with various functional gene set databases in functional analysis/pathway enrichment analysis using IPA (Qiagen) or EnrichR. Sex differences were analyzed in the same way as described above (see *m^6^A array*).

### ICC

#### hIPSC ICC.

Glass coverslips with cells were transferred to prewarmed DMEM/F-12 (Gibco, A4192101) in a new plate. The cells were then fixed by covering wells with 4% paraformaldehyde (PFA) (Merck, 1004968350) in PBS and left to be incubated for 20 minutes at RT. The coverslips were then washed 3 times with PBS, blocked with 1% BSA (Merck, A9647) in PBS, and then permeabilized with 0.2% Triton X-100 (Merck) in 1% BSA for 30 minutes. Coverslips were then incubated with primary antibodies in 1% BSA overnight at 4°C. The next day they were washed and treated with secondary antibodies (488 nm and 568 nm) for 75 minutes in the dark at RT. After washing and staining with Hoechst, coverslips were mounted on slides.

For neural stem cell confirmation from hIPSCs, cultures were stained with antibodies against neural stem cell markers Nestin (Abcam, ab22035), Pax6 (BioLegend, 862001), and Sox2 (Abcam, ab97959). Neurons were stained with anti–βIII-tubulin (TUJ1) (Synaptic Systems, 302 306), anti-vGLUT2 (Proteintech, 25261-1-AP), anti–tyrosine hydroxylase (Sigma-Aldrich, ZRB2381), and anti-NeuN (Sigma-Aldrich, MAB377). Imaging was performed using a Leica DM400b epifluorescence microscope, capturing fluorescent signals in FITC, TRITC, and BFP channels. Images were processed with ImageJ version 2.14.0/1.54f (NIH).

#### Primary mouse neuron ICC.

Postsynaptic density was visualized using PSD95 as a marker. To visualize dendritic spines, anti–βIII-tubulin complemented with Alexa Fluor 568 phalloidin to enable visualization of small spines (Invitrogen, A12380) were used. Cultured neurons were first fixed with 4% PFA and permeabilized in blocking buffer (0.1% Triton X-100 in 2.5% BSA-PBS) for 1 hour at RT. Subsequently, neurons were incubated overnight at 4°C with primary antibodies against βIII-tubulin (BioLegend, 801201; 1:500), PSD95 (Abcam, ab18258; 1:200), and m^6^A (Synaptic Systems, 202 003; 1:200). After overnight incubation, neurons were washed in PBS to remove loosely bound antibody and then incubated in species-specific secondary antibodies at RT for 1 hour. Anti–mouse IgG-Cy5 (Invitrogen, A10524; 1:500) and anti–rabbit IgG-FITC (Invitrogen, F-2765; 1:500) were used to bind and visualize primary antibodies. Alexa Fluor 568 phalloidin (Invitrogen, A12380; 1 U/slide) was added to the blocking buffer along with secondary antibodies. Coverslips were mounted using mounting medium with DAPI (Abcam, ab228549) and imaged using a Zeiss LSM 800 confocal microscope.

For PSD95 and dendritic spine quantification, a total of at least 32 dendrites from 22 neurons per treatment group were included in the analysis across a total of 4 experiments. Multiple dendrites sampled from an individual neuron were averaged for statistical analysis to avoid pseudoreplication. Each experiment used embryos from an individual dam (4 in total), the average litter size was 7.75. All imaging and quantifications were performed manually, in a blinded manner with respect to the treatment groups. Images were calibrated for distance per pixel length, and the distance from the soma was measured and divided into 20-μm segments using ImageJ. A total dendritic length of 4440–4500 μm, derived from at least 32 dendrites per treatment group, was analyzed. Images were generated to show the entire neuron using a 40× objective lens. Dendrites, distinct from other dendrites and crossings and extending at least 100 μm from the soma, were captured at ×63 magnification. Utilizing a 2-way repeated-measures (RM) ANOVA, following Tukey’s post hoc multiple-comparison test, all treatment groups along the dendritic distance were analyzed. PSD95 and spine density was also quantified by branch order, using multiple *t* test analysis. A significance level of 0.05 was chosen, and data are expressed as the mean ± SEM. Statistical analysis was performed using GraphPad Prism 8.0 software.

### METTL3 overexpression

hIPSC-derived neurons were transduced with AAV vectors (VectorBuilder, custom-designed) to overexpress human METTL3. Three distinct AAV vectors were used: AAV9-SYN1-EGFP-hMETTL3, which encodes the human METTL3 gene; AAV9-SYN1-EGFP-Empty, a control vector containing only the GFP reporter driven by the SYN1 promoter; and a GFP-only virus without the *SYN1* promoter (negative control). The SYN1 promoter was used to drive neuron-specific expression of both the transgene (hMETTL3) and the GFP reporter, ensuring that the transduction selectively targeted neuronal cells. The GFP reporter enabled the monitoring of successful transduction by providing a fluorescent signal visible under appropriate microscopy conditions.

For the transduction process, hIPSC-derived neurons were cultured as described above for 21 days. The AAV vectors were then added to the culture medium at a concentration of 1 × 10^4^ genomic copies per cell and the neurons were incubated with the vectors for 48 hours, to allow efficient uptake and expression of the transgenes. After incubation, the cells were maintained in fresh culture medium for an additional period to ensure stable transgene expression.

To confirm successful overexpression of METTL3, Western blotting was performed as described above to detect the METTL3 protein in the transduced neurons. The expression of GFP was also evaluated to verify the success of the transduction using GFP immunofluorescence microscopy, as described above. This dual approach allowed for both qualitative and quantitative confirmation of transgene expression. Control cells were similarly transduced with either the empty vector (AAV9-SYN1-EGFP-Empty) or GFP-only vector, and the same analyses were performed to compare the level of GFP expression and METTL3 overexpression across conditions.

### Reagents

All reagents were purchased from commercial sources that are listed throughout. Antibodies used in this study were all purchased from commercial sources. Full Western blot images are provided in supplemental material. Catalog numbers for all antibodies are provided along with vendor information. The detected bands in Western blot analyses correspond to the expected molecular weights of the target proteins, consistent with the manufacturer’s specifications and previous literature where available. Primers were designed in-house using UCSC Genome Browser alignments (mouse, mm39; human, hg38) and NCBI Primer Blast.

### Statistics

Power analyses were performed during the experimental design stage. Effect size was determined depending on the type of downstream analysis based on previous studies along with a significance level of 0.05 and a 1 – β value of 0.8, with equal allocation ratios used throughout.

Unless otherwise stated in specific sections, statistical analyses were performed using appropriate parametric or nonparametric tests based on data distribution. Normality of the data was assessed using the Shapiro-Wilk test. For comparisons between 2 groups, unpaired *t* tests were used when both groups followed a normal distribution with equal variances, while Welch’s *t* test was applied when variances were unequal. If data were not normally distributed, the Mann-Whitney *U* test was used as a nonparametric alternative. For comparisons involving more than 2 groups, 1-way ANOVA was performed for normally distributed data, followed by Tukey’s post hoc test for multiple comparisons, while the Kruskal-Wallis test was used for nonparametric data, followed by Dunn’s test for pairwise comparisons. Statistical significance was set at *P* less than 0.05, and multiple comparisons were corrected using the Benjamini-Hochberg FDR method where applicable. All analyses were conducted using GraphPad Prism or RStudio.

### Study approval

All animal procedures were performed in accordance with the principles of the European Union Directive (2010/63/EU) and were reviewed and approved by the Research Ethics Committee of the Royal College of Surgeons Ireland (REC842) under license from the Health Products Regulatory Authority (HPRA) (AE19127/IO84, AE19127/I152, AE19127/I089) and the UCD Animal Research Ethics Committee (AREC) under license from the HPRA (AE18982/P194). The systemic KA model in rats was performed at Monash University following approval by the Alfred Research Alliance Animal Ethics Committee (E/2058/2020/M). All efforts were made to minimize animal suffering and to use the minimum number of animals required for robust statistical analysis.

The human study was approved by the Ethics Committee at Beaumont Hospital, Dublin (05/18). Written, informed consent was obtained from all individuals participating in the study. All individuals were diagnosed with TLE and underwent surgical tissue resection as part of their treatment.

### Data availability

RNA-seq and m^6^A array datasets are available from the NCBI Gene Expression Omnibus (GEO) under accession numbers GSE295244 (RNA-seq) and GEO GSE297566 (m^6^A array). The MS proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (62) partner repository with the dataset identifier PXD064519.

Values for all data points in graphs are reported in the Supporting Data Values file. All other datasets are available upon reasonable request to the corresponding author.

## Author contributions

JM, MMW, SS, LVB, PMCE, MC, DCH, and GPB designed the research studies. JM, MMW, SS, LVB, CT, JK, AH, TA, MKAEA, and MC conducted experiments. JM, MMW, SS, LVB, CT, JK, and MC acquired data. JM, MMW, SS, GL, LVB, CT, JK, MS, AL, MC, and GPB analyzed data. ASR, ZL, YH, AL, ND, JC, FMB, MAF, DFOB, and DCH provided resources. PMCE, EMJM, JCG, DCH, and GPB supervised the study. JM, MMW, SS, and GPB wrote the manuscript. DCH and GPB acquired funding. Co–first authors’ names are listed alphabetically according to their first name.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
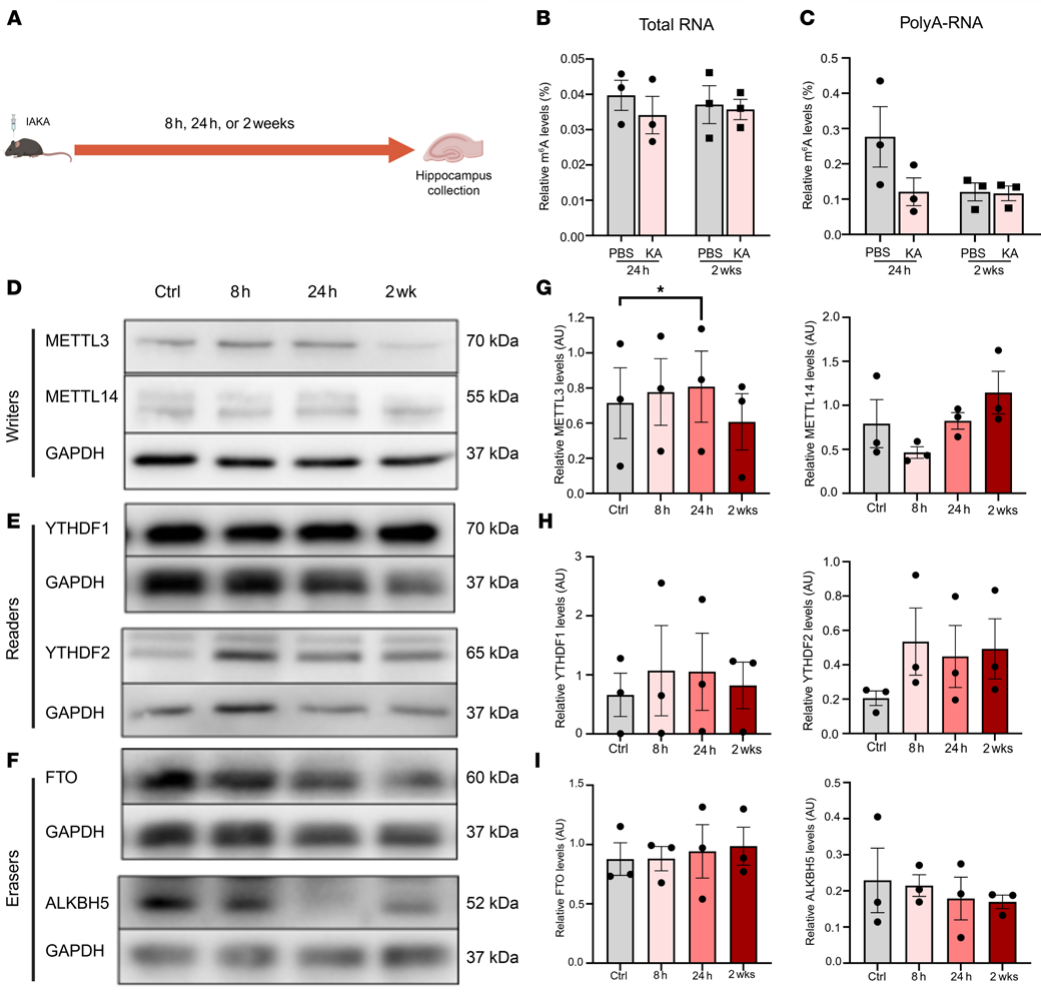
Subtle and transient changes in methyltransferase expression during experimental epileptogenesis. (**A**) Schematic depicting the experimental approach. (**B**) Colorimetric quantification of m^6^A from total RNA isolated from mouse hippocampus at acute (24 hours) and chronic time points after SE (2 weeks) compared to time-matched PBS controls (*n* = 3/group). Two-way ANOVA: f = 0.27, df = (3, 8), *P* = 0.27. (**C**) Colorimetric quantification of m^6^A on polyA-tailed RNA isolated from acute and chronic hippocampal tissue from mice as well as time-matched PBS controls (*n* = 3/group). Two-way ANOVA: f = 2.49, df = (3, 8), *P* = 0.134. (**D**–**F**) Representative Western blot analysis of m^6^A writers (**D**), readers (**E**) and erasers (**F**) at indicated time points (acute: 8 hours, 24 hours, chronic: 2 weeks) (*n* = 3/group). (**G**–**I**) Densitometric quantification of Western blot data for each protein. Pairwise comparison of each time point to the control. METTL3: 8 hours vs. Ctrl *t* = 5.24, Bonferroni-adj. *P* = 0.104; 24 hours vs. Ctrl *t* = 10.14, Bonferroni-adj. *P* = 0.029; 2 weeks vs. Ctrl *t* = –1.51, Bonferroni-adj. *P* = 0.810. No other significant comparisons. *P < 0.05.

**Figure 2:**
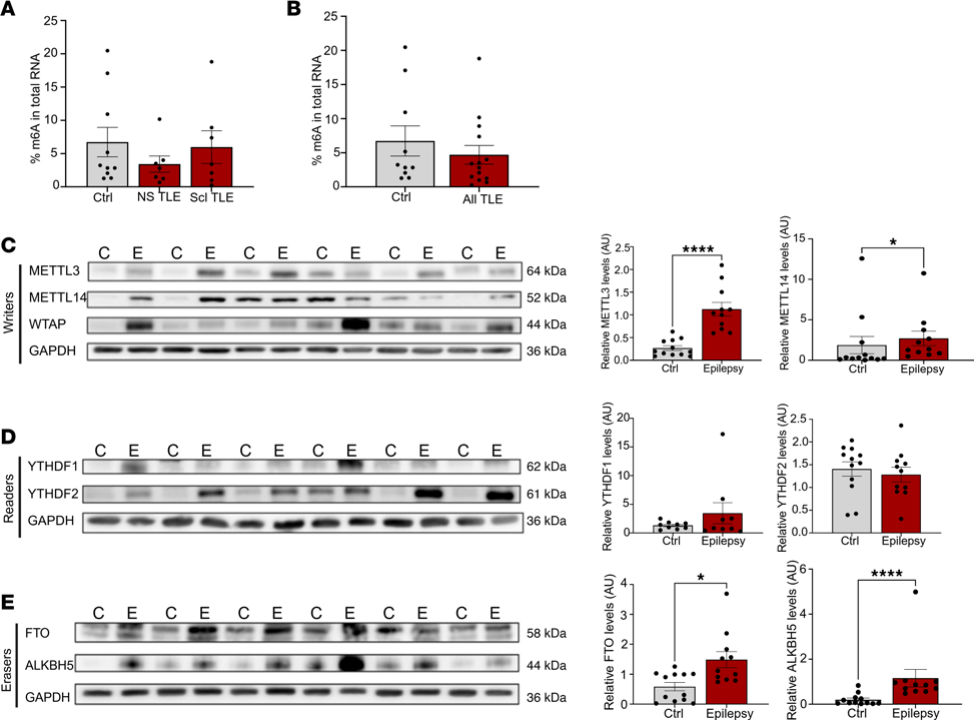
m^6^A regulators are disrupted in resected human TLE tissue compared with controls. (**A**) Colorimetric quantification of m^6^A from total RNA isolated from hippocampal tissue from controls (*n* = 10), nonsclerotic TLE samples (NS-TLE, *n* = 7) and TLE samples with sclerosis (Scl-TLE, *n* = 7). One-way ANOVA, *F* = 0.65, *P* = 0.5321. (**B**) m^6^A quantification from control and combined epilepsy samples. Unpaired 2-tailed Student’s *t* test: *t* = 0.8223; df = 22; *P* = 0.4197. (**C**) Western blot analysis of m^6^A writer proteins METTL3, METTL14, and WTAP in human TLE tissue and non-epileptic controls as well as densitometric quantification of blots (*n* = 11–12/group, epilepsy samples combination of Scl and NS). METTL3: Shapiro-Wilk: Ctrl: *W* = 0.873, *P* = 0.072; Epilepsy: *W* = 0.899, *P* = 0.179; *F* test *P* = 0.046; Welch’s *t* test: *P* = 0.0001, *t* = –5.43. METTL14: Shapiro-Wilk Ctrl: *P* = 0.00005; Epilepsy: *P* = 0.00089; Mann-Whitney test: *U* = 28; *P* = 0.0188. (**D**) Western blot and densitometric quantification of m^6^A readers YTHDF1 and 2 from epilepsy samples and matched controls (*n* = 11–12/group). YTHDF1: Shapiro-Wilk test: Ctrl *P* = 0.817; Epilepsy *P* = 0.0002. Mann-Whitney test: *U* = 40; *P* = 1.0. YTHDF2: unpaired 2-tailed *t* test; *t* = 0.5412, df = 21, *P* = 0.5941. (**E**) Quantification by Western blot of m^6^A erasers FTO and ALKBH5 from human TLE hippocampal tissue and autopsy matched controls (*n* = 11/12 per group). FTO: Shapiro-Wilk Ctrl: *W* = 0.8, *P* = 0.02; Epilepsy: *W* = 0.8, *P* = 0.01; Mann-Whitney test: *U* = 27, *P* = 0.0156. ALKBH5: Shapiro-Wilk: Ctrl: *W* = 0.743, *P* = 0.0023; Epilepsy: *W* = 0.487, *P* < 0.0001; Mann-Whitney test: *U* = 6, *P* < 0.0001. *P < 0.05, ****P < 0.0001.

**Figure 3:**
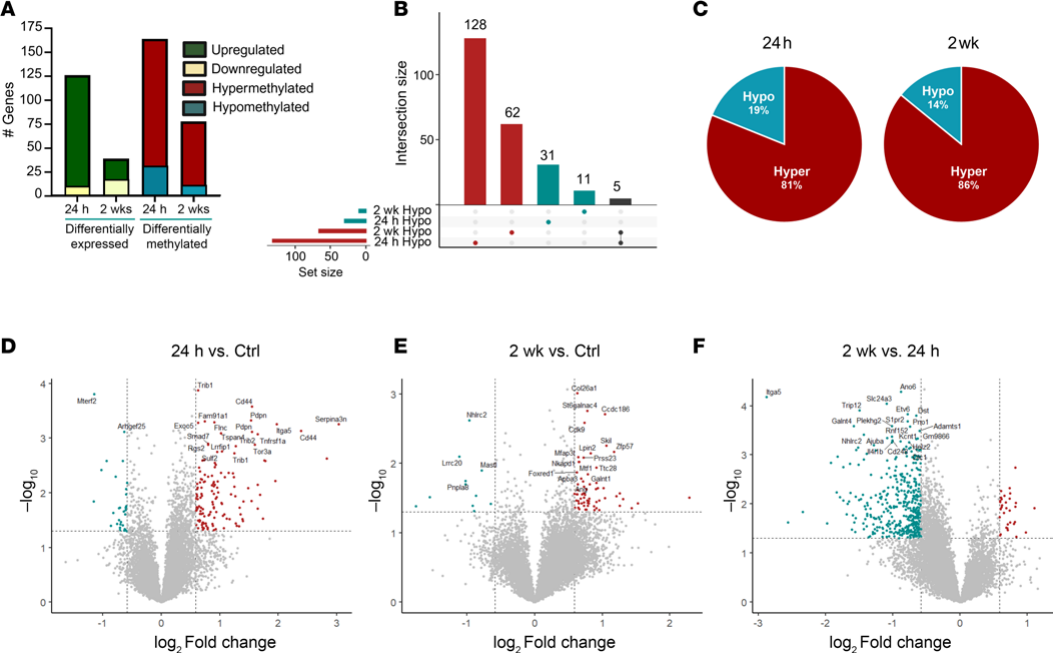
Epilepsy development and progression is associated with altered m^6^A deposition. (**A**) Comparison of the extent of differential gene expression compared to the number of differentially methylated transcripts at acute (24 hours) and chronic (2 weeks) time points in the IAKA model of TLE (*n* = 3–4/group). (**B**) Upset plot demonstrating the dynamic reorganization of the m^6^A epitranscriptome across the various stages of disease development in mice. (**C**) Percentage of differentially methylated transcripts at acute and chronic time points in IAKA mice exhibiting either hyper- or hypomethylation. (**D**–**F**) Volcano plots representations of differentially methylated transcripts from 24-hour (acute) (**D**) and chronic (2 weeks) (**E**) mice compared to controls and (**F**) comparison of differentially methylated transcripts between acute and chronic mouse hippocampus. The top 20 most differentially methylated transcripts are included on each plot.

**Figure 4:**
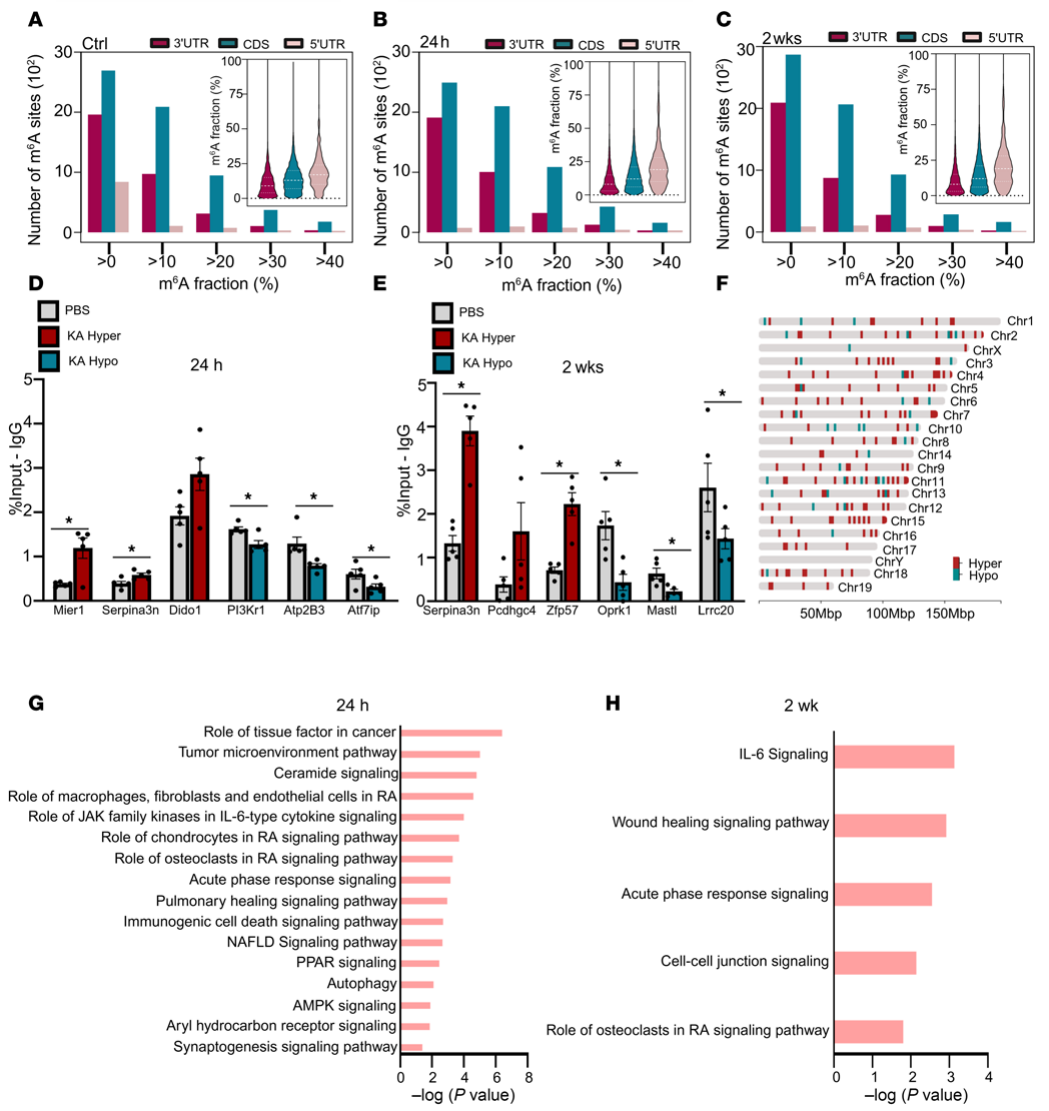
Disrupted m^6^A deposition is associated with epilepsy-associated pathways in mice. (**A**–**C**) Distribution and stoichiometry of m^6^A across transcripts in control (**G**), acute (24 hours) (**H**), and chronic (2 weeks) (**I**) hippocampus across the 3′UTR, coding sequence (CDS), and 5′UTR. (**D** and **E**) meRIP-qPCR validations of selected transcripts identified from m^6^A array to confirm differential methylation in acute (**D**) and chronic mice (**E**) (*n* = 4–5/group). Unpaired 2-tailed *t* test or Mann-Whitney *U* test applied, see Supplemental Table 3 for full statistical summary. *P < 0.05. (**F**) Visual mapping of genomic origin of differentially methylated transcripts from both acute and chronic mice. (**G** and **H**) Ingenuity pathway analysis (IPA) of pathway enrichment associated with differentially methylated transcripts at 24 hours (**G**) and 2 weeks after KA (**H**).

**Figure 5:**
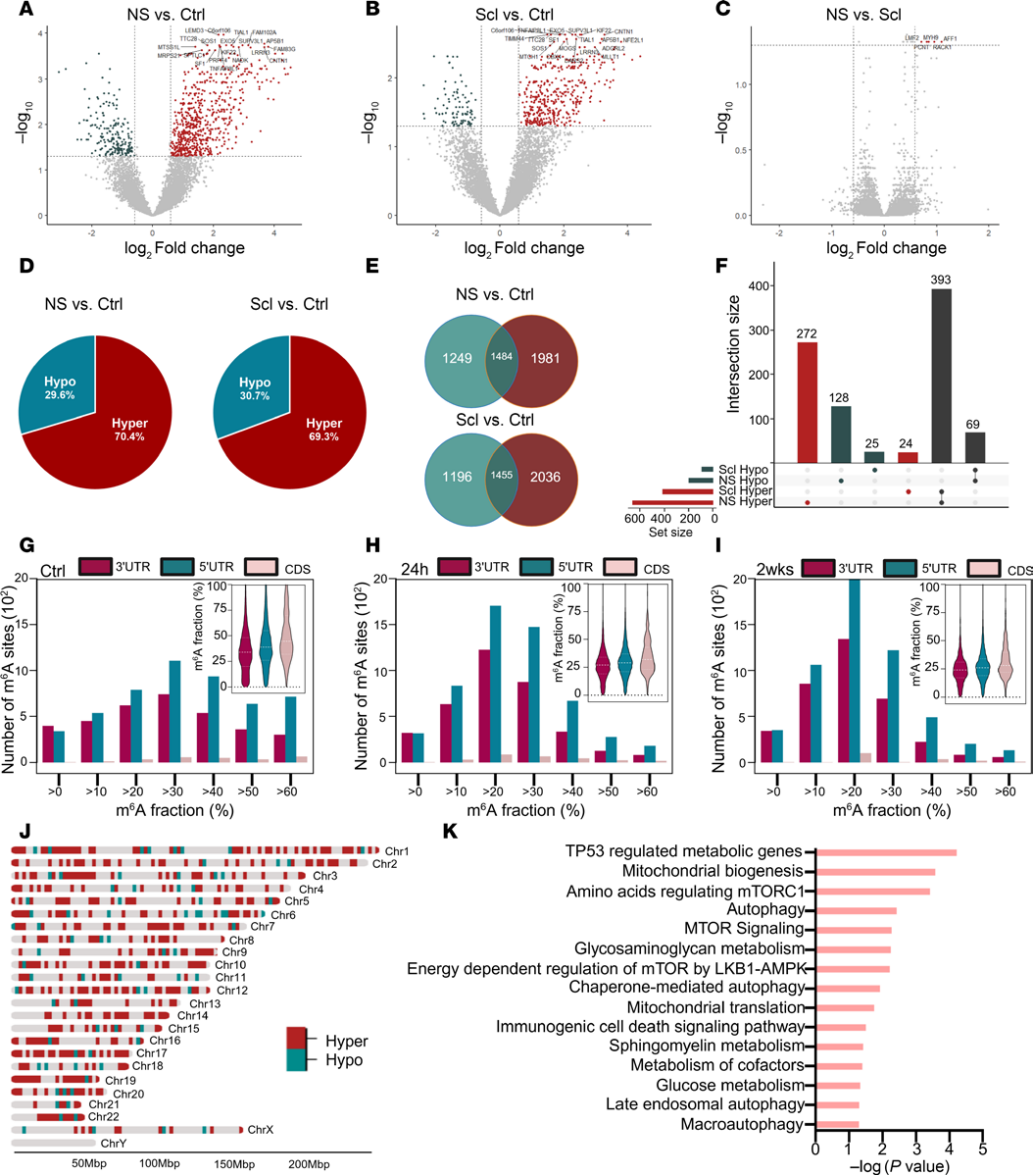
The m^6^A epitranscriptome is extensively disrupted in human TLE. (**A**–**C**) Volcano plot depictions of differentially methylated transcripts in NS human TLE versus controls (**A**), Scl-TLE versus controls (**B**), and NS- versus Scl-TLE (**C**) (*n* = 10 Ctrls, 7 NS-TLE and 7 Scl-TLE). (**D**) Percentages of differentially methylated transcripts in NS- and Scl-TLE that harbor hyper- or hypomethylation patterns compared to controls. (**E**) The overlap of differential methylation between both TLE groups compared to control tissue. (**F**) Upset plot showing overlap of differentially methylated transcripts and those commonly differentially methylated in NS- and Scl-TLE. (**G**–**I**) Distribution and stoichiometry of m^6^A across transcripts in control (**G**), NS-TLE (**H**), and Scl-TLE (**I**) across the 3′UTR, coding sequence (CDS), and 5′UTR. (**J**) Genomic origin of differentially methylated transcripts regardless of detection in Scl or NS tissue samples. (**K**) IPA showing significantly differentially enriched biological processes associated with m^6^A in NS and Scl tissue compared to controls.

**Figure 6:**
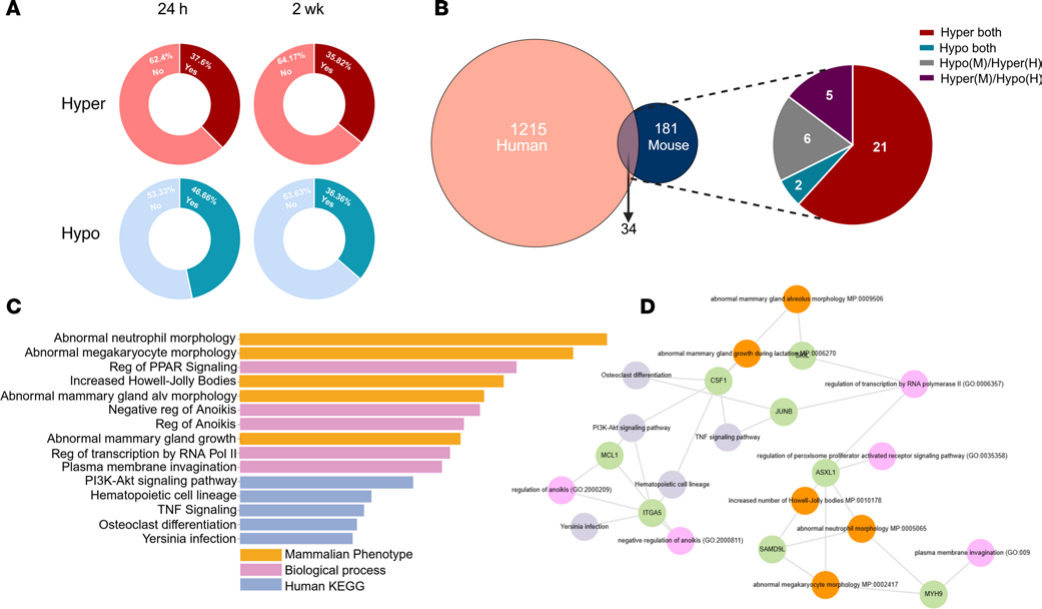
Commonly differentially methylated transcripts in mouse and human are linked to inflammatory and metabolic pathways. (**A**) Donut plot visualization of the presence (Yes)/absence (No) of corresponding human m^6^A orthologous sites in differentially methylated (hyper and hypo) transcripts. (**B**) Overlap of differentially methylated transcripts in mouse and human with directionality and concordance. (**C** and **D**) EnrichR pathway analysis of commonly differentially methylated transcripts from mouse and human TLE.

**Figure 7:**
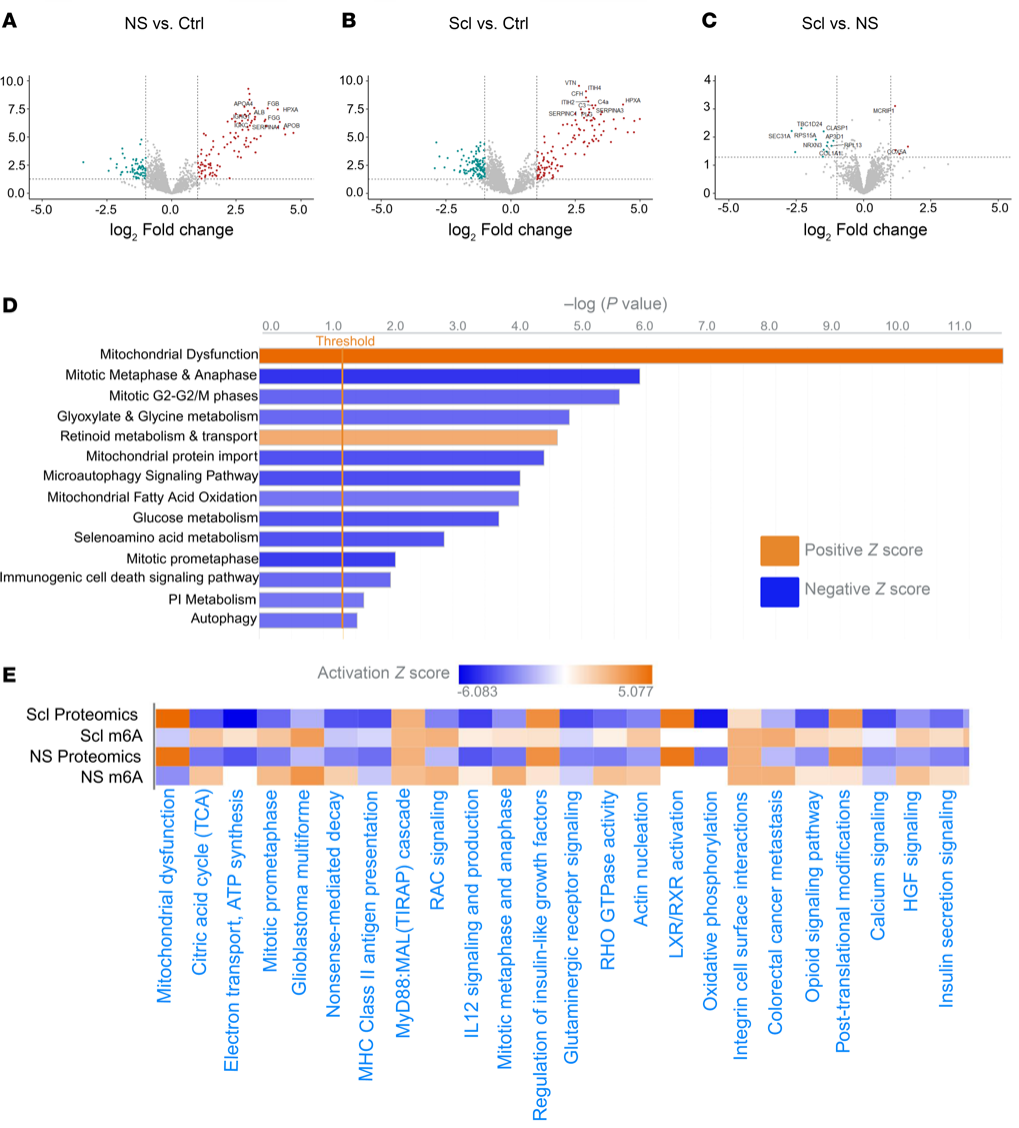
Proteomic analysis of human TLE reveals disruptions in metabolism and autophagic signalling. (**A**–**C**) Volcano plot overview of differentially expressed proteins in NS-TLE (**A**) and Scl-TLE (**B**) compared to controls and NS- versus Scl-TLE (**C**) (*n* = 10 Ctrls, 7 NS-TLE, 7 Scl-TLE). (**D**) IPA of differentially expressed proteins in combined TLE groups and pathway enrichment. (**E**) Representation of directional association between differential methylation and subsequent protein translation.

**Figure 8:**
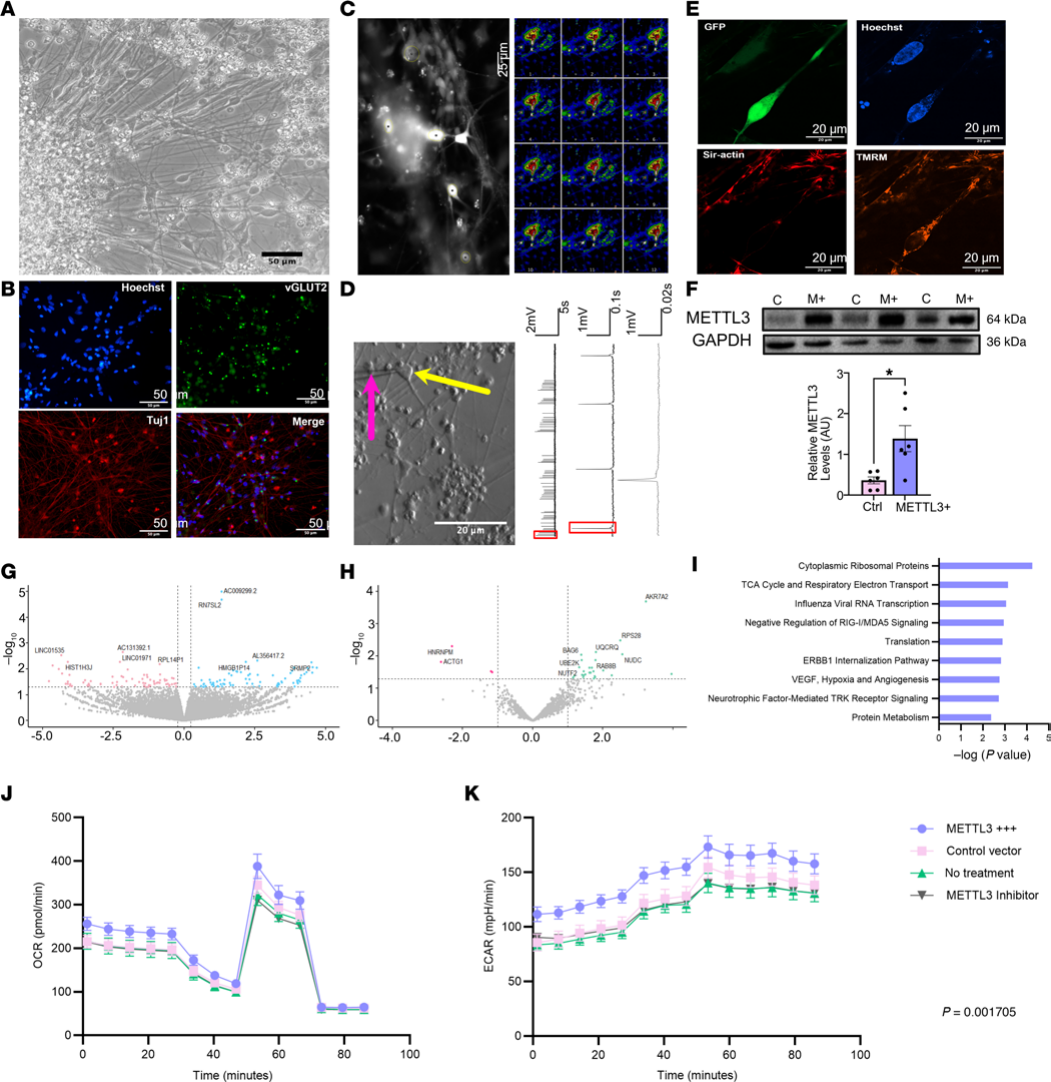
m^6^A regulates hIPSC-derived neuronal metabolism. (**A**) Representative bright-field image of 30-day postdifferentiation mixed hIPSC-derived cortical neurons from healthy control donor. Original magnification, ×400. (**B**) Expression of mature neuronal markers (vGLUT2 and TUJ1) costained with the neuronal marker Hoechst (blue) following 30 days of maturation. (**C** and **D**) Representative mature neuronal activity and firing patterns confirmed by calcium imaging (**C**) and patch-clamp electrophysiology (**D**). (**E** and **F**) AAV transduction of mature neurons was confirmed by imaging for GFP (**E**) and probing METTL3 overexpression by Western blot analysis and densitometric quantification (**F**). Scale bars: 50 μm (**A** and **B**), 50 μm (**C**), and 20 μm (**D** and **E**). METTL3: Mann-Whitney test: *U* = 3, *P* = 0.015 (*n* = 6/group. (**G** and **H**) Volcano plot depiction of differential gene expression (RNA-seq) (**G**), and protein levels (**H**) from neurons overexpressing METTL3 compared to control transduced neurons. (**I**) Gene ontology of differentially expressed genes and proteins by biological process. (**J**) Oxygen consumption rate of neurons overexpressing METTL3 compared to those that do not and those in which METTL3 is specifically inhibited. Comparison of means of normalized group data by 1-way ANOVA followed by Tukey’s multiple comparison testing: *F* = 0.414, *P* = 0.7436, *n* = 3 independent experiments/plates 8 wells/treatment group per plate. (**K**) Extracellular acidification rate of the same neurons. Comparisons of means of normalized group data by 1-way ANOVA followed by Tukey’s multiple comparison testing: *F* = 5.794, *P* = 0.0017, *n* = 3 independent experiments/plates with 8 wells/ treatment group per plate.

**Figure 9:**
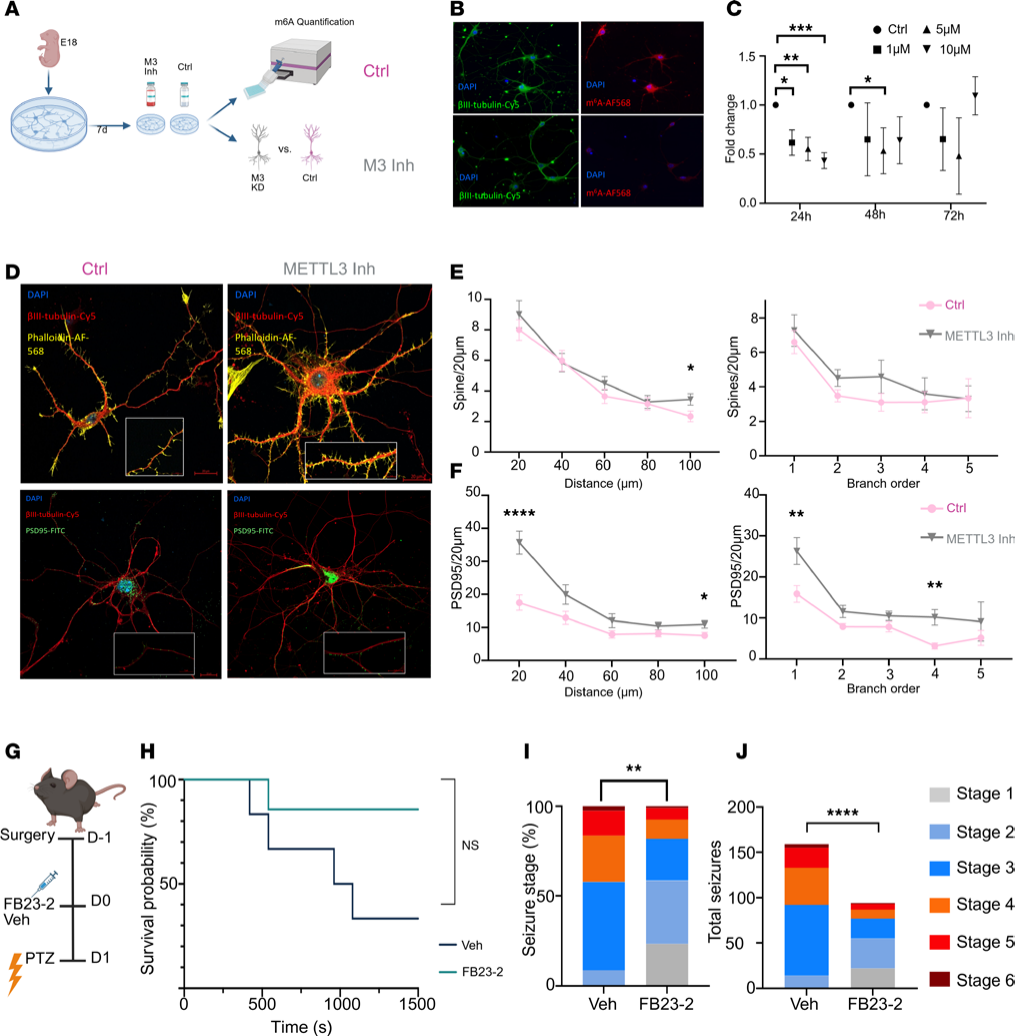
m^6^A regulates neuronal structure and network activity. (**A**) Schematic of experimental approach using primary hippocampal neurons from E18 mouse pups to quantify dendritic spine density in cultures treated with either vehicle or METTL3 inhibitor. (**B**) Representative immunostaining (original magnification, ×10) of neuronal marker BIII_Tubulin and m6A levels following either control or METTL3 inhibitor treatment. (**C**) Colorimetric assay quantification of neuronal m^6^A levels over time following treatment with various concentrations of METTL3 inhibitor. Multiple unpaired 2-tailed *t* tests for each time point, 10 μM 24 hours *t* = 7.049, df = 8, *P* = 0.00032; 48 hours *t* = 1.7, df = 7, *P* = 0.25; 72 hours *t* = 0.55, df = 7, *P* = 0.59. (**D**) Representative confocal ICC images of primary hippocampal neurons stained for βIII-tubulin and with phalloidin to visualize dendritic spines (upper panels) and βIII-tubulin and PSD95 in the bottom panels as a postsynaptic density marker. Inset shows zoomed-in image with puncta staining. Scale bars: 20 μm. (**E**) Dendritic spine quantification characterized by distance from soma binned into 20-μm distances and according to branch order. Distance: 2-way repeated-measures (RM) ANOVA followed by Tukey’s post hoc multiple comparisons 100 μm *t* = 2.174, df = (62, 55), *P* = 0.0335; Branch order: 2-way ANOVA no significance. *n* > 32 dendrites from 22 neurons per group. (**F**) PSD95 puncta quantification according to distance from soma and by branch order. Distance: 2-way ANOVA 20 μm *t* = 4.367, df = (53, 91), *P* = < 0.0001; 100 μm *t* = 2.269, df = (61, 21), *P* = 0.027. Branch order: 2-way ANOVA followed by multiple comparison *t* tests Order 1 *t* = 2.747, df = (63, 00), *P* = 0.03; Order 4 *t* = 3.283, df = (13, 00), *P* = 0.03. *n* > 32 dendrites from 22 neurons per group. (**G**) Experimental design to test whether elevated m^6^A levels alter seizure threshold in mice. (**H**) Kaplan-Meier curve depicting survival rates among vehicle- and FB23-2–treated animals following high-dose PTZ seizure challenge. Kaplan-Meier χ^2^ = 3.4, df = 1, *P* = 0.063. (**I** and **J**) Quantification of the maximum seizure stage reached (**I**) and total seizure numbers (**J**) in vehicle- or FB23-2–treated mice following PTZ administration over a 25-minute recording period, as measured using an adapted Racine scale. Seizure stage/number χ^2^ df = (79.37, 5), *P* < 0.0001. *P < 0.05; ***P < 0.01; ***P < 0.001; ****P < 0.0001.

# Supplementary material for: N6-methyladenosine (m6A) dysregulation contributes to network excitability in temporal lobe epilepsy
**Source:** JCI Insight. 2025 Jul 22;10(14):e188612. doi: 10.1172/jci.insight.188612
**Supplement:** Supplemental data

## Supplemental Materials and Methods

### Systemic kainic acid model in rats

Epilepsy was induced in adult male Sprague Dawley rats using a repeated low dose kainic acid model as previously described (1). Rats were randomly allocated to either the KA group or sham group (saline). In the KA cohort, animals received intraperitoneal (IP) injections of 5 mg/kg KA. Seizures were monitored using the Racine scale (2). Repeated doses of 5 mg/kg were administered every 45 minutes until the appearance of self-sustained SE (presence of continuous stage IV-V seizures scored using the standard Racine scale (2, 3)) or the maximum dose of 25 mg/kg was reached. The maximum dose actually administered was 20 mg/kg and the mean number of injections administered was 2.9. Animals were excluded if there was no appearance of self-sustained SE. SE was allowed to progress for 4 hours at which time an IP injection of diazepam (Mayne Pharma, Adelaide, Australia, solvent: 40% propylene glycol, 10% alcohol, 5% sodium benzoate, 1.5% benzyl alcohol) (5 mg/kg) was administered. Animals were euthanised 12 weeks post SE (a timepoint at which epilepsy is likely to have developed by (3)), the hippocampus was removed on ice and prepared for RNA analysis as described below.

### RNA-isolation and analysis

RNA was isolated from both mouse and human tissue using a standard Trizol extraction protocol. Briefly, Trizol (Invitrogen 15596026) was added to each individual tissue sample which was then physically lysed with a pestle. The samples were then centrifuged at 13,000 x g for 10 min at 4°C. The supernatant containing RNA was transferred to a fresh RNase free Eppendorf tube and left to stand at room temperature (RT) for 5 min. After this incubation, chloroform (Sigma C2432) was added and samples were shaken vigorously for 15 sec and then incubated again for 3 min at RT. The samples were then phase separated by centrifugation at 12,000 x g for 15 min at 4°C. The upper aqueous phase was transferred to a fresh tube and mixed with isopropanol (Sigma I9516) and GlycoBlue (Invitrogen AM9515) and incubated at -20°C overnight. The following morning the samples were spun at max speed for up to 30 min to precipitate and pellet the RNA. The supernatant was removed and the remaining RNA pellet was washed with ice cold 75 % ethanol (Sigma E7023). After a brief centrifugation the ethanol was removed and the RNA pellet was air dried at RT and resuspended in RNase-free water. The RNA was quantified using a nanodrop (ThermoFisher Scientific) and only samples which scored between 1.8 and 2.2 for 260/280 ratios were included in our downstream analyses. RNA samples were stored at -80°C until needed.

### **cDNA synthesis, qPCR, RNA-sequencing**

1 µg of RNA was treated with DNase (Invitrogen [18068015](#)) to remove contaminating genomic DNA. Samples were then reverse transcribed using random hexamers (Invitrogen [N8080127](#)) and reverse transcriptase (Superscript III, Invitrogen [18080093](#)). To quantify gene expression Sybr-Green (Applied Biosystems [4309155](#)) based qPCR detection was used on an Applied Biosystems Quantstudio 7 Real Time PCR machine. Primers used are listed in Table 2.

### **M<sup>6</sup>A quantification assay**

Colorimetric antibody-based quantification of m<sup>6</sup>A from total or polyA-RNA was carried out on RNA extracted from either mouse or human tissue using the EpiQuik m<sup>6</sup>A RNA methylation quantification kit (EpigenTek [P-9005](#)) according to the manufacturer's instructions. 200 ng of RNA from each sample was used as starting material and assays were performed in triplicate. Positive and negative controls supplied with the kit were also run in parallel. The RNA from each sample was bound to the well using the binding solution and a 90 minute incubation at 37°C. Binding solution was then removed and the capture m<sup>6</sup>A antibody was added to each well and incubated at RT for 60 min. This was followed by the addition of the detection antibody for 30 mins and addition of an enhancer solution. The enhancer solution was removed after 30 mins and after several washes the developing solution was added and the plate absorbance values were read at 450 nm on a plate reader (Clariostar Plus). Relative quantification of each sample was then calculated by comparing to a standard curve generated using the kit supplied positive control RNA.

### **Western blotting**

Whole hippocampal tissue from mice, and ~30 mg human tissue were physically homogenised in a lysis buffer containing 0.01 M Tris-HCl (Sigma [T3253](#)) and 1 mM EDTA (Sigma [E7889](#)). Protein lysate concentrations were quantified using a BCA assay (Pierce ThermoFisher Scientific [23225](#)). 20 to 50 µg of protein was mixed with 6X loading buffer (New England Biolabs [B7021S](#)), denatured and then used immediately or stored at -20°C until use. Protein samples were separated by SDS-polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to either nitrocellulose (ThermoFisher Scientific [88018](#)) or methanol-activated PVDF membrane (ThermoFisher Scientific [88585](#)) by semi-dry (up to 120 kDa)

or wet transfer (over 120kDa) depending on protein size. Membranes were then blocked in 5% milk in PBS (w/v) (Sigma 70166) and incubated with the following primary antibodies: METTL3 (Abcam ab195352), METTL14 (Abcam ab98166), WTAP (Santa-Cruz Biotech sc-374280), YTHDF1 (Proteintech 24744-1-AP), YTHDF2 (Proteintech 24744-1-AP), FTO (Proteintech 27226-1-AP), ALKBH5 (Proteintech 16837-1-AP),  $\beta$ -Actin (Sigma-Aldrich A5441) and GAPDH (Invitrogen AM4300). Membranes were next incubated with HRP-conjugated secondary antibodies (1:1,000-5,000) and bands were visualised using HRP-substrate (Millipore WBKLS0500) on a FujiFilm LAS-4000 system under chemiluminescence.

### **Induced pluripotent stem cell (IPSC) cultures**

A commercially available human induced pluripotent stem cell (hiPSC) line (HPSI0114i-eipl\_1, HipSci, donor: female 40-44) (Generated by Wellcome Sanger Institute, supplied by European Bank for Induced Pluripotent Stem Cells) with no known neurological condition was used to generate IPSC-derived neurons. IPSCs were cultured on dilute vitronectin (Gibco A14700)-coated hydrophilic culture plates (Sarstedt) in either Complete Essential 8 (Gibco A1517001) or Essential 8 Flex medium (Gibco A2858501). Cell dissociation for passaging was done by adding prewarmed 0.5 mM EDTA (Invitrogen AM9262) in PBS without calcium or magnesium for 7 min, after washing cells once with prewarmed PBS. Growth medium was changed daily prior to initiation of neural induction. IPSC-derived neurons were cultured in a complete Terminal Differentiation Medium (cTDM) composed of Neurobasal Medium (Gibco 21103049) with Penicillin – Streptomycin (P/S) (Gibco 15070063), Glutamax-100x (Gibco 35050061), DMEM/F-12 (Gibco A4192101) supplemented with N2 (Gibco 17502048), Culture 1 supplement (Gibco A3320201), B27 (Gibco 17504044), BDNF (Merck B3795) and GDNF (Merck G1777). Neurons were cultured on 1:40 Geltrex (Gibco A1413201) coated acid etched circular glass or plastic cover slips in ibidi microscopy plastic cell culture plates. Media was 50 % changed every 2/3 days depending on growth rate and cells were cultured and matured for between 29 and 30 days. Cells were checked daily and imaged via brightfield microscopy at a magnification range of 40 x – 400 x (Nikon Eclipse TS100).

### **Primary hippocampal neuron cultures**

Primary hippocampal neuronal cultures were prepared following previously described procedures (4). Briefly, brains from embryonic day 18 (E18) pups were removed in a sterile culture hood and immersed in a solution of HBSS without calcium and magnesium to prevent enzymatic degradation and maintain tissue integrity (Corning 20-021-CV). The hippocampi were isolated using fine forceps and disaggregated by finely mincing the tissue with a scalpel and forceps. After mincing, the tissue was transferred to a tube and dissociated from tissue matrices using 0.25% Trypsin-EDTA (1x) (Gibco 25200056) for 15 min at 37°C. The dissociated cell suspension was gently triturated using a sterile

pipette to dissociate any remaining tissue aggregates. The cells were then counted using a haemocytometer and plated on 16 mm coverslips which had been precoated with 1 mg/ml poly-L-lysine (Sigma P8920) and 20 µg/ml Laminin (Sigma L2020). Cultures were maintained in neurobasal medium (Gibco 21103049) supplemented with B-27 (Gibco 17504044) and N2 (Gibco 17502048) at 37 °C with 5% CO<sub>2</sub> for 8 to 9 days with media changes every 2 – 3 days. Primary neurons were then treated with 10 µM of the selective METTL3 inhibitor STM2457 (Insight Biotechnology HY-134836) which selectively binds and inhibits METTL3 over METTL14 and other methylation-associated enzymes (5) or Veh (1% DMSO in PBS) for control for 24 hours.

### Electrophysiology and calcium imaging

To characterise neural stem cell-derived (NSC-derived) neurons differentiated for 4–8 weeks in vitro we used patch-clamp experiments. Spontaneous action potentials were recorded in loose-patch configuration with a Multiclamp 700 B amplifier (Molecular Devices, Ca, USA), interfaced by an A/D converter (Digidata 1550B, Molecular devices Ca, USA) to a computer using pClamp software (Version 11, Molecular Devices, Ca, USA). Pipette electrodes (Hardward Apparatus, Ma, USA, G150T-4), were fabricated using a vertical puller (Narishige PC-100, Tokyo, Japan). Signals were low-pass filtered at 2 kHz or 10 kHz and sampled at 10 kHz or 50 kHz. Recordings were performed at 32°C in a bath solution containing 135 mM NaCl (Sigma 71386), 3 mM KCl (Sigma P9541), 2 mM CaCl<sub>2</sub> (Sigma 21115), 1 mM MgCl<sub>2</sub> (Invitrogen AM9530G), 10 mM HEPES (Sigma H0887), and 10 mM glucose (Sigma G7021) (pH 7.2; osmolality 290–300 mmol/kg), and the pipettes were filled with the same solution.

For calcium imaging, cells were loaded with Cal-520 dye (AAT Bioquest, Ca, USA 21130) at 37°C, by incubating with the acetoxymethyl (AM) ester form of the dye at a final concentration of 2 µM in culture media. The dyes were prepared as 5 mM stock solutions in DMSO and kept at -20°C until the day of use and then diluted fresh. After 45 min, cells were washed several times with dye-free HEPES-buffered saline solution and transferred to an imaging chamber on a microscope (Zeiss Axio Examiner, Jena Germany) equipped with a Zeiss 40x water immersion lens. Zen Blue imaging software (Carl Zeiss, Jena Germany) was used for hardware control and image acquisition, and ImageJ for analysis. Imaging was performed at 32°C in a bath solution containing 135 mM NaCl (Sigma 71386), 3 mM KCl (Sigma P9541), 0.1 mM CaCl<sub>2</sub> (Sigma 21115), 0 mM MgCl<sub>2</sub>, 10 mM HEPES (Sigma H0887), and 10 mM glucose (Sigma G7021) (pH 7.2; osmolality 290–300 mmol/kg), with images acquired at 2 Hz. Background fluorescence was measured outside the soma of interest in each frame of every time series. Regions of interest were manually drawn around the soma and baseline fluorescence intensity (F<sub>0</sub>) was determined by averaging 14 frames preceding the cells exposure to BzATP or ATP and the time course of normalised fractional dye fluorescence [ $\Delta F/F_0$ ] was obtained where  $\Delta F$  equals F(t) - F<sub>0</sub>.

## **METTL3 overexpression**

IPSC-derived neurons were transduced with Adeno-associated virus (AAV) vectors (VectorBuilder, custom-designed) to overexpress human METTL3. Three distinct AAV vectors were used: AAV9-SYN1-EGFP-hMETTL3, which encodes the human METTL3 gene, AAV9-SYN1-EGFP-Empty, a control vector containing only the GFP reporter driven by the SYN1 promoter and a GFP only virus without the SYN1 promoter (negative control). The SYN1 promoter was used to drive neuron-specific expression of both the transgene (hMETTL3) and the GFP reporter, ensuring that the transduction selectively targeted neuronal cells. The GFP reporter enabled the monitoring of successful transduction by providing a fluorescent signal visible under appropriate microscopy conditions.

For the transduction process, IPSC-derived neurons were cultured as described above for 21 days. The AAV vectors were then added to the culture medium at a concentration of  $1 \times 10^4$  genomic copies per cell and the neurons were incubated with the vectors for 48 hours, to allow efficient uptake and expression of the transgenes. After incubation, the cells were maintained in fresh culture medium for an additional period to ensure stable transgene expression.

To confirm successful overexpression of METTL3, western blotting was performed as described above to detect the METTL3 protein in the transduced neurons. The expression of GFP was also evaluated to verify the success of the transduction using GFP immunofluorescence microscopy as described above. This dual approach allowed for both qualitative and quantitative confirmation of transgene expression. Control cells were similarly transduced with either the empty vector (AAV9-SYN1-EGFP-Empty) or GFP-only vector, and the same analyses were performed to compare the level of GFP expression and METTL3 overexpression across conditions.

## **Cellular bioenergetics assay and analysis**

A Seahorse XFe96 analyser (Agilent technologies) was used to determine the real time levels of oxygen consumption (OCR) and extracellular acidification rate (ECAR). Neural stem cells were plated directly onto Geltrex (Gibco A1413201)-coated Agilent Seahorse FX96 well plates at a concentration of  $\sim 5 \times 10^5$  cells / well. Neurons were grown for 28 days post terminal differentiation. Cells were assigned to one of four treatment groups; METTL3 OE, CtrlVector, No Treatment, and METTL3 Inhibitor (STM2457, 10  $\mu$ M). Treatment and control AAVs were added to the plated cells 7 days prior to analysis. The METTL3 inhibitor was freshly prepared and added to one group of cells at a concentration of 10  $\mu$ M 24h prior to analysis. On the day of analysis cells were washed with assay medium (unbuffered DMEM supplemented with 10 mM glucose, pH 7.4) and incubated for 30 min at 37 °C in a non-CO<sub>2</sub> incubator. The basal oxidative phosphorylation/glycolysis was calculated from the average of 3 baseline OCR/ECAR measurements obtained prior to injection of specific metabolic inhibitors; oligomycin

(ATP synthase-inhibitor, 2 µg/ml, Agilent), FCCP (mitochondrial uncoupler, 5 µM, Agilent) and antimycin A (complex-III inhibitor, 2 µM, Agilent) to measure both the maximal glycolytic rate and ATP synthesis, the maximal respiratory capacity and respiratory reserve respectively. Following completion of the Seahorse assay the plate was removed and the media removed from each well. Protein lysis buffer was then added and protein levels per well were determined using a BCA assay as described above for normalisation and to control for variation in cell numbers in each individual well. Assay was repeated 3 times on new differentiations

Supplementary Figure 1

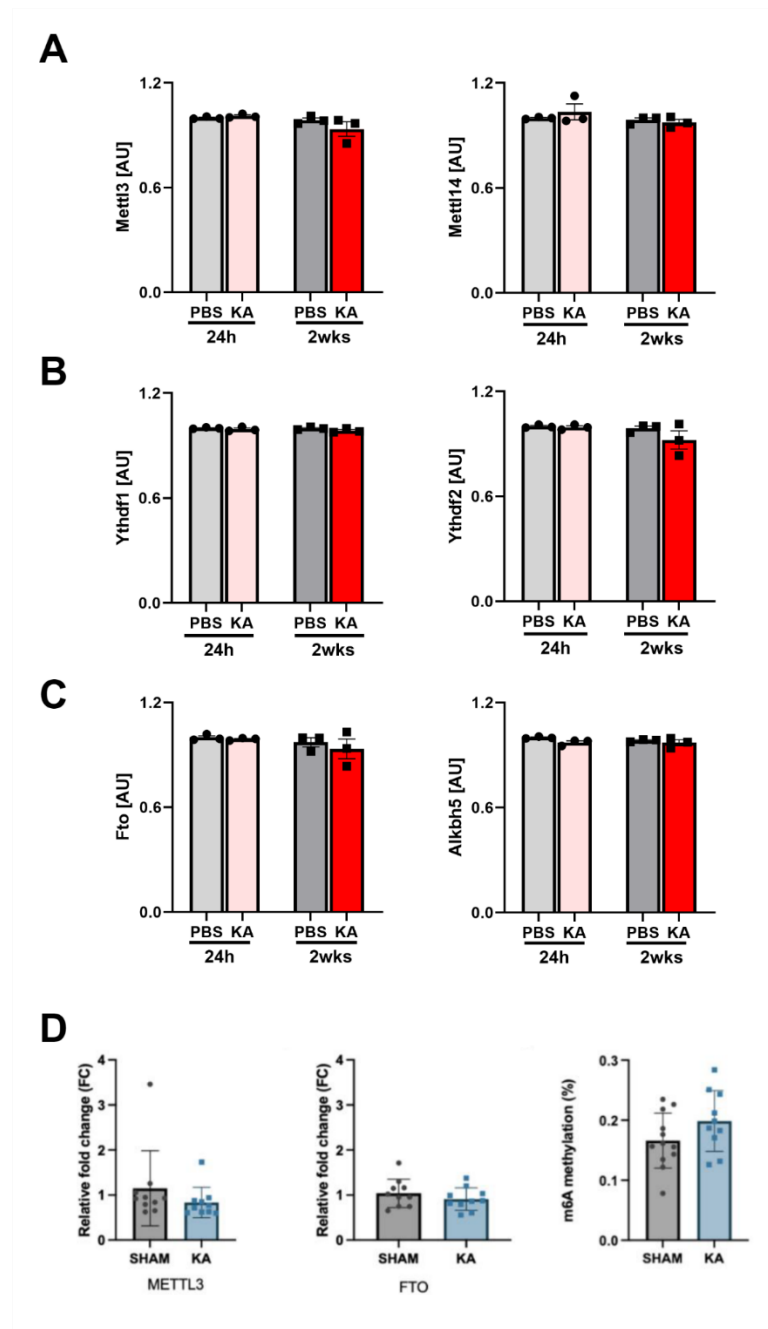

Supplementary Figure 1: qPCR analysis of m<sup>6</sup>A-associated proteins in experimental epilepsy

(A - C) qPCR analysis of m<sup>6</sup>A writers METTL3 and METTL14 (A), readers YTHDF1 and 2 (B) and erasers FTO and ALKBH5 (C) from hippocampal tissue from acute (24h) and chronic mice (2wks). (D) Relative quantification of MTLL3, FTO and total m<sup>6</sup>A abundance in hippocampus from sham and systemic KA treated rats 12 weeks post SE. (Unpaired t-tests)

Supplementary Figure 2

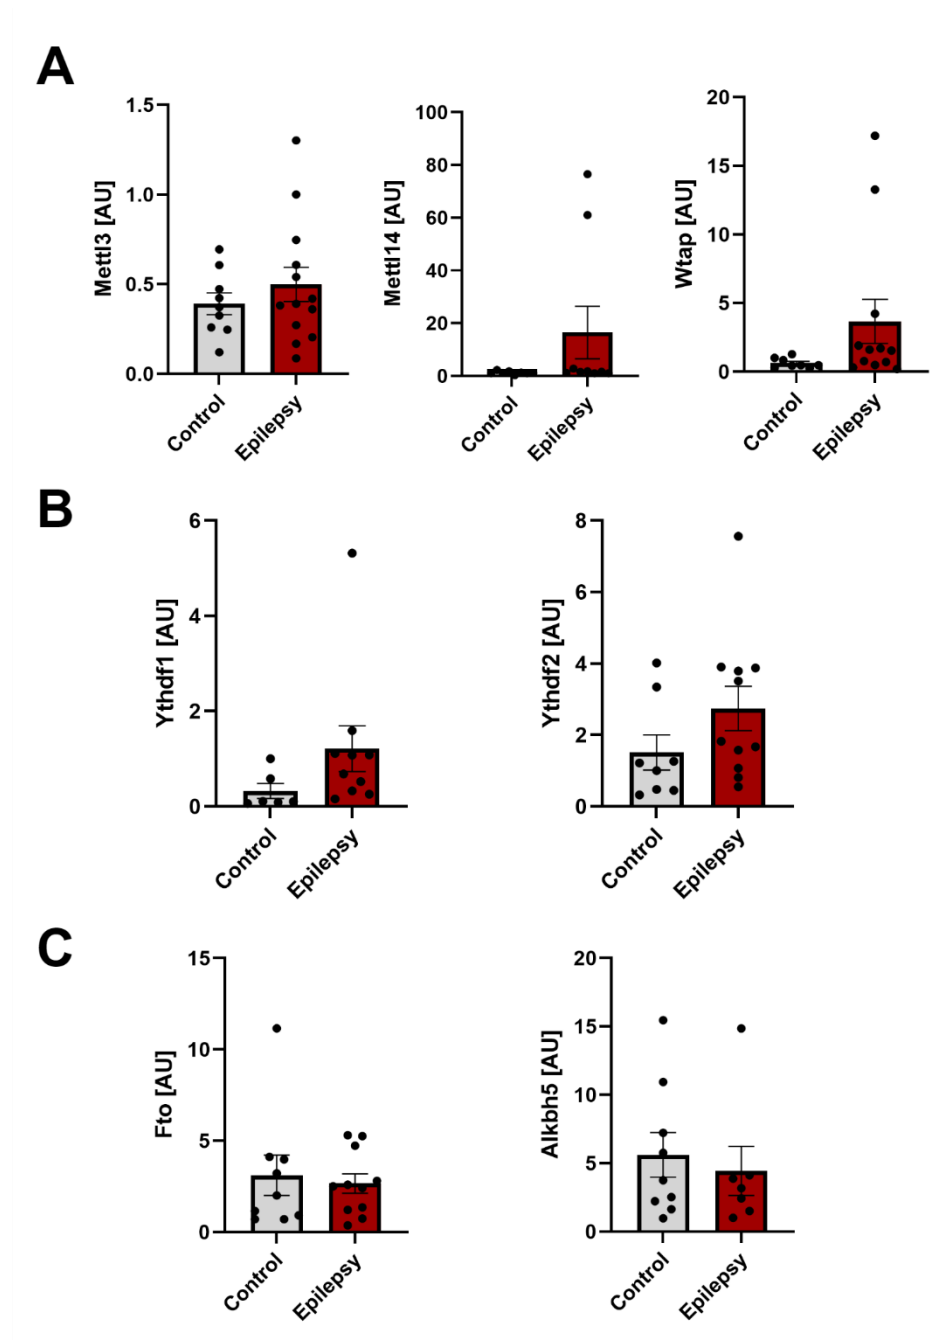

Supplementary Figure 2: qPCR analysis of m<sup>6</sup>A-associated proteins in human TLE

(A - C) qPCR analysis of m<sup>6</sup>A writers METTL3, METTL14 and WTAP (A), readers YTHDF1 and 2 (B) and erasers FTO and ALKBH5 (C) from hippocampal tissue from patients with drug refractory TLE compared to age and sex-matched autopsy control tissue. (Unpaired t-tests or Mann-Whitney tests)

## Supplementary Figure 3

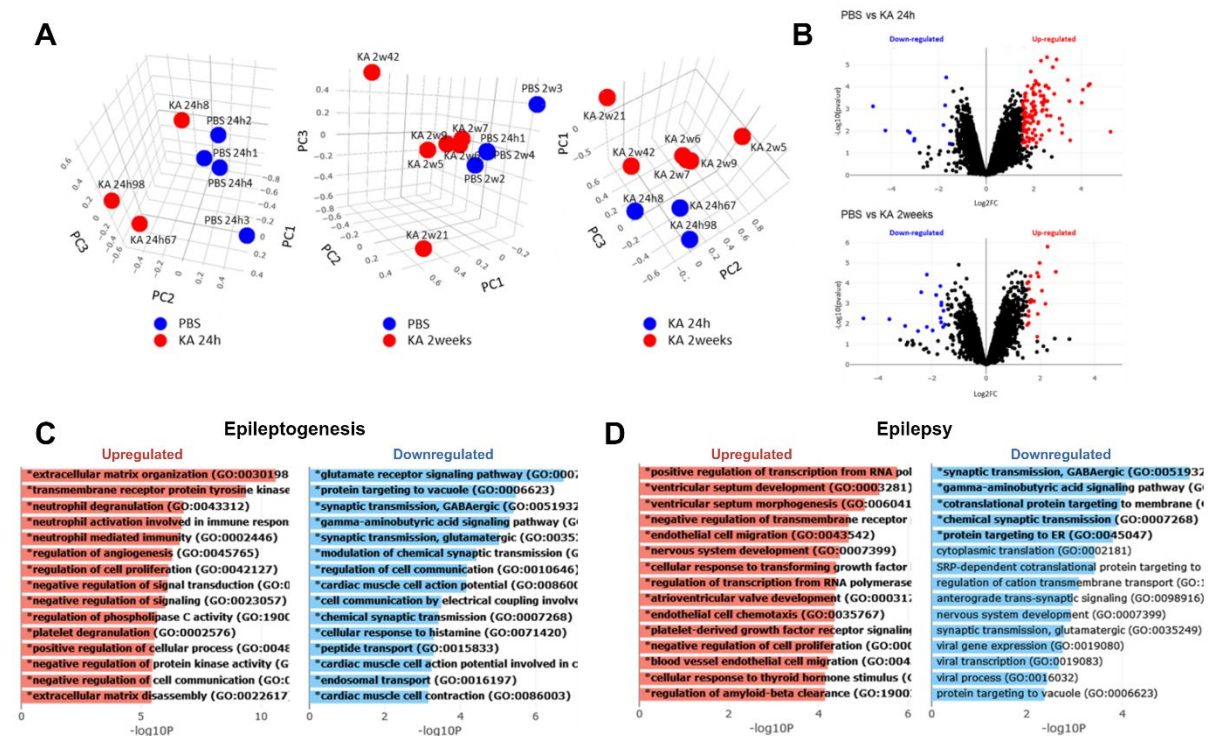

**Supplementary Figure 3: RNA-sequencing of experimental epilepsy using the intra-amygdala kainic acid model.**

(A) Principle component analysis of PBS and KA treated animals at 24h and 2 weeks post status epilepticus. 

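Input libraries were compared by principal components of the 500 most variable genes in log2 CPM with a prior count of 2, separately at each time point. At 24 hours, over the 7 libraries of the labels, the first component held 83.6% of the variance and the second 11.3%. The difference between the IAKA and PBS means on the first component was compared with that of every grouping of the same sizes, and it was not larger than chance (exact permutation test, two-sided, P = 0.629, smallest possible 0.0286 with 35 groupings). Over IAKA mice 8, 67 and 98 and the plotted PBS mice 1 to 4, P was 0.800 in the same exact test. The second component was tested in the same way after the scores had been seen. It gave P = 0.486 in the exact test over the labelled mice. Over the plotted mice, where it held 21.0% of the variance, all 3 IAKA mice lay on one side of the 4 PBS mice, with P = 0.0286 in the exact test, the smallest possible. With the libraries of mice 71, 73 and 97 left out, 4 groupings remained, and the exact test gave P = 1 on the first component and P = 0.250, the smallest possible, on the second.

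At 2 weeks the components held 39.2% and 16.9%, and on the first component the groups were not separated beyond chance either (exact permutation test, P = 0.143, smallest possible 0.0119 with 84 groupings). Adding PBS mouse 1, as plotted, gave P = 0.133 in the exact test. Scaling each gene to unit variance moved the 2-week P most, to 0.0833 in the exact test. On the second component P was 0.0476 in the exact test, both over the labelled and over the plotted mice. It was 0.167 with all genes past the filter and 0.107 with each gene scaled to unit variance, in the exact test over the labelled mice. No P value here was adjusted for the number of components and settings.

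**Figure D3:**
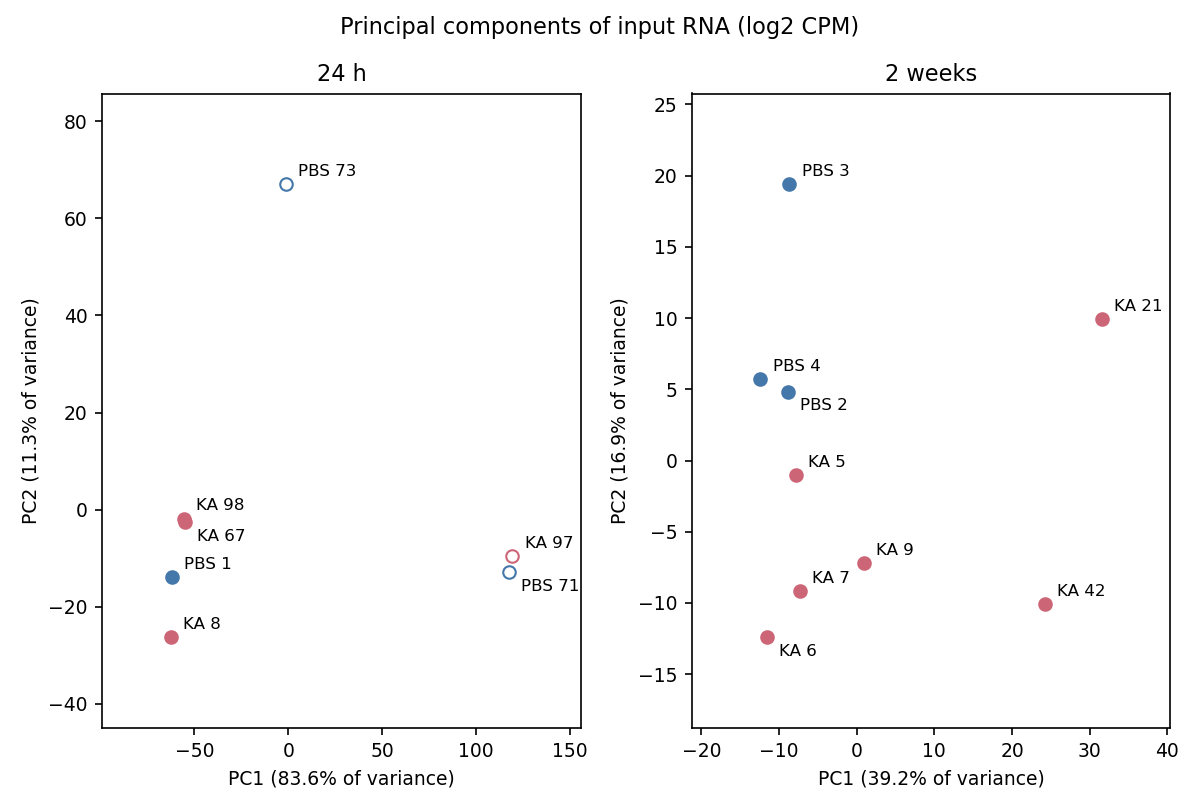
First and second principal components of the input libraries at 24 hours and 2 weeks, with 1 point per mouse; axes are component scores with their share of variance, and open circles mark the 3 libraries under 100000 counts. At 24 hours those libraries lie apart from the deep ones, and at 2 weeks the exact test gives P = 0.143 on the first component and P = 0.0476 on the second.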

(B) Volcano plot representation of differential gene expression in epileptogenic and epileptic mice compared to time-matched PBS controls. 

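Read as mouse numbers, the points of Supplemental Figure 3A at 2 weeks are IAKA mice 5, 6, 7, 9, 21 and 42 and PBS mice 1 to 4. The labels place PBS mice 2, 3 and 4 at 2 weeks and PBS mouse 1 at 24 hours. For the control numbers this reading is an inference. The same 4 control numbers stand at 24 hours beside IAKA mice 8, 67 and 98. Fitting these sets was chosen after the data had been seen, and at 24 hours it compares IAKA mice with controls of which 3 are labelled 2 weeks.

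In the 24-hour set, edgeR's quasi-likelihood test called 160 of 14155 genes, 145 higher and 15 lower, and 42 of them were among the 75 called over all labelled 24-hour mice. At an unadjusted P under 0.05 there were 2905. Without PBS mice 1, 2, 3 or 4 the count was 11, 3, 0 and 0, and without IAKA mice 67, 98 or 8 it was 0, 48 and 2234. None of the genes named next passed in the 3 fits with 0 calls. Klk6 rose from 0.109 ± 0.142 CPM (SD, n = 4) to 5.95 ± 1.71 CPM (n = 3), a log2 fold change of 5.62 (SE 0.64, adjusted P = 0.0143, edgeR). Tgm1, Ccl2 and Hspb1 had log2 fold changes of 5.58, 5.27 and 4.78. The largest decreases were in Cldn10 (-1.62), Kctd4 (-1.59), Cdr1 (-1.52), Zfp182 (-1.35) and Gstm5 (-1.34). Kctd4 went from 50.5 ± 8.38 to 16.7 ± 2.33 CPM (SE 0.19, adjusted P = 0.0159, edgeR). Stat3, an inflammation gene, had one of the smallest adjusted P, 0.00887 (log2 fold change 1.96, SE 0.18, edgeR).

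In the 2-week set, 16 of 13884 genes passed in edgeR, 11 higher and 5 lower. Without PBS mice 1, 2, 3 or 4 the count was 0, 13, 0 and 0. Without IAKA mice 42, 21, 5, 7, 9 or 6 it was 6, 29, 0, 151, 0 and 2. Gfap, which astrocytes express, stood at 964.5 ± 641.9 CPM (SD, n = 6) against 167.1 ± 18.5 (n = 4), a log2 fold change of 2.53 (SE 0.38, adjusted P = 0.0434, edgeR). Serinc2, Rara, Ier5 and Zfpm1 rose by 1.73, 1.63, 1.32 and 1.22. Gm19202, Dmgdh, Mgmt and Galntl6 had log2 fold changes of -2.59, -2.57, -1.93 and -1.06. Mgmt stood at 5.83 ± 2.49 CPM in IAKA mice and 21.7 ± 7.63 in PBS mice. Each of these genes had the adjusted P of 0.0434. With scaling by library size alone, 49 genes passed at 24 hours and 0 at 2 weeks. With the library set as a block, 2100 genes passed at 24 hours and 1 at 2 weeks.

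At an unadjusted P under 0.05 and an absolute log2 fold change above 1.5, over all labelled mice, 385 genes were higher and 10 lower at 24 hours, and 57 higher and 16 lower at 2 weeks. Over the plotted sets the counts were 377 and 14 at 24 hours and 48 and 17 at 2 weeks.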

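A list of genes for extracellular matrix organization, fixed in the same way as the synaptic and inflammation lists, rose at 24 hours. Over the plotted IAKA mice its median log2 fold change was 1.39, and with mouse 97 it was 1.34 (camera, adjusted P = 1.50e-14, 44 of 48 genes above 0, 6 of them past an adjusted P of 0.05 in edgeR). Leaving out IAKA mouse 8 lowered the median to 0.59 and leaving out IAKA mouse 67 to 0.89, and both kept the call. Without PBS mouse 1 the median was 7.46 and the call was lost (adjusted P = 0.833). Itga5 and Timp1 rose by 3.45 and 3.44 (adjusted P = 0.00138 and 0.00167, edgeR), and without PBS mouse 71 their adjusted P were 0.0683 and 0.0653. Both were at 0 counts in IAKA mouse 97, and neither passed without PBS mouse 1. At 2 weeks the matrix list had a median of 0.45 (camera, adjusted P = 0.000174, 40 of 45 above 0) and no member passed in edgeR. Fry and an estimated correlation gave no call for it at either time.

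The 75 genes for ribosomal proteins were read as a family for translation. At 2 weeks their median was -0.23, with 68 of 75 below 0, and -0.24 with scaling by library size, and camera at its preset correlation ranked them lower in both. With an estimated correlation P was 0.335 and with fry 0.268. At 24 hours its median was 0.40 with TMM and -0.082 with library size, where the medians of all genes were 0.23 and -0.196, which puts it at 0.18 and 0.11 relative to all genes. Camera ranked it higher with TMM, and lower but without a call with library size. It stood below all genes with no filter on low counts (-0.15 relative to them), without the libraries under 100000 counts (-0.35) and against PBS mice 1 to 4 (-0.29, with a median of -0.198). No enrichment over ontology terms was run here.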

(C-D) Gene ontology analysis of enriched pathways in epileptogenic and epileptic mice.

**Supplementary Figure 4**

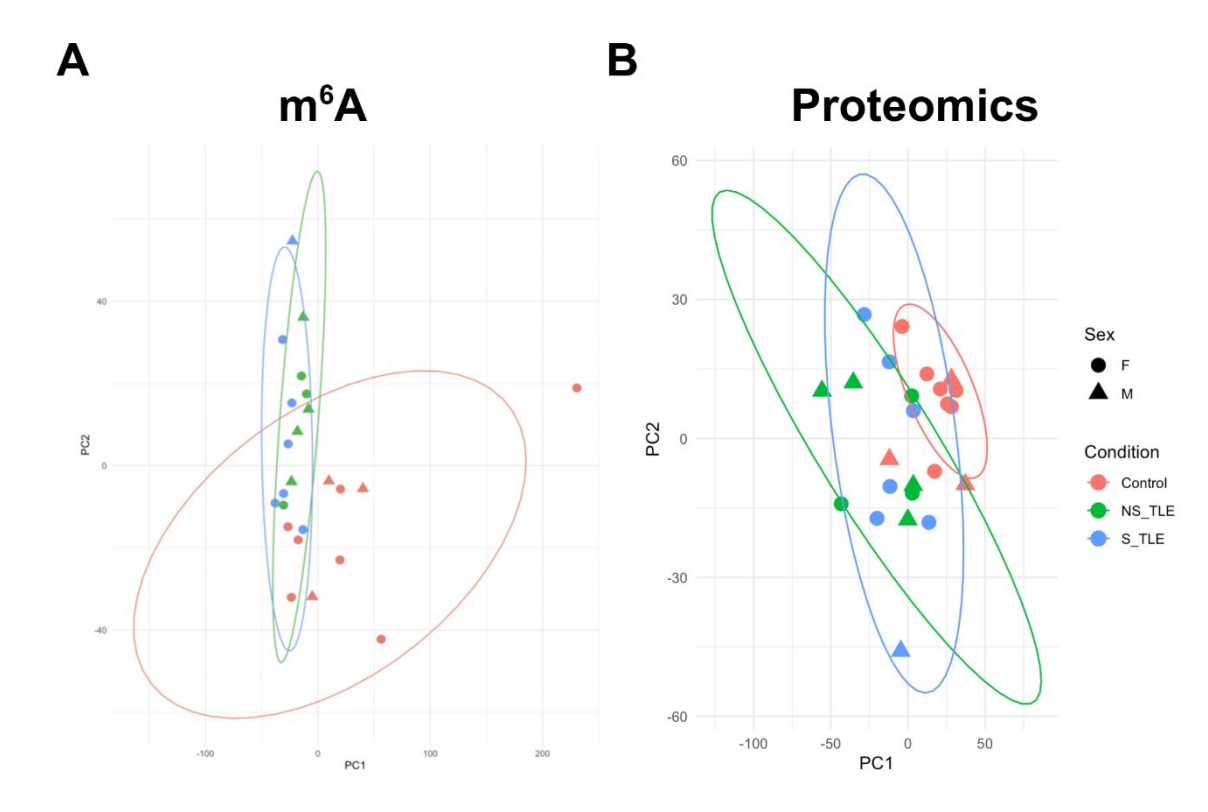

**Supplementary Figure 4: Proteomic analysis of human TLE**

(A) Principal component analysis of human m<sup>6</sup>A profiling based on condition and sex. (B) Principal component analysis of proteomic profiling using mass spectrometry on control, human TLE with (S) and without sclerosis (NS) and sex as a variable. Legend applicable to both plots.

**Supplementary Figure 5**

| log2FoldChange | pvalue      | Transcript name                                                                                                               | gene_biotype         |
|----------------|-------------|-------------------------------------------------------------------------------------------------------------------------------|----------------------|
| -4,7858441     | 0,029071522 | phosphoribosylaminoimidazole<br>carboxylase,<br>phosphoribosylaminoimidazole<br>succinocarboxamide synthetase<br>pseudogene 3 | processed_pseudogene |
| -4,6538890     | 0,007351171 | novel transcript                                                                                                              | antisense            |
| -4,4382630     | 0,01016981  | novel transcript                                                                                                              | lincRNA              |
| -4,3429562     | 0,002859274 | long intergenic non-protein coding<br>RNA 1535                                                                                | lincRNA              |
| -4,3183999     | 0,015107362 | novel transcript                                                                                                              | lincRNA              |
| -4,1900696     | 0,037441989 | DnaJ (Hsp40) homolog, subfamily C<br>member 8 (DNAJC8) pseudogene                                                             | processed_pseudogene |
| -4,1177165     | 0,030079106 | ribosomal protein L10 (RPL10)<br>pseudogene                                                                                   | processed_pseudogene |
| -4,1176378     | 0,00520724  | histone cluster 1 H3 family member j                                                                                          | protein_coding       |
| -4,1102012     | 0,036628714 | golgin A6 family member D                                                                                                     | protein_coding       |
| -4,0603839     | 0,016824913 | novel transcript, antisense to SGIP1                                                                                          | antisense            |
| -4,0458461     | 0,04303308  | RNA, U6 small nuclear 1278,<br>pseudogene                                                                                     | snRNA                |
| -4,0309379     | 0,038790486 | chromosome 16 open reading frame<br>78                                                                                        | protein_coding       |
| -3,9746342     | 0,046145674 | ribosomal protein S27a (RPS27A)<br>pseudogene                                                                                 | processed_pseudogene |
| -3,5554791     | 0,033683351 | TEC                                                                                                                           | TEC                  |
| -3,5098987     | 0,026765531 | microRNA 3180-4                                                                                                               | miRNA                |
| -3,4123093     | 0,043255742 | novel transcript, antisense CCL3L3                                                                                            | antisense            |
| -3,3760628     | 0,037141339 | RNA, U7 small nuclear 3<br>pseudogene                                                                                         | snRNA                |
| -3,3573019     | 0,042054287 | La ribonucleoprotein domain family<br>member 1 pseudogene 1                                                                   | processed_pseudogene |
| -3,3085312     | 0,049797988 | novel transcript                                                                                                              | antisense            |
| -3,2999565     | 0,029475971 | small nucleolar RNA, H/ACA box 31                                                                                             | snoRNA               |

**Supplementary Figure 5: Pseudogenes and non-coding RNAs are decreased in hIPSC-derived neurons when METTL3 is overexpressed**

List of top 20 most downregulated transcripts when METTL3 is overexpressed in hIPSC-derived neurons.

**Supplementary Figure 6**

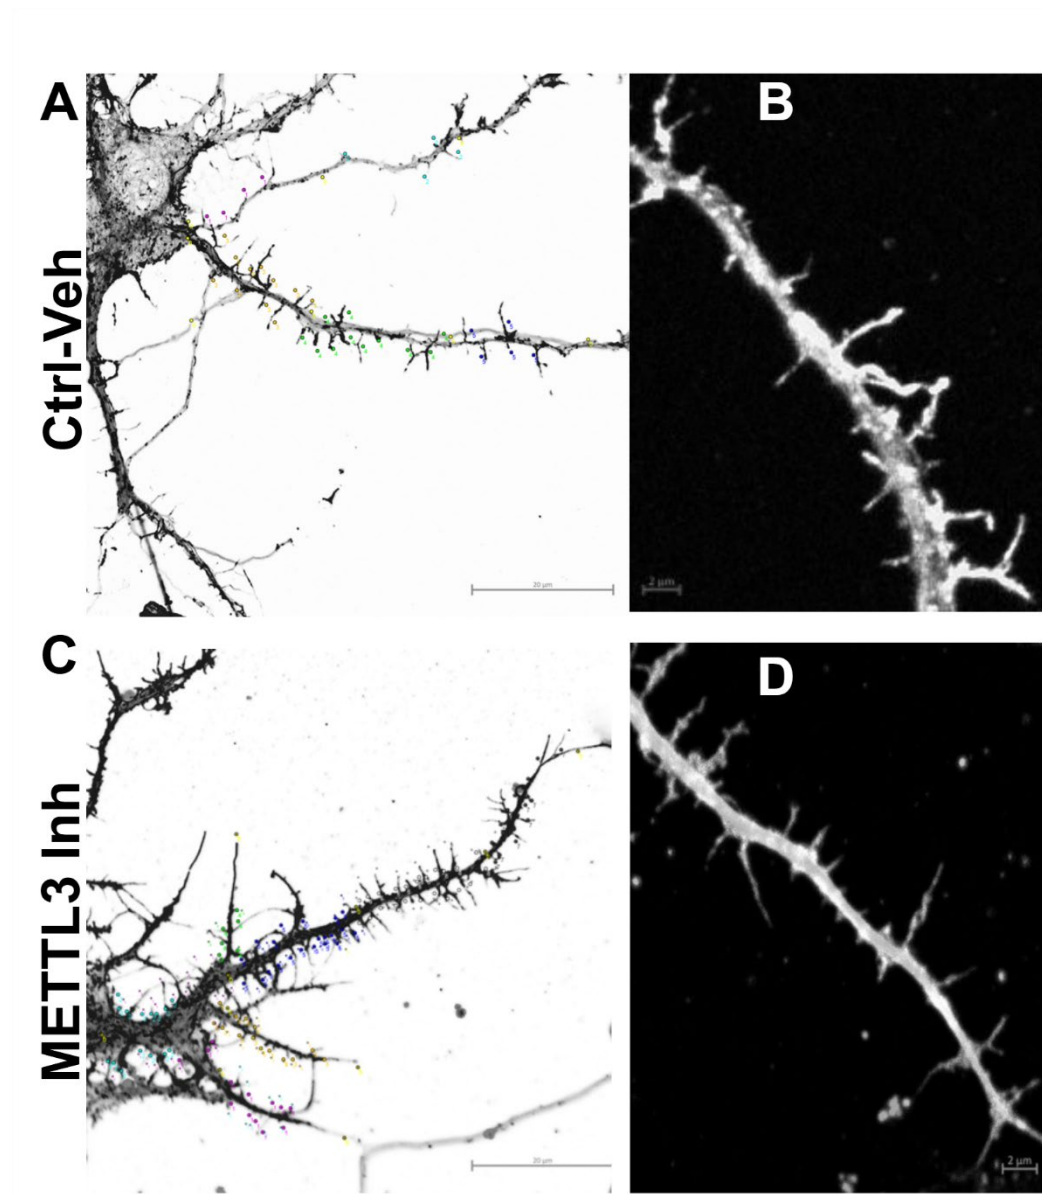

**Supplementary Figure 6:**

A, C) Representative Confocal microscope images depicting low magnification soma and dendrite marked up for dendritic spine quantification from Veh treated (A) and METTL3 Inh treated (B) cells, B) high magnification of individual dendrite and spines from neurons depicted in A and C.

## Supplementary Figure 7

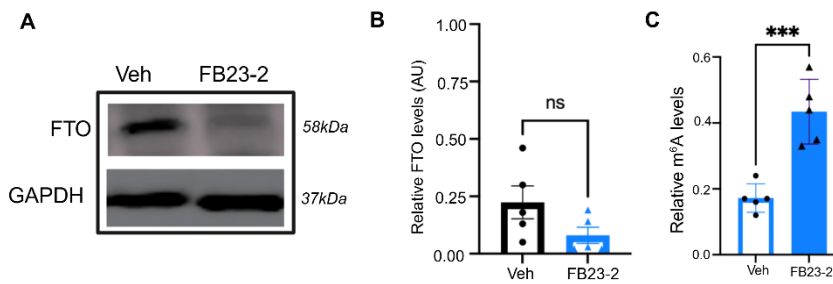

**Supplementary figure 7: (A, B)** Western blot and densitometric quantification of FTO protein levels in the hippocampus 24h post Veh or FB23-2 FTO inhibitor (n = 6/group) (Unpaired t-test  $t = 1.801$ ,  $df = 8$ ,  $p = 0.1095$ ).

**(C)** m<sup>6</sup>A quantification using colorimetric assays to quantify hippocampal m<sup>6</sup>A levels from naïve mice treated with either Veh or FB23-2 (measurement taken 24h post drug treatment) (n = 6/group) (Unpaired t-test  $t = 5.463$ ,  $df = 8$ ,  $p = 0.0006$ ).

Supplementary Figure 8

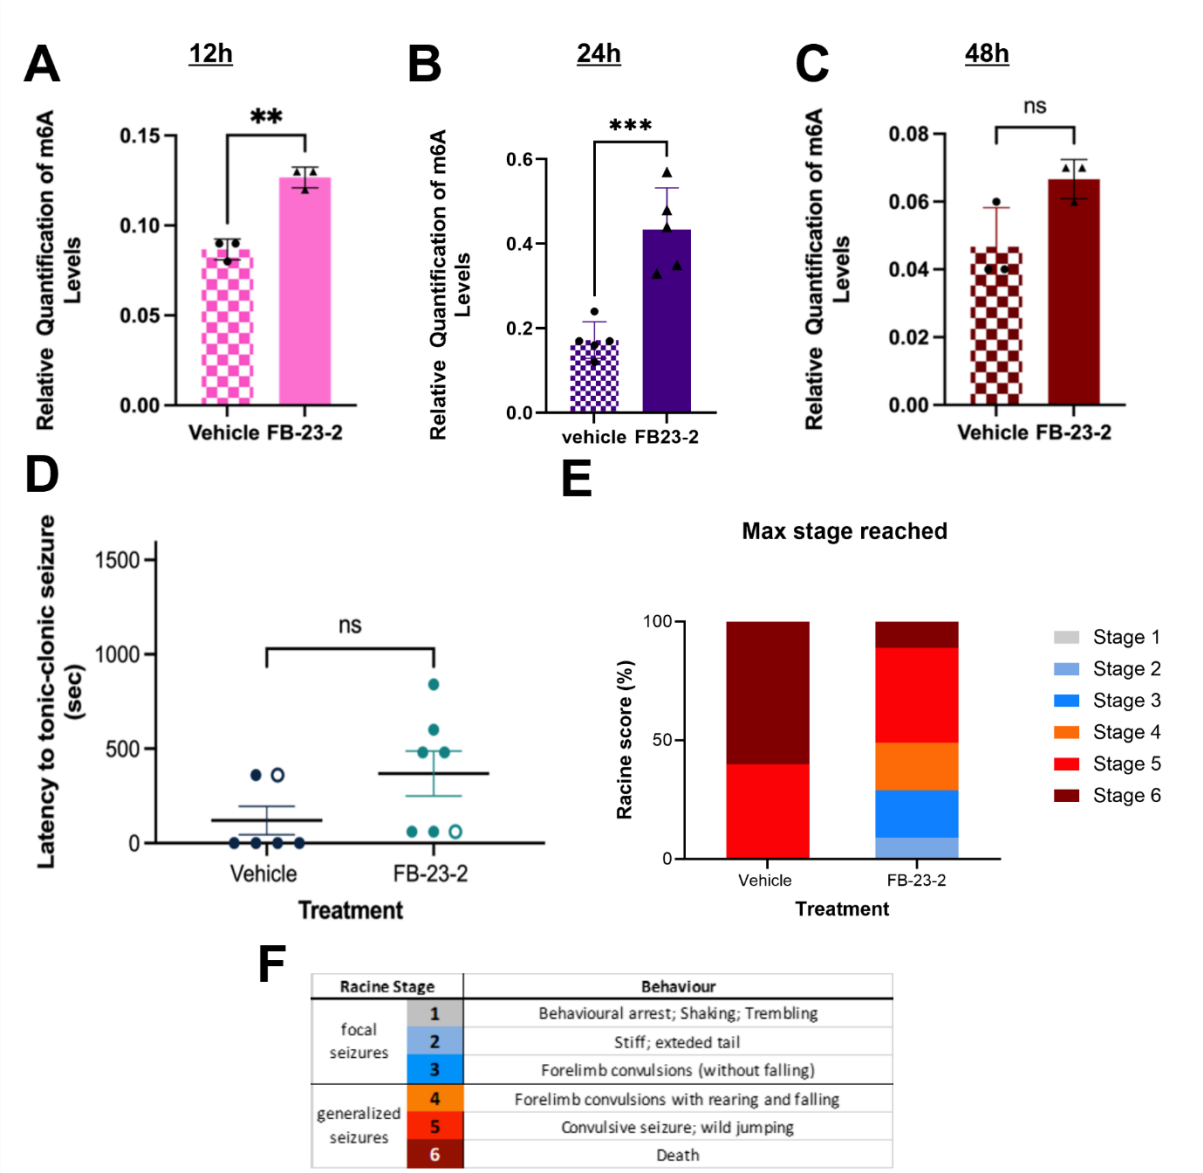

Supplementary Figure 8:

(A – C) Colorimetric quantification of m<sup>6</sup>A levels in hippocampal tissue 12, 24 and 48 hours following a single 20  $\mu$ M administration of FB23-2. (D) Time to onset of seizure activity following sub-cutaneous PTZ administration. (E) Maximum Racine score reached in Veh and FB23-2 treated mice over the course of 25 minute recording period post PTZ administration. (F) Adapted Racine scale used to score PTZ-induced seizures. (A-D Unpaired t-tests, E: Chi square)

### Supplementary Table 1: Human sample information

Table 1: List of human samples and characteristics/diagnosis

---

Abbreviations: ACT, acetazolamide; ASMs, antiseizure medicines; BRV, brivaracetam; CBZ, carbamazepine; CLB, clobazam; DZP, diazepam; ESL, eslicarbazepine; F, female; GBP, gabapentin; LCM, lacosamide; LEV, leviteracetam; LTG, lamotrigine; LZP, lorazepam; M, male; MID, buccal midazolam; OXC, oxcarbazepine; PB, phenobarbital; PER, perampanel; PGB, pregabalin; PHT, phenytoin; TGB, tiagabine; TPM, topiramate; VPA, valproate; VGB, vigabatrin; ZNS, zonisamide

**Supplementary Table 2: Primers**

| qPCR           |         |                         |                         |
|----------------|---------|-------------------------|-------------------------|
| Gene           | Species | Fw (5' – 3')            | Rv (5' – 3')            |
| <b>Mettl3</b>  | Mse     | ACATCTGTGGCCCCCTGAAC TA | TGGCGTAGAGATGGCAAGAC    |
| <b>Mettl3</b>  | Hsa     | ATTTTCCGGTTAGCCTTCGGGG  | TAGCTTACAGAGCCATGGCT    |
| <b>Mettl14</b> | Mse     | GCTAAGTCAAACACTCCTCCCA  | TATTCTTCCAGAGGGGGCTC    |
| <b>Mettl14</b> | Hsa     | AAGTCTCTACTGAGGAAAGCTA  | ATTAAGGTACCCACCACAATAC  |
| <b>Wtap</b>    | Mse     | GCCCCAACGTTTAAGTGCAG    | AGCATTCGACACTTCGCCAT    |
| <b>Wtap</b>    | Hsa     | GCCCCAACGTTTAAGTGCAG    | AGCATTCGACACTTCGCCAT    |
| <b>Ythdf1</b>  | Mse     | CTGCAGTTAAGACGGTGGGT    | TAGCAATGGCTGCCCATGAA    |
| <b>Ythdf1</b>  | Hsa     | ATTGGAGTCGACGCCTCCTCA   | AGGCTTGATTCTCCTAGAGG    |
| <b>Ythdf2</b>  | Mse     | CTGCTGTTGGTAGTGGGTCC    | GGCTGTTGTTTGCAGGCTT     |
| <b>Ythdf2</b>  | Hsa     | AGAGCGTCGCCGAGTCGGA     | TGATGCTCAACAGGATCTC     |
| <b>FTO</b>     | Mse     | GTGTTTTGGCTGGCTCACAG    | GTCGCCATCGTCTGAGTCAT    |
| <b>FTO</b>     | Hsa     | CTACGCTCTTCCAGCTGTCGGA  | TCGGTTTCTTATCTCATCCT    |
| <b>Alkbh5</b>  | Mse     | TAGATGCACCGCGATTGGAA    | CTCATCTTCACCTTGCGGGT    |
| <b>Alkbh5</b>  | Hsa     | GAGGAGCCCGCTAAGGAGCGGC  | TGTAGAGCACACATATCAGGGC  |
| <b>Gapdh</b>   | Mse     | AGGTCGGTGTGAACGGATTG    | TGTAGACCATGTAGTTGAGGTCA |
| <b>Gapdh</b>   | Hsa     | AGCCACATCGCTCAGACAC     | GCCCAATACGACCAATCC      |

**Supplementary Table 3 Statistical analysis summary Fig 4D and 4E**

| <b>Gene Name</b> | <b>Test</b>     | <b>U Value</b> | <b>P Value</b> | <b>T value</b> | <b>DF Value</b> | <b>M6A status</b> |
|------------------|-----------------|----------------|----------------|----------------|-----------------|-------------------|
| <b>Mier 1</b>    | Unpaired t-test |                | 0.0001         | 16.19          | 7               | Hyper             |
| <b>Serpina3n</b> | Unpaired t-test |                | 0.021          | 2.893          | 8               | Hyper             |
| <b>Dido 1</b>    | Unpaired t-test |                | 0.0547         | 2.248          | 8               | NS                |
| <b>PI3Kr1</b>    | Unpaired t-test |                | 0.01           | 3.355          | 8               | Hypo              |
| <b>Atp2B3</b>    | Unpaired t-test |                | 0.0135         | 3.153          | 8               | Hypo              |
| <b>ATF7IP</b>    | Unpaired t-test |                | 0.0493         | 2.26           | 8               | Hypo              |
| <b>Serpina3n</b> | Unpaired t-test |                | 0.0001         | 6.727          | 8               | Hyper             |
| <b>Pcdhgc4</b>   | Mann-Whitney    | 5              | 0.1508         |                |                 | NS                |
| <b>Zfp57</b>     | Mann-Whitney    | 0              | 0.0159         |                |                 | Hyper             |
| <b>OPRK1</b>     | Unpaired t-test |                | 0.0081         | 3.5            | 8               | Hypo              |
| <b>Mastl</b>     | Unpaired t-test |                | 0.014          | 3.131          | 8               | Hypo              |
| <b>Lrrc20</b>    | Unpaired t-test |                | 0.0875         | 1.946          | 8               | NS                |

## References:

1. Brennan GP, Dey D, Chen Y, Patterson KP, Magnetta EJ, Hall AM, et al. Dual and Opposing Roles of MicroRNA-124 in Epilepsy Are Mediated through Inflammatory and NRSF-Dependent Gene Networks. *Cell Rep.* 2016;14(10):2402-12.
2. Racine RJ. Modification of seizure activity by electrical stimulation. II. Motor seizure. *Electroencephalogr Clin Neurophysiol.* 1972;32(3):281-94.
3. Casillas-Espinosa PM, Anderson A, Harutyunyan A, Li C, Lee J, Braine EL, et al. Disease-modifying effects of sodium selenate in a model of drug-resistant, temporal lobe epilepsy. *Elife.* 2023;12.
4. Engel T, Brennan GP, Sanz-Rodriguez A, Alves M, Beamer E, Watters O, et al. A calcium-sensitive feed-forward loop regulating the expression of the ATP-gated purinergic P2X7 receptor via specificity protein 1 and microRNA-22. *Biochim Biophys Acta Mol Cell Res.* 2017;1864(2):255-66.
5. Yankova E, Blackaby W, Albertella M, Rak J, De Braekeleer E, Tsagkogeorga G, et al. Small-molecule inhibition of METTL3 as a strategy against myeloid leukaemia. *Nature.* 2021;593(7860):597-601.

# Supplementary material for: N6-methyladenosine (m6A) dysregulation contributes to network excitability in temporal lobe epilepsy
**Source:** JCI Insight. 2025 Jul 22;10(14):e188612. doi: 10.1172/jci.insight.188612

Figure 1

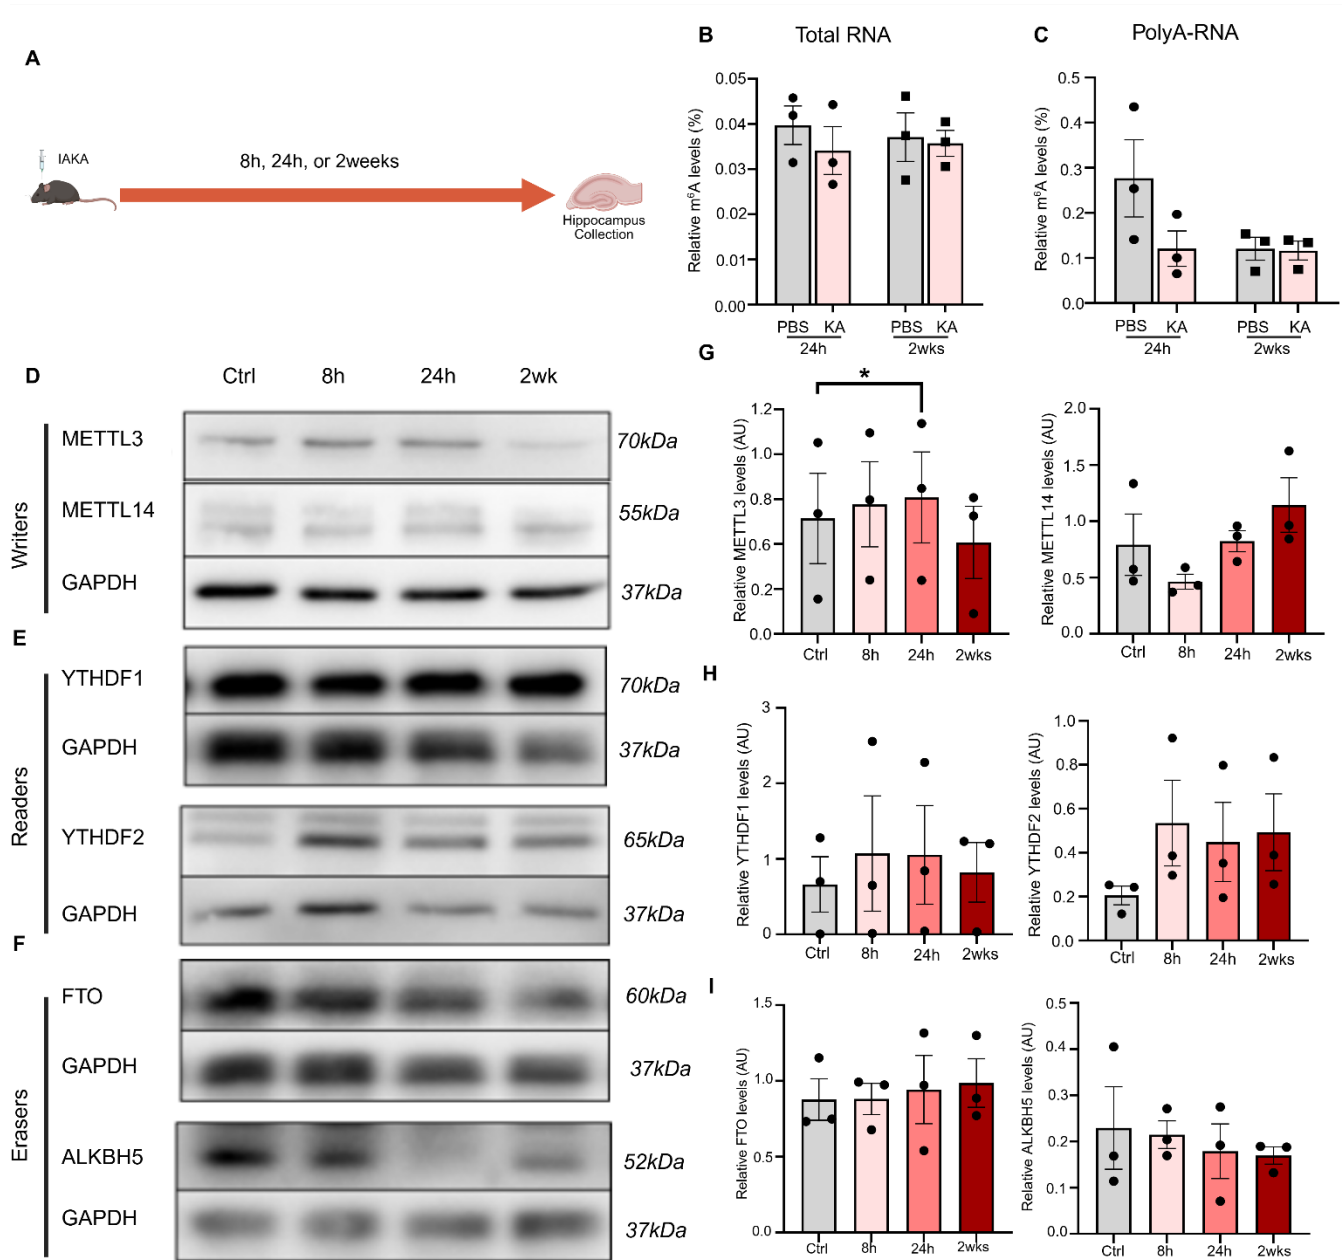

Figure 1D

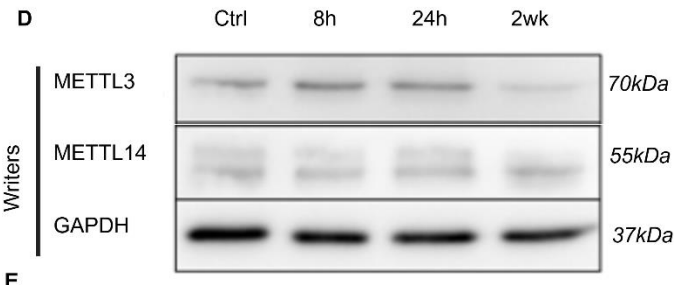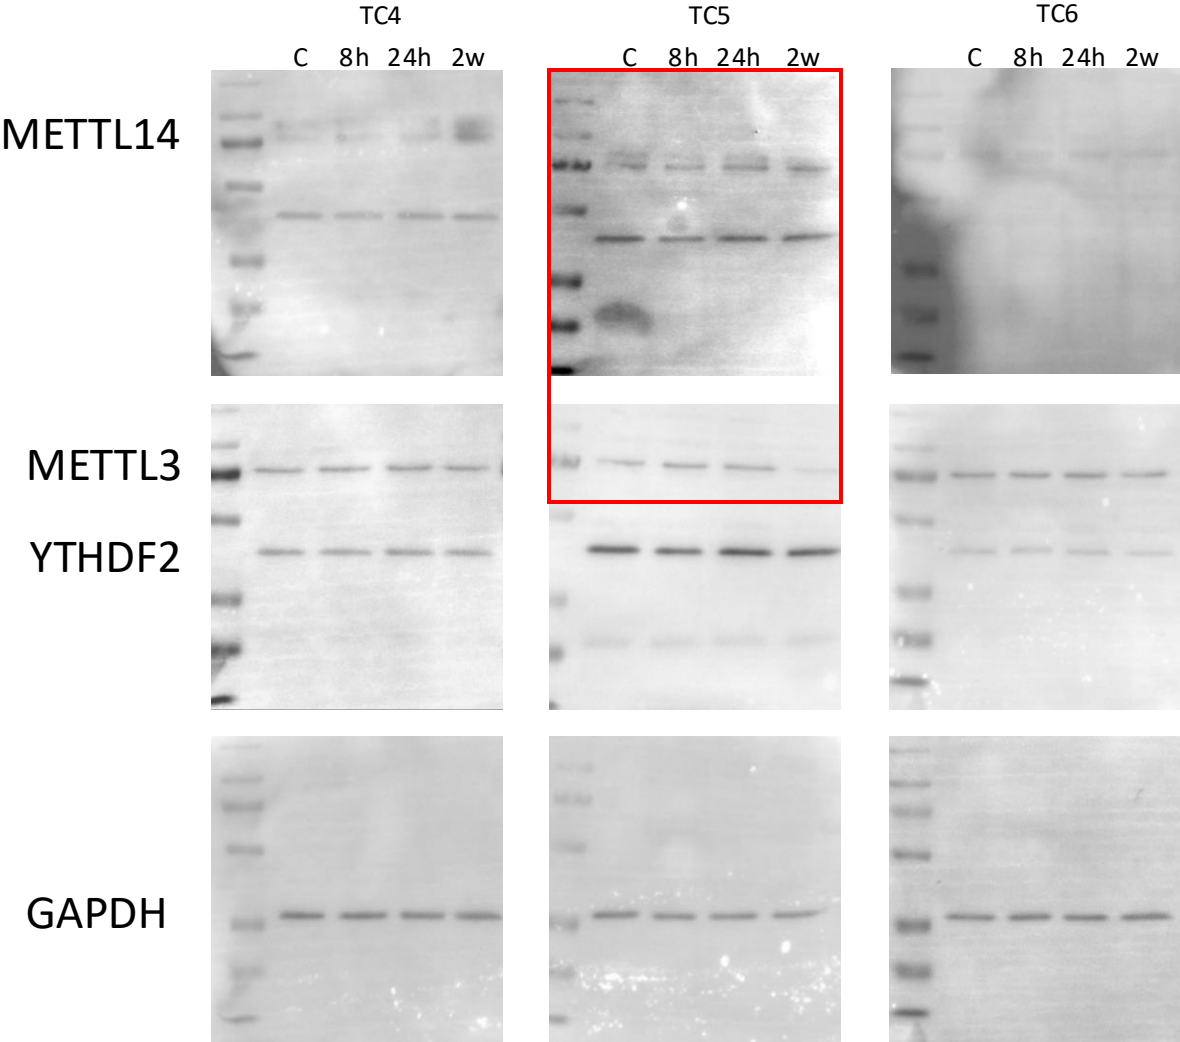

Figure 1E

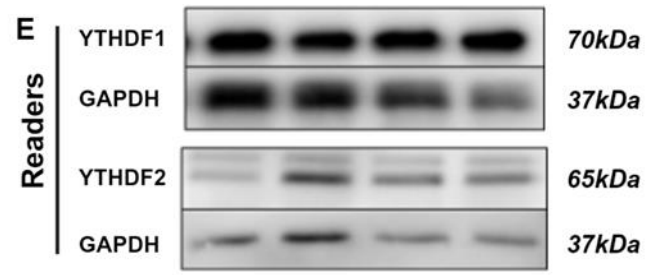

YTHDF1

GAPDH

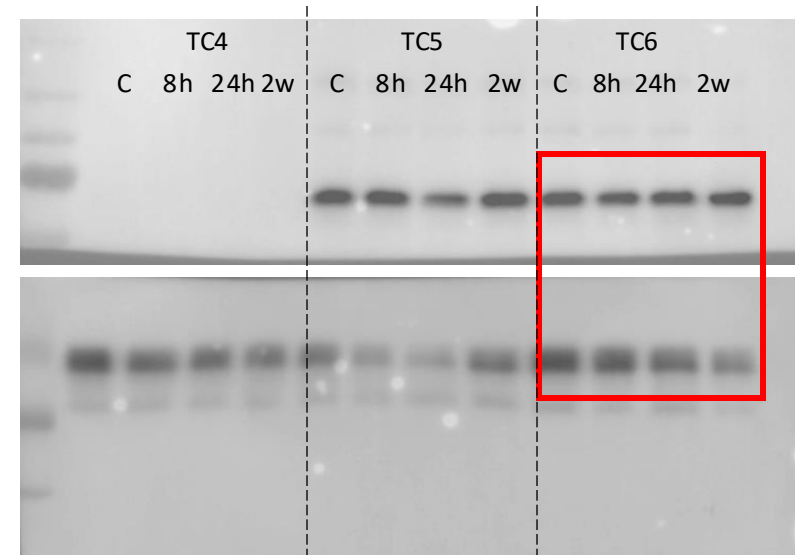

YTHDF2

GAPDH

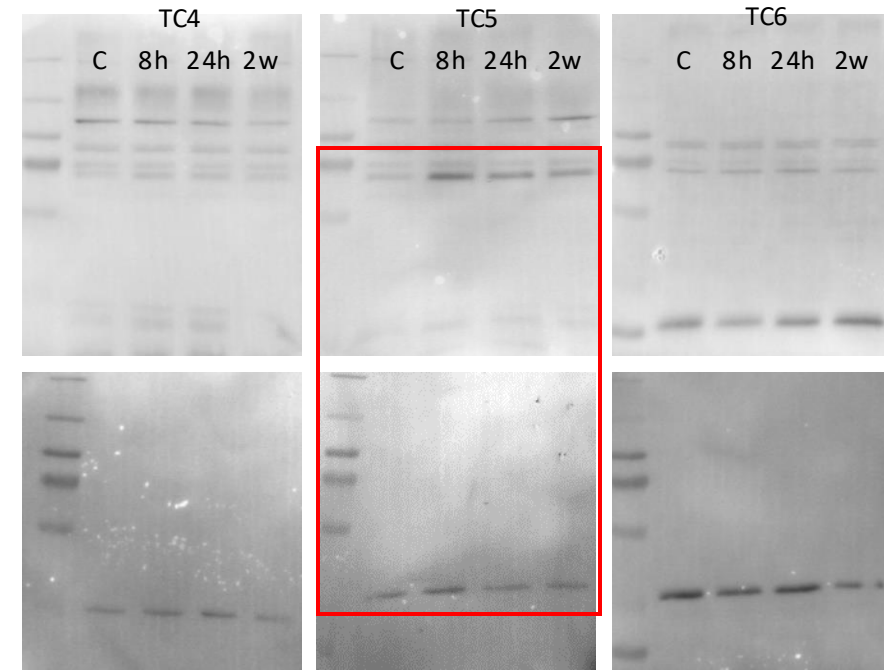

Figure 1F

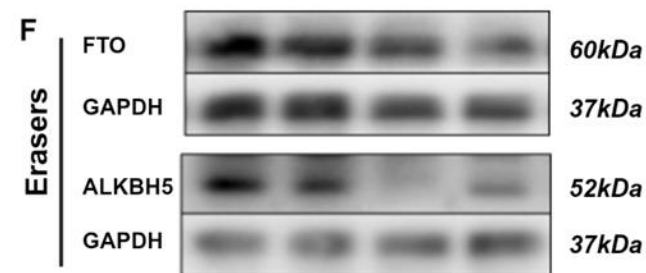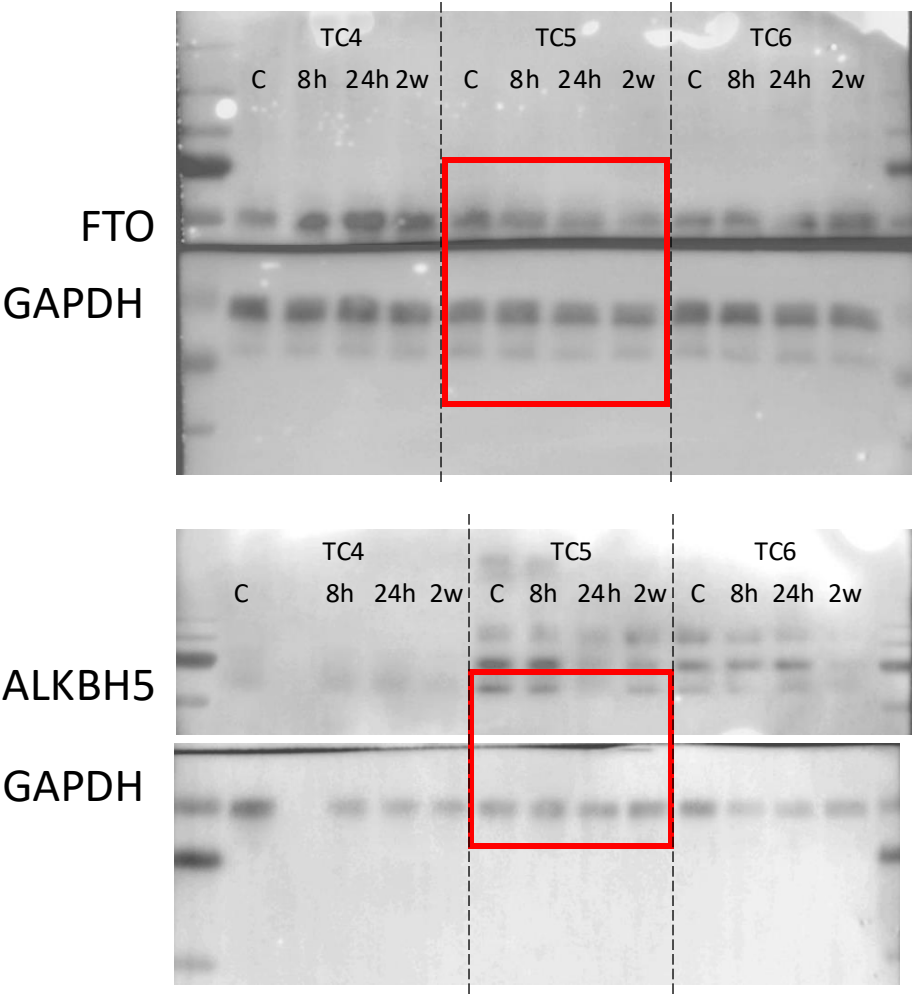

Figure 2

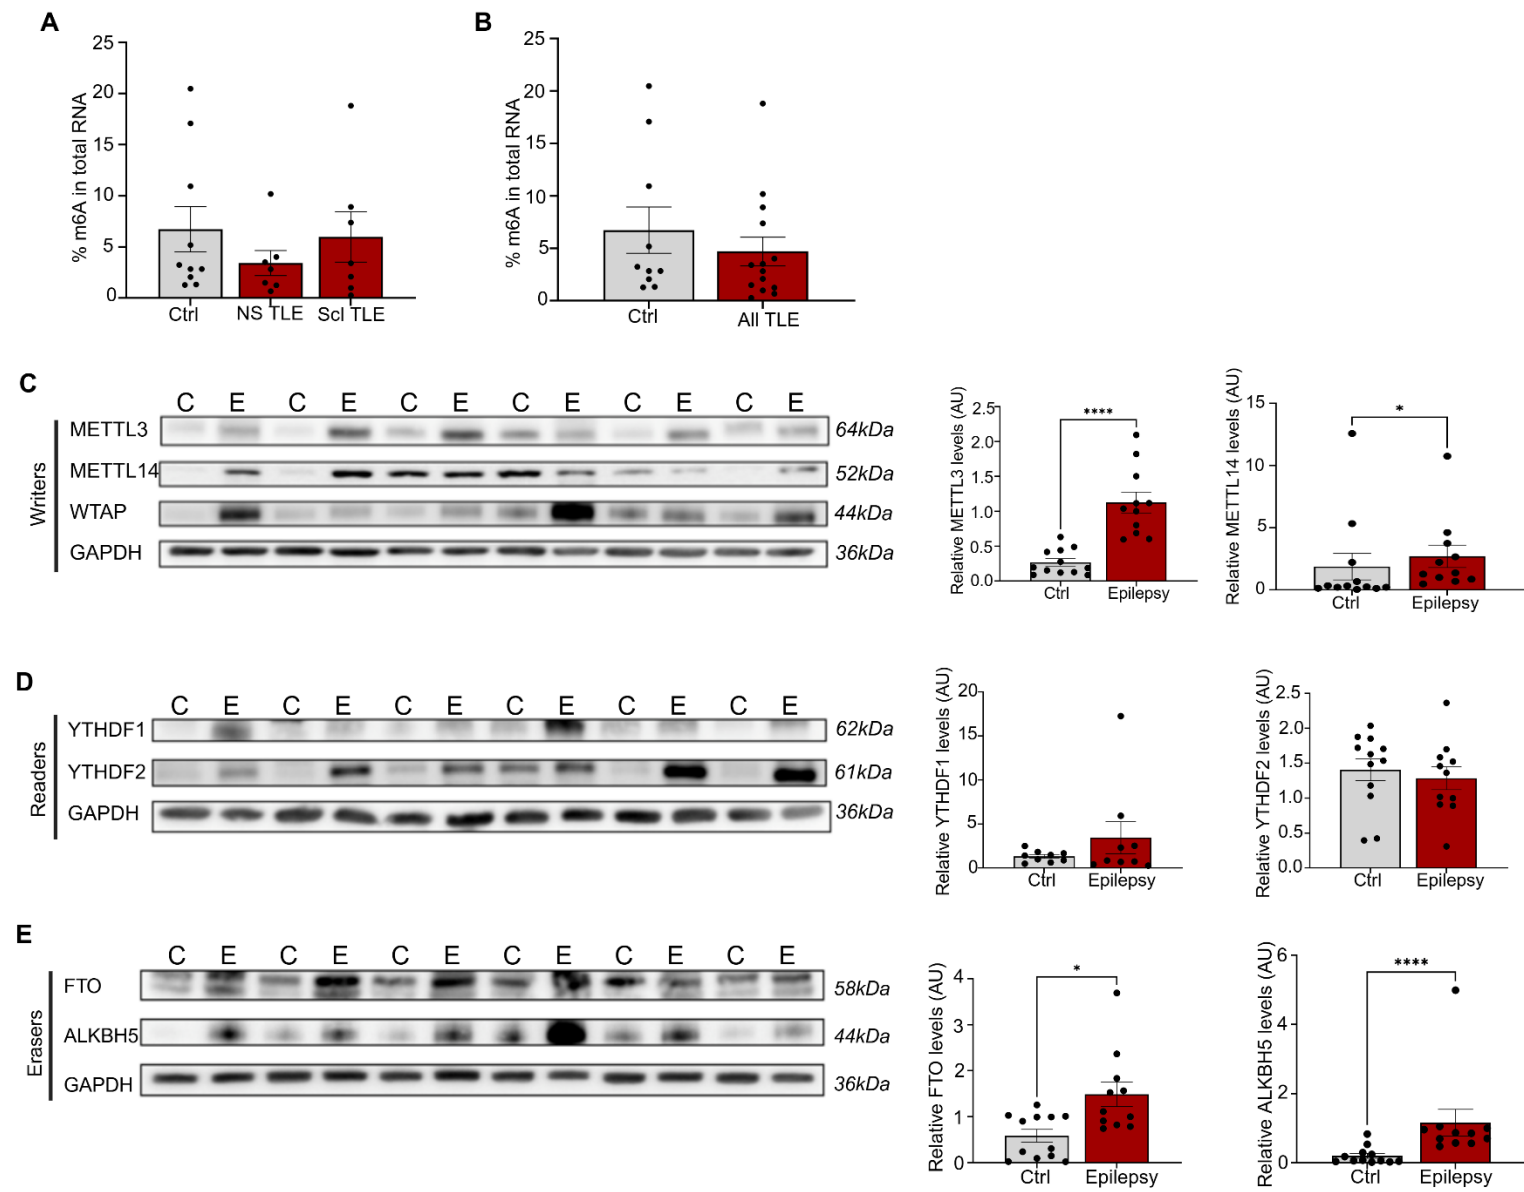

Figure 2C

METTL3 Blot 2021/04/23

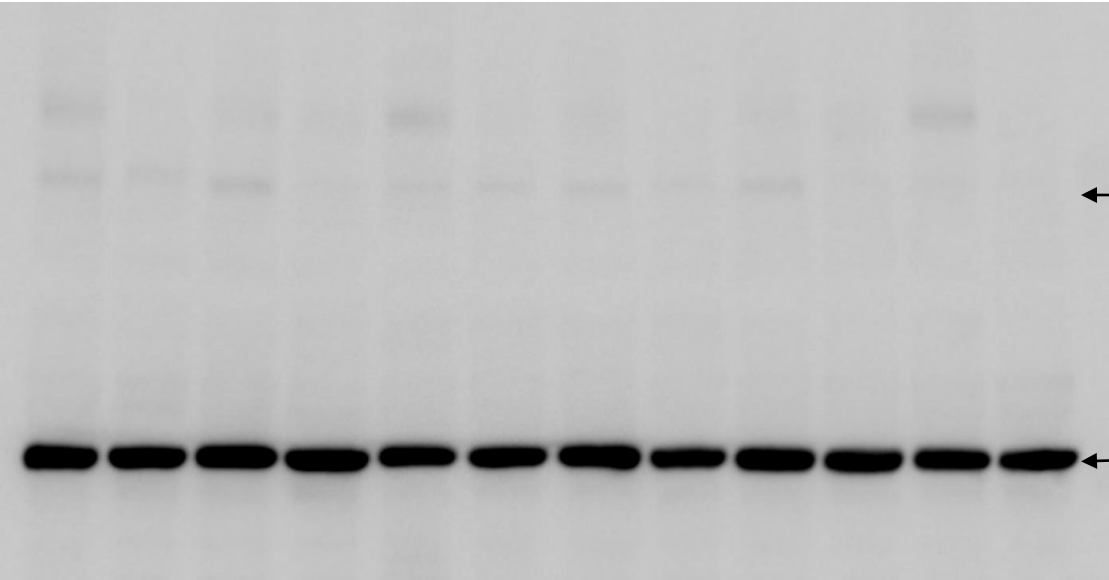

C1 E1 C2 E2 C3 E3 C4 E4 C5 E5 C6 E6

METTL3 Blot 2022/05/25

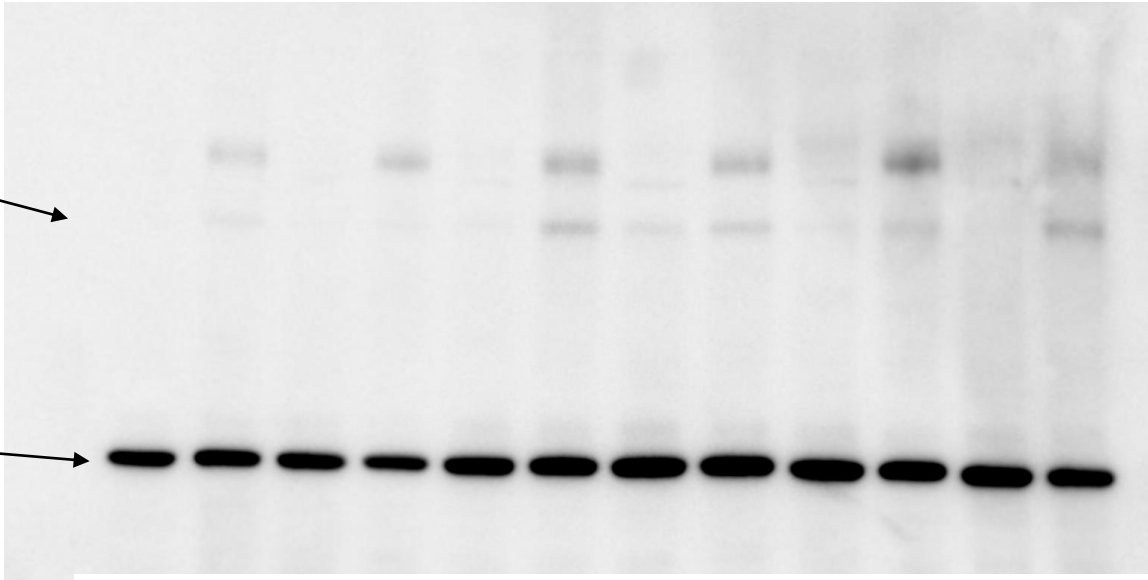

C1 E1 C2 E2 C3 E3 C4 E4 C5 E5 C6 E6

METTL14 Blot 2021/07/10

Figure 2C

METTL14 Blot 2022/05/26

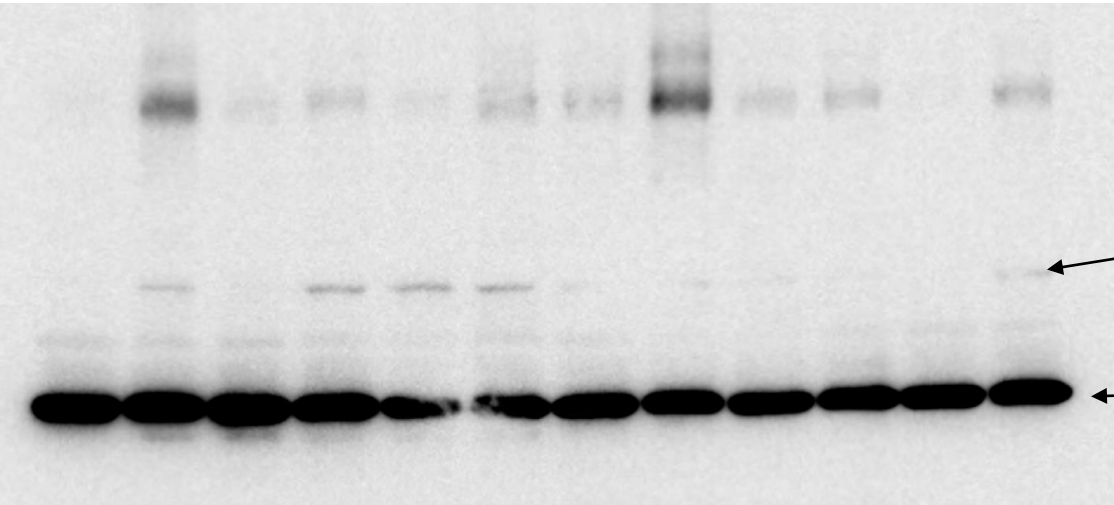

C1 E1 C2 E2 C3 E3 C4 E4 C5 E5 C6 E6

METTL14  
GAPDH

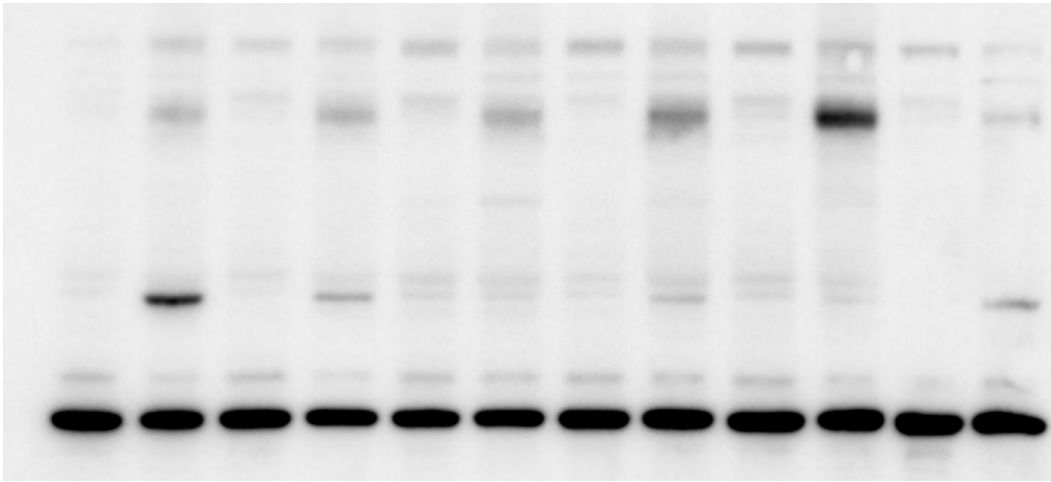

C1 E1 C2 E2 C3 E3 C4 E4 C5 E5 C6 E6

WTAP Blot 2021/08/19

Figure 2C

WTAP Blot 2022/06/29

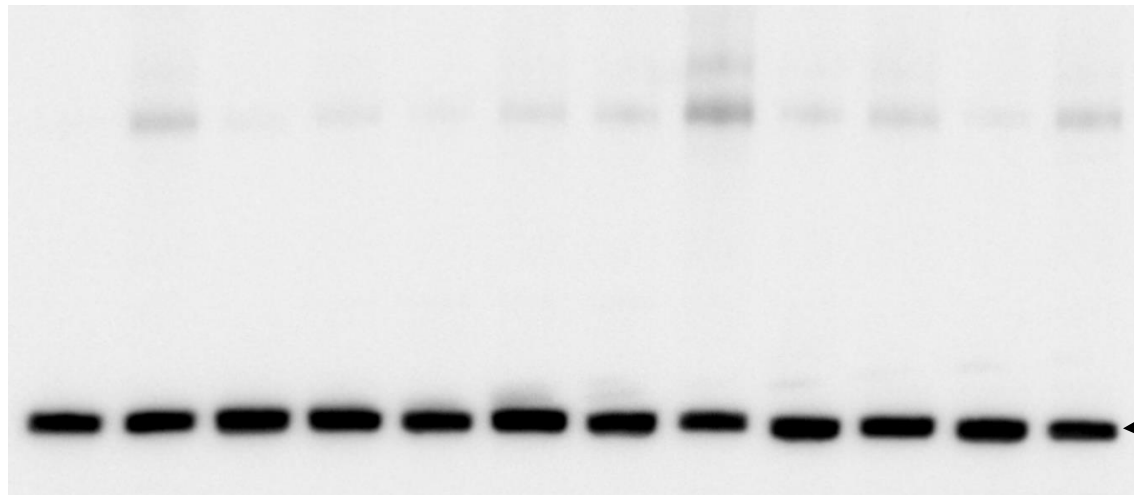

← WTAP →

← GAPDH →

C1 E1 C2 E2 C3 E3 C4 E4 C5 E5 C6 E6

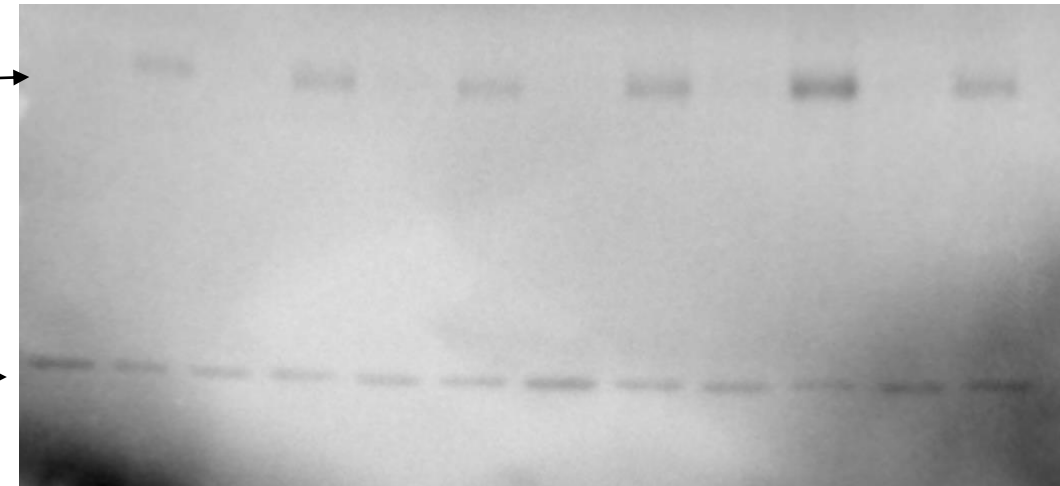

C1 E1 C2 E2 C3 E3 C4 E4 C5 E5 C6 E6

YTHDF1\* Blot 2021/07/07

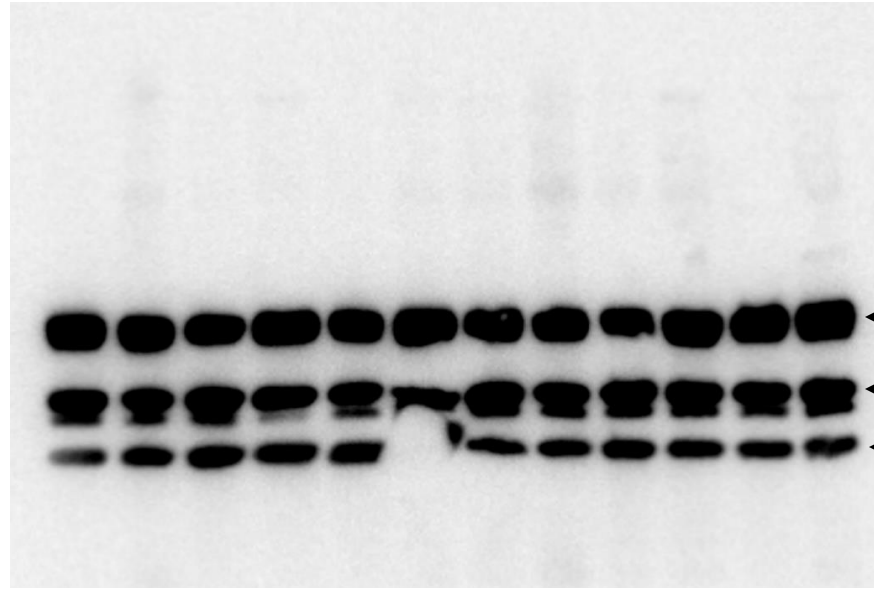

C1 E1 C2 E2 C3 E3 C4 E4 C5 E5 C6 E6

Figure 2D

YTHDF1 Blot 2022/04/13

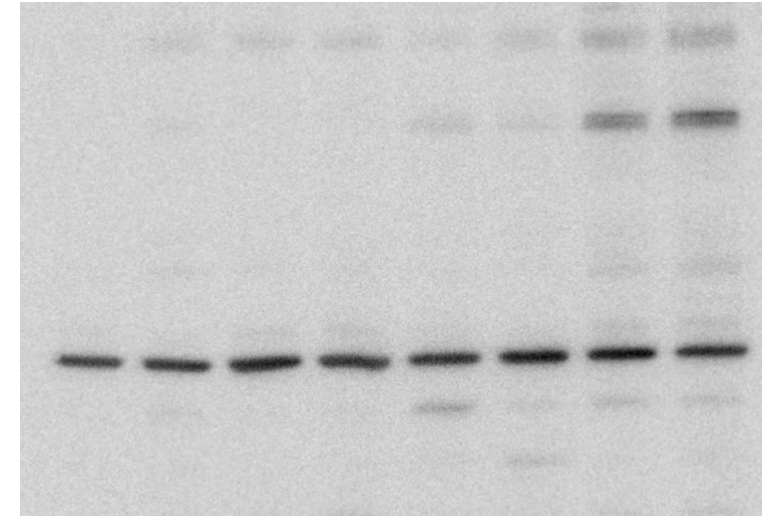

C1 C2 C3 C3 E1 E2 E3 E4

\*Normalized with Tubulin as a bubble in the gel made GAPDH and B-actin normalization impossible.

YTHDF2 Blot 2021/07/29

Figure 2D

YTHDF2 Blot 2022/06/30

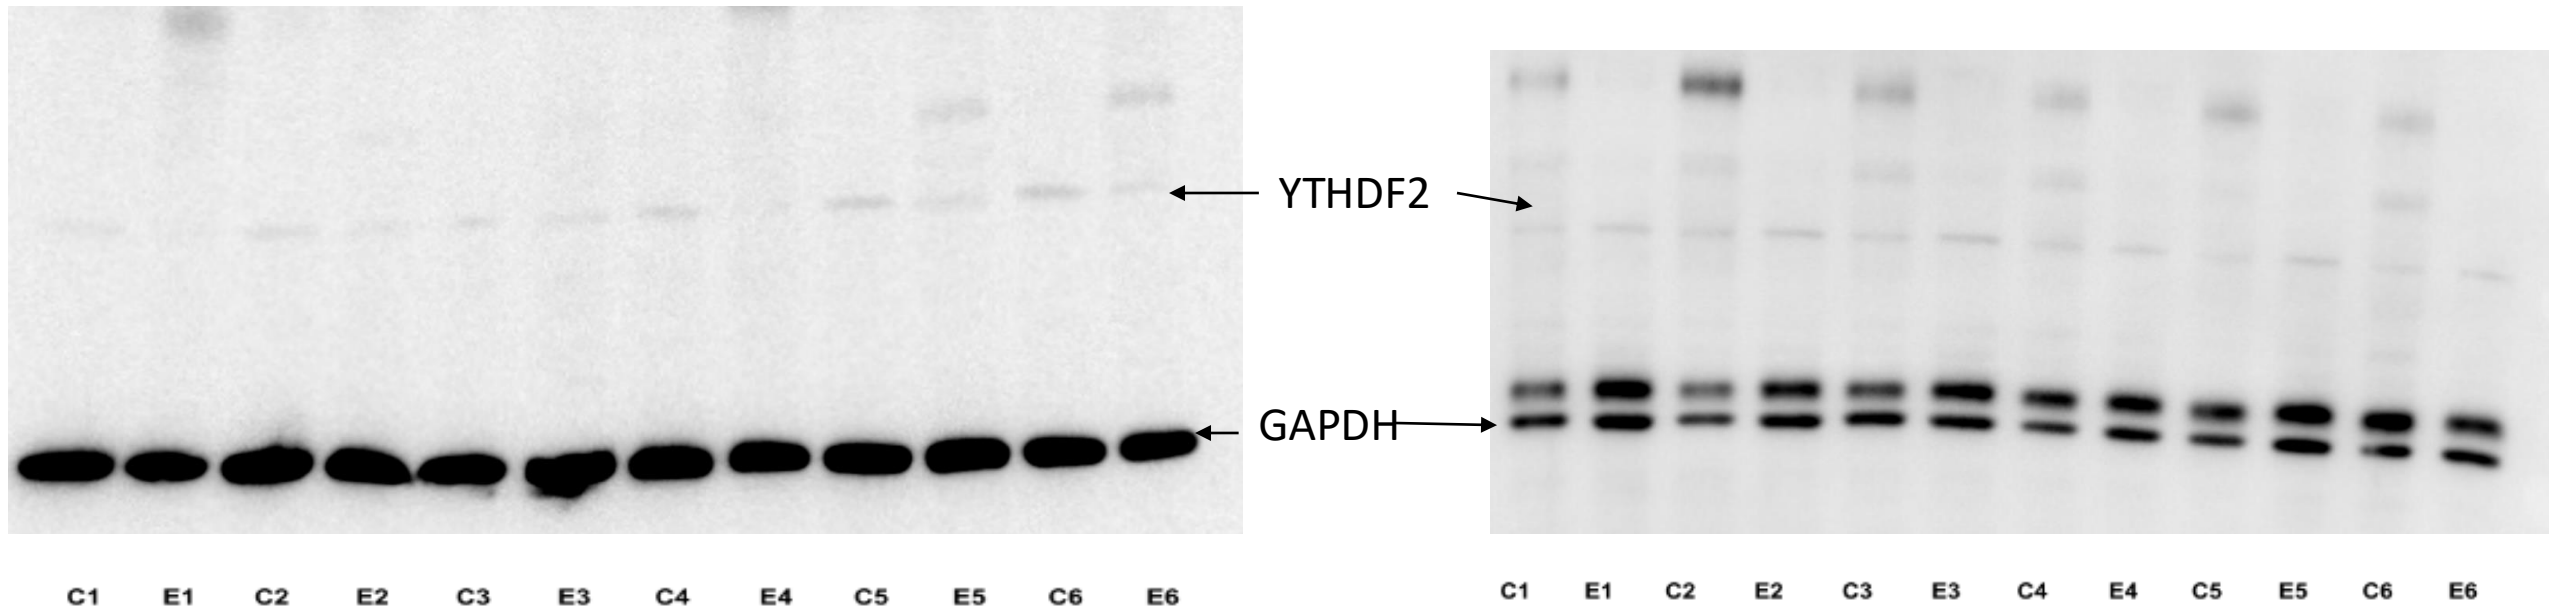

FTO Blot 2021/04/23

Figure 2E

FTO Blot 2022/05/27

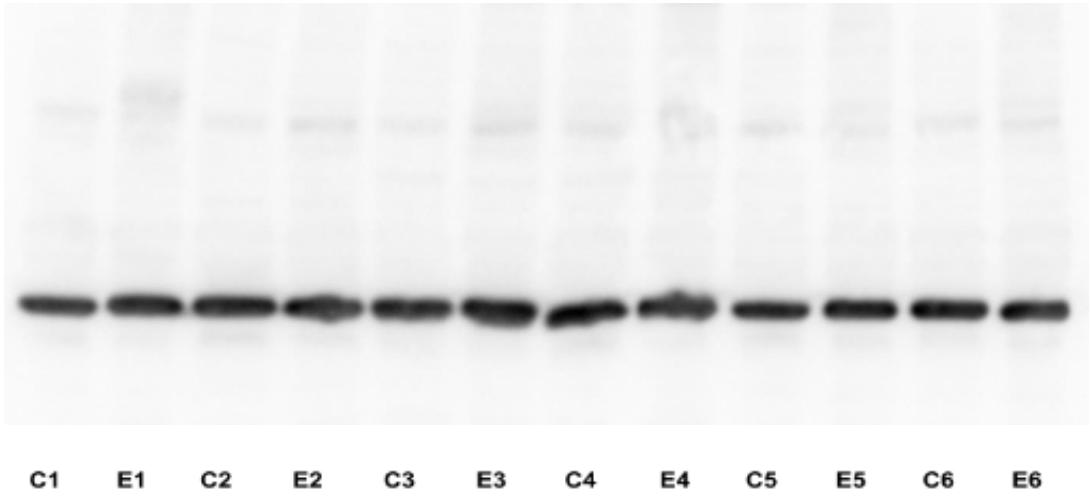

FTO

GAPDH

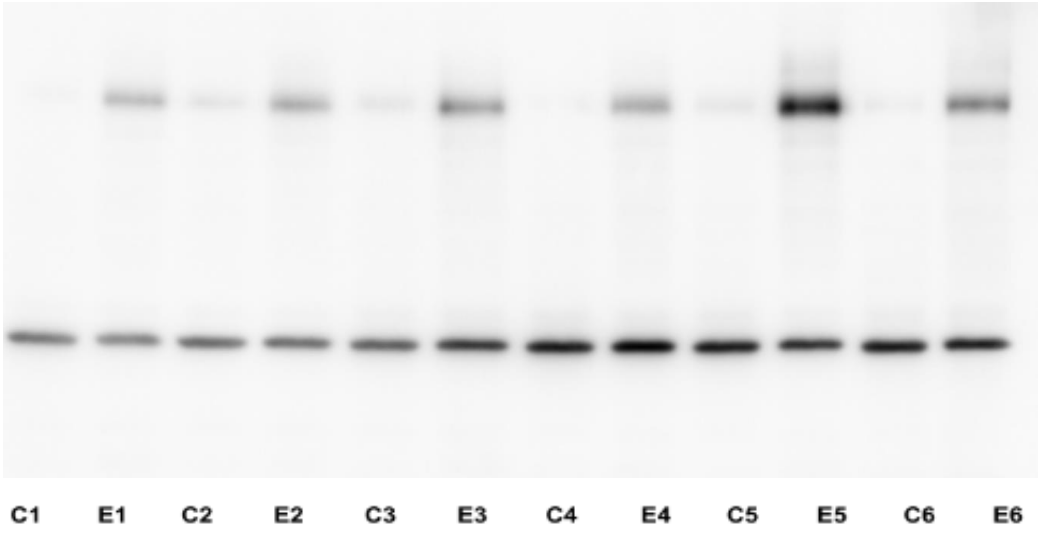

ALKBH5 Blot 2021/08/19

Figure 2E

ALKBH5 Blot 2022/05/30

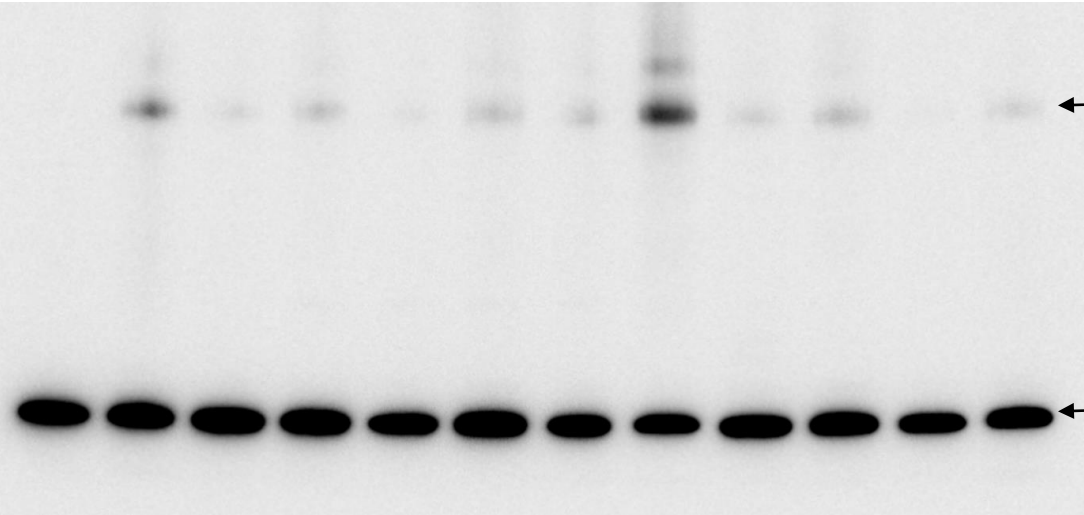

C1 E1 C2 E2 C3 E3 C4 E4 C5 E5 C6 E6

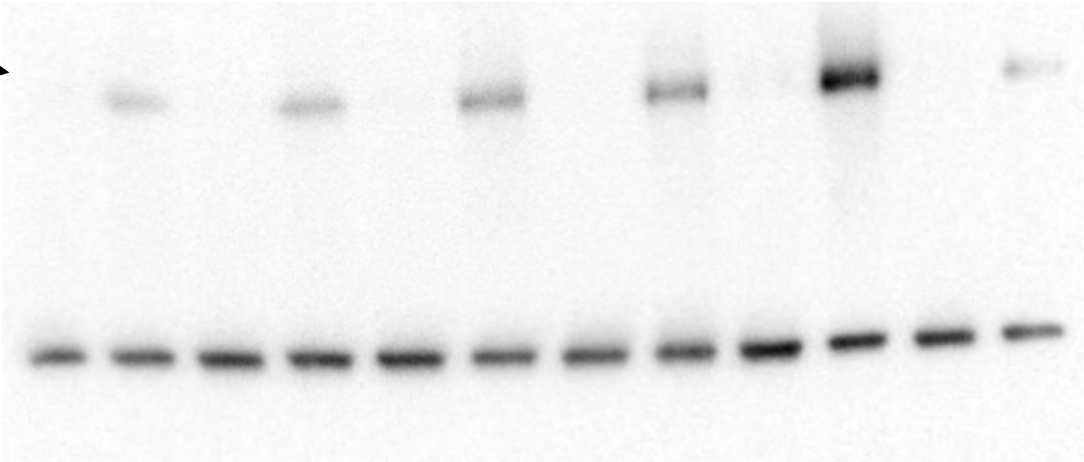

C1 E1 C2 E2 C3 E3 C4 E4 C5 E5 C6 E6

Figure 8F

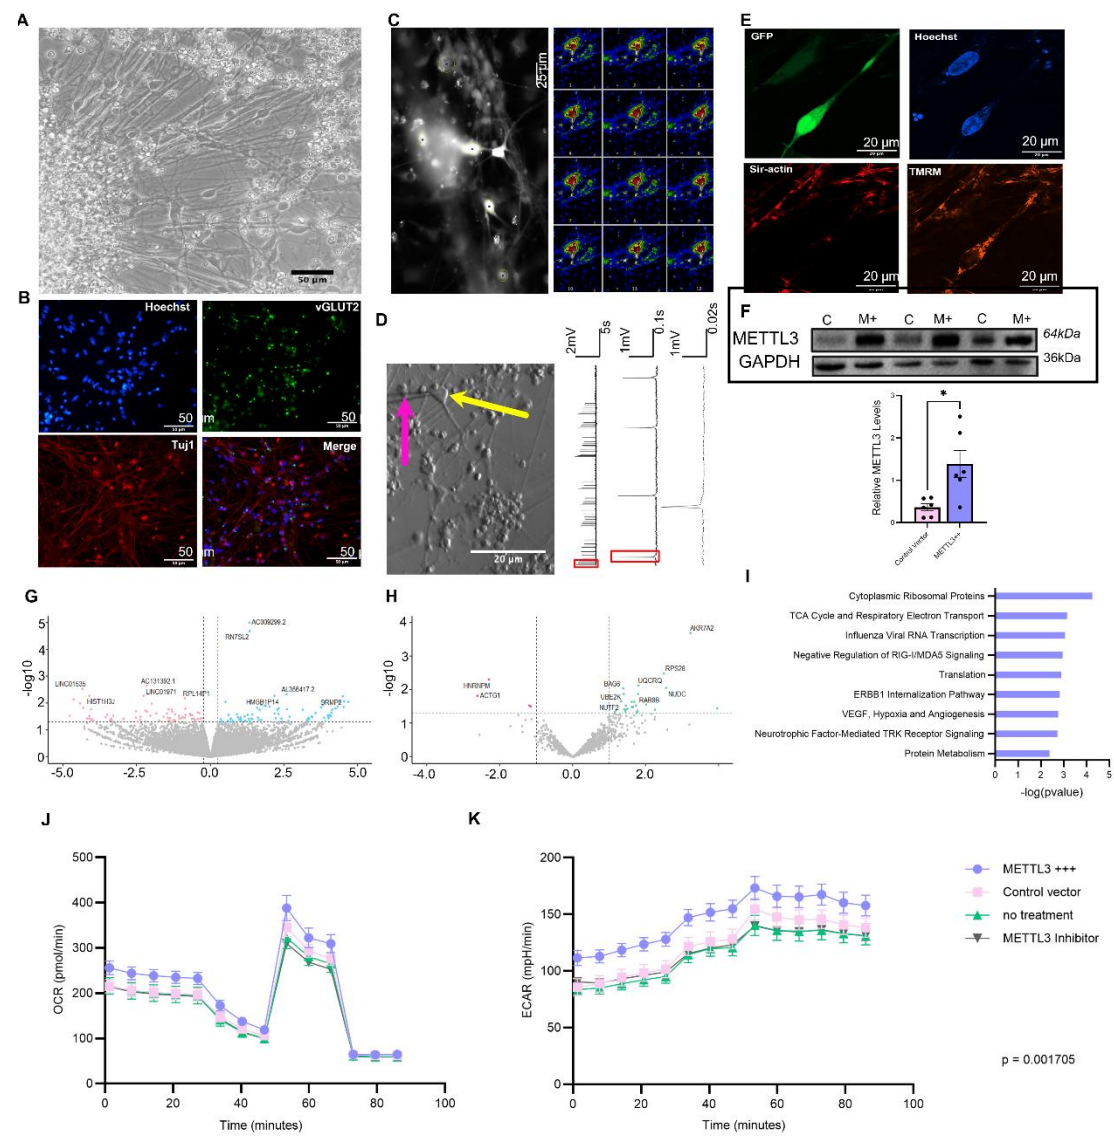

## Supplementary Figure 7A

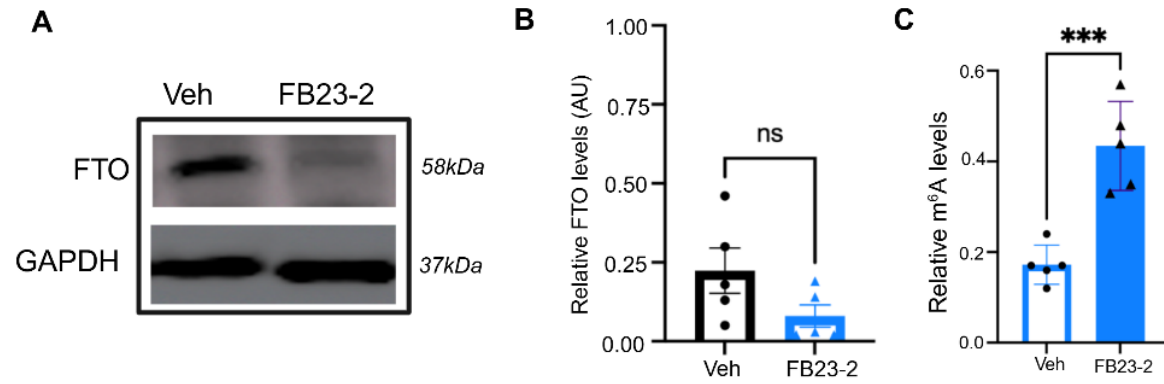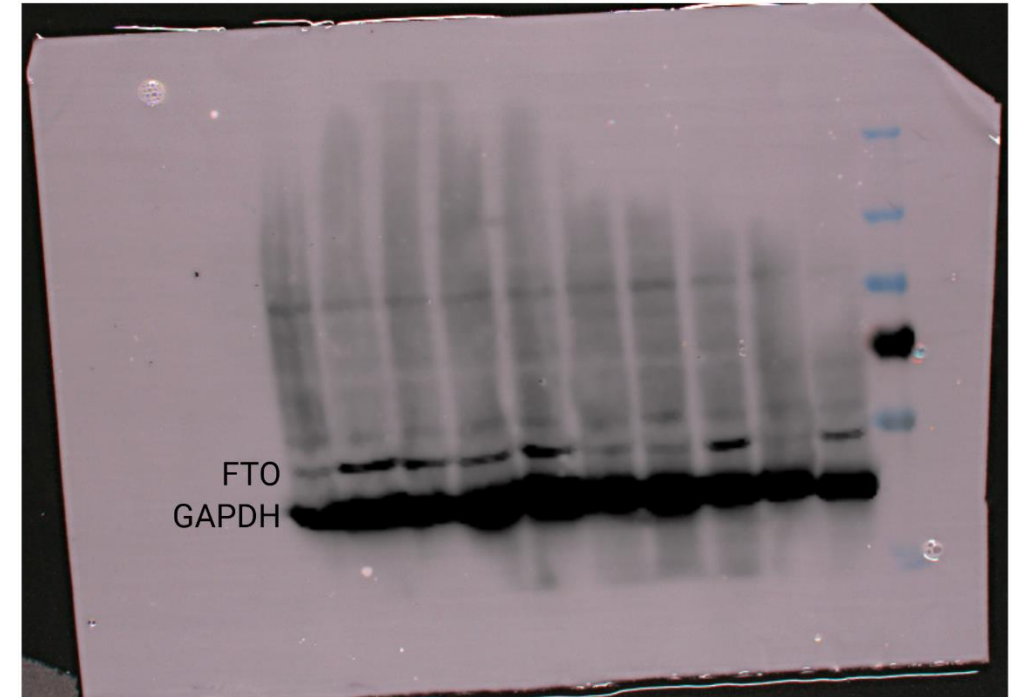

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

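The data are hippocampal RNA libraries of mice 24 hours or 2 weeks after intra-amygdala kainic acid or PBS. There are 16 input libraries of total RNA and 19 libraries of RNA immunoprecipitated with an antibody against m6A, each from 1 mouse. The m6A libraries came from 5 IAKA and 3 PBS mice at 24 hours and from 6 IAKA and 5 PBS mice at 2 weeks. The paper reports m6A from arrays and immunoprecipitation qPCR, which are other experiments, so the m6A libraries are described only after the article.

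The authors counted reads per gene symbol in each of 4 sequencing lanes and deposited these counts without normalization, for 32544 genes in 15 files. The aligner, counting program, genome build and use of strand are not given in the sources used here, so genes that overlap or share sequence with copies may have had their reads split, and no coordinates are printed. The lanes of 140 columns were summed to 35 libraries. Another 8 columns hold input values of mice that the labels list with no input library, and they were not used. The columns of 8 libraries name the assay. For each mouse with a library named as input, its other library carries a numeric prefix (3, 4 or 5), so columns with such a prefix were read as m6A and the others as input for the remaining 27 libraries. Each condition and mouse number came from the sample labels.

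Total counts of input libraries ran from 3171 to 12694434 (median 4298059), with 3 of them under 100000, all at 24 hours. Those of m6A libraries ran from 1652933 to 34564536 (median 15291875). By group, m6A medians were 13466612 (IAKA) and 13979098 (PBS) at 24 hours and 17260047 (IAKA) and 13887127 (PBS) at 2 weeks. The number of counts limits what a low gene can show: with no count in a library, up to 3 counts of its total remain possible, which is counting error only.

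The comparisons used edgeR 4.0.16 in R 4.3.3: TMM scaling, filterByExpr by group, a robust quasi-likelihood fit and Benjamini-Hochberg adjustment with a threshold of 0.05. Only the groups compared entered each fit. The standard error is the absolute log2 fold change divided by the square root of the F statistic. The change of the IAKA effect between time points was tested as an interaction over all 16 input libraries. The change of m6A IP over input was tested as an interaction of treatment and assay, and enrichment in PBS mice as IP against input, counted at an adjusted P under 0.05 with an absolute log2 fold change above 1. Principal components used log2 CPM with a prior count of 2 and the 500 most variable genes, with an exact permutation test of the first component and, chosen after the scores were seen, of the second. Gene lists were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry, in limma 3.58.1. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

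Genes named in the text followed a rule set before the data were examined. For each input comparison it takes the 5 genes up and the 5 down with the largest absolute log2 fold change past an adjusted P of 0.05 whose IAKA libraries all lie above, or all below, the PBS libraries. It adds the m6A enzymes and readers Mettl3, Mettl14, Wtap, Ythdf1, Ythdf2, Fto and Alkbh5 and the transcripts of the paper's m6A immunoprecipitation qPCR. It also adds up to 3 members per list and up to 3 genes for the time interaction and IP over input, in each case those past the threshold with the smallest P. Other genes are marked as chosen after their values were seen. Some genes that the rule names are not reported here. The lists were written by hand from general knowledge at the same time, some of them after themes that the paper reports. They are 6 lists (GABAergic transmission, glutamatergic transmission, inflammation, cell death, extracellular matrix organization and immediate early genes) and 10 lists of markers (sex, choroid plexus, blood, microglia, astrocyte, excitatory neuron, inhibitory neuron, oligodendrocyte, endothelial cell and thalamus). Some genes stand in more than 1 list: C1qa, C1qb and C1qc in microglia and inflammation, Slc1a2 and Slc1a3 in astrocyte and glutamatergic, and Slc17a7 and Camk2a in excitatory neuron and glutamatergic.

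The alternatives set at that time were DESeq2 1.42.0, voom with sample quality weights, scaling by library size, and no filter or a mean of at least 10 counts. They also included all 16 input libraries in 1 fit, other thresholds and the removal of mitochondrial genes (symbols starting with mt-). The mouse as a replicate block and each library left out in turn completed them. Chosen after the data were seen were the quasi-likelihood test with degrees of freedom adjusted for small counts, the removal of libraries under 100000 counts, the mice plotted in Supplemental Figure 3A, and the prefix of the column name (library set) as a block or as a restriction.

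The mouse numbers pair input and m6A libraries because both come from the same animal by the labels. In 12 mice with both, the correlation of the deviations of a mouse's 2 libraries from their group means ran from -0.022 to 0.880 (median 0.361). The mean correlation with libraries of other mice was at most 0.018. Deviations from a group mean sum to 0, so a positive value for the same mouse pushes this one below 0. It is therefore no separate check of the pairing.

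The test was run on simulated counts with 200 genes changed 4-fold up or down. Every gene had a dispersion of 0.1, and no difference between library sets and no outlying library was simulated. In the 24-hour input design it recovered 30% with 32 false calls. It recovered 91.5% with 5 false calls in the 2-week input design, 94.5% with 12 in the 24-hour m6A design, 99% with 4 in the 2-week m6A design and 93% with 5 in the plotted 24-hour design. In the 24-hour input design DESeq2 recovered 8% with 0 false calls, voom recovered 0%, and the adjusted degrees of freedom recovered 44.5% with 9 false calls. The chi-square of the 4 lanes per degree of freedom, over genes with an expected lane count of at least 5, lay between 1.13 and 1.52 in the 33 libraries deep enough to test.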

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

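The tests on receptor genes in mouse 8, on Gm10800, on the library sets and the exchange within mice of the PBS enrichment and on shallow libraries behind the gene that differs between time points were chosen only after those results were seen. Per-library measures were compared within groups of 4 to 10 mice by the gap of the most extreme library to its nearest neighbour, and 13 of 40 such comparisons (8 measures in 5 groups) passed the 95% critical value, where chance gives about 1 in 20.

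IAKA mouse 8 at 24 hours stood apart in both of its libraries. In input, 17.4% of its counts were on mitochondrial genes (next highest 24-hour IAKA mouse 2.49%) and 7.49% on Gm10800 (next 0.536%). Olfactory and vomeronasal receptor genes held 0.354% (next 0.0946%), and 1626 of the 1681 receptor genes had a count (next 85). In its m6A library the shares were 16.4%, 8.90% and 0.381%. Depth did not explain the receptor genes, since 1489.4 were still detected on average when mouse 8 was thinned to the total of mouse 98, which had 85. A fault of 1 library did not either. The m6A library of mouse 8, thinned to the smallest m6A total, had 1146.45 against at most 236.85 in the other 24-hour IAKA mice. The receptor genes detected in mouse 8 made up 96.7% of the number that an even spread of its receptor counts over these genes would give, against at most 6.98% in mice 67 and 98. An even spread over genes that the hippocampus hardly uses is what genomic DNA in the RNA sample would give, so genomic DNA may be a source of these counts. No explanation was tested for the mitochondrial share. PBS mouse 1 also had 1224 receptor genes with a count in input, and m6A mice 71 and 79 had 1286 and 1283. No biological explanation was tested. Mouse 8 is 1 of the 3 IAKA mice that the paper plots at 24 hours. Without it, the number of genes called at 24 hours went from 75 to 1333.

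IAKA mouse 6 at 2 weeks stood apart in Gm10800, in receptor genes with a count and, in its m6A library, in genes detected. In input it had 0.226% of counts on Gm10800 (next 0.0391%) and 423 receptor genes with a count (next 194). In its m6A library it had 1.45% on Gm10800 (next 0.102%), 1471 receptor genes (next 437) and 27003 genes detected (next 21838). Over the 13 mice with both libraries deep enough, the log10 share of Gm10800 in one library followed that in the other (Pearson r = 0.961, Spearman rho = 0.984, permutation P = 1e-05 for both, the smallest that 100000 permutations can give). It was 0.947 without the 2 mice farthest from the median and 0.950 within the 9 mice with an unprefixed input. A source shared by both libraries of a mouse, such as its RNA sample, is consistent with this value, and a fault of single libraries is not. Whether that source is DNA or RNA was not tested for Gm10800, and no biological explanation was tested.

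PBS mouse 4 at 2 weeks had 17405 genes detected in its m6A library, below the next lowest of 20018. No test was made of this value, and no biological explanation was tested.

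The IAKA effect differed between time points in 1 gene, Tm4sf1, by an interaction test over 16 libraries (difference of log2 fold changes, 2 weeks minus 24 hours, -2.97, SE 0.47, adjusted P = 0.0341, edgeR), and DESeq2 called 1 gene. CPM, scaled here over all 16 input libraries and so not comparable with the values of the 24-hour fit, was 43.2, 43.9, 54.8 and 81.0 in the 24-hour IAKA libraries, where a value in mouse 97 rests on 1 count, 8.08, 0 and 0 in the PBS libraries, and 9.94 to 16.2 in IAKA and 7.92 to 11.5 in PBS mice at 2 weeks. Without the libraries under 100000 counts the adjusted P was 0.597, but 1 PBS mouse is then left at 24 hours, so this does not tell whether shallow libraries caused the call. The call was also lost without PBS mice 1, 71, 73, 2, 3 or 4, without IAKA mice 67, 97, 5, 9 or 6, with library size, with no filter and with adjusted degrees of freedom. The count was 2 without IAKA mouse 98 and 10 without IAKA mouse 8. Chance could not be excluded, since 15 of 100 other ways of dividing the mice gave as many genes. A change of the response with time remains open.

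In PBS mice, 229 of 16290 genes were higher and 195 lower in m6A IP than in input libraries by edgeR at an adjusted P under 0.05 with an absolute log2 fold change above 1, a comparison that the paper does not report. By the adjusted P alone there were 565. Of 100 divisions of the libraries that ignore which come from the same mouse, 5 gave as many higher genes, so these do not exclude chance at the level of 0.05. The mouse as a replicate block gave 182 higher and 178 lower of 15787 tested, and 606 by the adjusted P alone. With that block, 1 of 32 exchanges of the assays within the 6 mice with both libraries (the real one) gave as many as these 360 genes, and the highest of the others gave 309, so chance was excluded for the paired comparison. The number higher was 28 without PBS mouse 3, 38 without PBS mouse 2, 75 without mouse 71, 84 without mouse 73, 105 without mouse 50 and 123 without mouse 78. Of the 5 library sets, 0 hold both assays, so assay and library set cannot be told apart in this comparison. No map of m6A sites was used, so whether the genes carry m6A was not tested.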

How the results depend on the processing

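The adjusted degrees of freedom, the removal of libraries under 100000 counts, the mice plotted in Supplemental Figure 3A, the library set (the prefix of a library's name) as a block or restriction, and the comparison of IAKA with PBS within the m6A libraries were tests chosen only after the results were seen. The other alternatives were set earlier. For most of the changes below the cause was not tested.

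The next numbers are combinations of a result and an alternative, so each result enters many times. Among alternatives that do not leave out a library, 114 combinations for the main results kept direction and side of the threshold, or a count within 1.5 times, while 42 counts moved, 5 became stronger, 12 weaker and 9 reversed. For single genes 181 kept both, 103 became weaker and 24 reversed. With 1 library left out, 177 for the main results kept both, 50 counts moved, 3 became stronger, 3 weaker and 9 reversed.

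The count of changed genes at 24 hours in input RNA, 75, was 0 with DESeq2 and 0 with voom and quality weights, 19 with library size scaling, 15 with no filter, 22 with a mean of at least 10 counts and 8 with all 16 input libraries in 1 fit. It was 395 at an unadjusted P under 0.05 with an absolute log2 fold change above 1.5, 1 with adjusted degrees of freedom, 0 without the libraries under 100000 counts, 160 with the plotted mice and 789 with the library set as a block. An adjusted P with an absolute log2 fold change above 1 left 75, and the removal of mitochondrial genes (symbols starting with mt-) gave 81. With 1 library left out the count ran from 0 to 1333. For the plotted mice, 160 genes became 391 under the unadjusted threshold, 835 with DESeq2, 49 with library size, 2100 with the library set as a block, 203 with adjusted degrees of freedom, and 0 to 2234 with 1 library left out. The loss of calls without the shallow libraries follows from the design, since only PBS mouse 1 then remains as a control.

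At 2 weeks, where edgeR called 0 of 13752 genes (1938 at an unadjusted P under 0.05), DESeq2 called 116, voom 342, and no filter 4. The unadjusted threshold with a log2 fold change above 1.5 gave 73, the plotted mice 16, the library set as a block 0, and 1 library left out between 0 and 1. For the plotted mice, 16 became 65 under the unadjusted threshold, 425 with DESeq2, 0 with library size, 1 with the library set as a block, 18 with adjusted degrees of freedom, and 0 to 151 with 1 library left out.

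Among the gene lists at 24 hours, the GABAergic and glutamatergic medians (0.017 and 0.076) were -0.52 and -0.44 with library size, both called downward by camera, -0.27 and -0.17 with no filter, -0.32 and -0.059 without the shallow libraries, the former called, and -0.17 and -0.11 with the plotted mice, both called. The median of all genes, 0.23, was -0.196 with library size, so most of that change is a shift of all genes: relative to them the lists stood at -0.21 and -0.15 with TMM and at -0.33 and -0.24 with library size. With the library set as a block they were -0.055 and 0.055, the latter called downward by camera. Cell death passed with library size (0.11), without the shallow libraries (0.57) and with the plotted mice (0.32). The medians of inflammation (1.58), matrix (1.34) and immediate early genes (1.10), and those of 2 weeks (0.79, 0.45 and 0.59), were no longer called by camera with an estimated correlation or by fry. At 2 weeks the GABAergic list was called with the plotted mice (-0.088). Leaving out 1 library at 24 hours gave ranges of -0.32 to 0.83 for GABAergic, -0.12 to 0.61 for glutamatergic, 1.05 to 7.64 for inflammation, 0.25 to 7.21 for cell death, 0.59 to 7.46 for matrix and 0.81 to 7.95 for immediate early genes. The high end was always the removal of PBS mouse 1. At 2 weeks GABAergic genes ran from -0.13 to 0.0085. The inflammation, matrix and immediate early gene medians stayed above 0 in each setting run.

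Messenger RNA of the m6A enzymes at 24 hours changed sign as follows. With library size, Mettl14, Ythdf1 and Ythdf2 were at -0.16, -0.17 and -0.48, again with the shift of all genes: relative to them they stood at 0.037, 0.026 and -0.28, and at 0.027, 0.0056 and -0.21 with TMM. With no filter on low counts, set earlier for the counts and lists, Mettl14, Ythdf1 and Ythdf2 were at -0.10, -0.12 and -0.28. Ythdf2 was at -0.071 with DESeq2, Fto at 0.18 with the plotted mice, and Mettl14 at -0.10 without the shallow libraries. With 1 library left out, Mettl3 ran from -0.56 to 2.19, Mettl14 from -0.16 to 9.45, Wtap from -0.64 to 0.76, Ythdf2 from -0.12 to 0.12 and Fto from -0.18 to 0.23. At 2 weeks Ythdf1 was at -0.017 with library size. With the library set as a block, Mettl14, Ythdf1 and Ythdf2 were at 0.063, -0.0060 and 0.0025, and within the unprefixed set at 0.065, -0.0030 and 0.0055. The number of enzymes called, adjusted over the list alone, was 1 (Wtap) and became 0 with all 16 input libraries in 1 fit. It ran from 0, without PBS mouse 3, to 1 with 1 library left out. Ythdf1 then ran from -0.12 to 0.13 and Ythdf2 from -0.092 to 0.021.

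The difference of the IAKA effect between time points, 1 gene, was 0 genes with library size, no filter, adjusted degrees of freedom and without the shallow libraries, and 0 to 10 with 1 library left out.

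For m6A IP over input at 24 hours, 0 genes became 88 with the mouse as a replicate block and 8 with that block and without the shallow libraries. At 2 weeks 0 became 1 with the mouse as a block and 4 with DESeq2. The block by itself changed the sign of none of the transcripts named next. Of the transcripts of the paper's immunoprecipitation qPCR, Mier1 was at 0.16 without the shallow libraries. Serpina3n was at 0.31 with DESeq2, 0.23 with library size and 0.061 with adjusted degrees of freedom. Pik3r1 was at 0.0039 with DESeq2, 0.38 with library size and 0.0024 without the shallow libraries. Atp2b3 was at 0.033 with the block and without the shallow libraries, and Atf7ip at 0.27 with library size, 0.34 without the shallow libraries and 0.24 with the block as well. With 1 library left out, Serpina3n ran from -0.48 to 0.46, Pik3r1 from -0.54 to 0.015, Atf7ip from -1.27 to 0.047 and, at 2 weeks, Mastl from -0.31 to 0.22.

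The 229 genes higher in IP than input of PBS mice, at an adjusted P under 0.05 with an absolute log2 fold change above 1, became 601 with library size and 102 without the shallow libraries, and ran from 28 to 228 with 1 library left out; with the mouse as a block there were 182. In the m6A libraries, the 1 gene called between IAKA and PBS at 24 hours became 156 with DESeq2, 3 with library size, 22 with no filter, 0 with the library set as a block, 356 within the set with prefix 4, and 0 to 45 with 1 library left out. At 2 weeks 0 genes became 15 with DESeq2, 2 with no filter, and 0 to 1 with 1 library left out.

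Depth limits the 24-hour input comparison. The 3 libraries under 100000 counts hold 3171, 4621 and 34486 counts, and in the simulated counts with those depths edgeR called between 2 and 12 genes when none was changed, which the adjusted degrees of freedom lowered to between 0 and 2. A comparison of normalized values and of peaks, listed earlier as alternatives, was not run because the authors deposited only counts here.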

Differences from the paper's values

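The comparison with the plotted mice, the removal of libraries under 100000 counts and the library set as a block were tests chosen only after the result was seen.

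At 24 hours, 72 genes were higher in IAKA mice, against the paper's about 120 in Fig. 3A, read by eye. None of the alternatives set before the data were examined brought the number within 1.5 times of the paper's. They gave 0 (DESeq2), 19 (library size), 11 (no filter), 22 (mean of at least 10 counts), 8 (all 16 input libraries), 0 (voom), 385 (unadjusted P and absolute log2 fold change above 1.5), 72 (adjusted P and absolute log2 fold change above 1), 79 (without mitochondrial genes), and 0 to 870 with 1 library left out. At the same time point 3 genes were lower, against the paper's about 10 in Fig. 3A, read by eye. The unadjusted P with a log2 fold change beyond 1.5 gave 10, within the paper's value, and no other alternative set before did.

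At 2 weeks, 0 genes were higher, against the paper's about 21 in Fig. 3A, read by eye, and 0 were lower, against about 17 in Fig. 3A, read by eye (edgeR, with 1938 genes at an unadjusted P under 0.05). DESeq2 gave 74 and 42, and voom 191 and 151. For higher genes no alternative set before came within 1.5 times. For lower genes the unadjusted P with a log2 fold change beyond 1.5 gave 16, and no other did.

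Read as mouse numbers, the points of Supplemental Figure 3A at 24 hours are other mice than the labels give. The comparison of IAKA mice 8, 67 and 98 with PBS mice 1 to 4 gave 145 genes higher and 15 lower, both within 1.5 times of the paper's values. It was chosen after seeing the values. The paper's own gene lists are not used here, so how many of its called items it drops is not known. At 2 weeks the plotted mice gave 11 higher and 5 lower, which are not within 1.5 times.

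Supplemental Figure 3, C and D, lists terms for glutamatergic and GABAergic transmission among the decreased genes at 24 hours. Over the labelled mice the medians of the glutamatergic and GABAergic lists were 0.076 and 0.017, neither called by camera (adjusted P = 0.142 and 0.964). They were -0.11 and -0.17 with the plotted mice and -0.44 and -0.52 with library size scaling, and camera called them downward in both. It also called the GABAergic list without the libraries under 100000 counts (-0.32) and the glutamatergic list with the library set as a block (0.055, ranked downward). For the matrix term that the paper places among the increased genes at 24 hours the list's median was 1.34. For 2 weeks the figure gives GABAergic transmission and translation as decreased. The GABAergic list had a median of -0.083 (adjusted P = 0.101), called by camera with the plotted mice (-0.088), and the ribosomal protein genes one of -0.23.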

Other observations

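Tests chosen only after the result was seen were those on shallow libraries at 24 hours, on the library batch of the m6A libraries, on the library set for Wtap and for microglia markers, on the share of neurons, and the divisions of mice with the library set or the mouse as a block. The other divisions of the mice and the exchange of assays were tested as planned.

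At 24 hours, 17 of the 35 divisions of the 7 input mice into groups of 4 and 3 gave at least the 75 genes of the real one, so chance cannot be excluded for that number. The division by library set gave 1037 genes, and the real comparison with the library set as a block gave 789. Of the 18 divisions that keep the number of IAKA mice in each set, 5 gave at least 789 with that block, and 18 divisions cannot give a share under 0.05, so chance stays open for that number too. The direction of the calls was also read in deeper libraries. In the m6A libraries of mice 71, 73, 97 and 79, whose totals are not small, 88% of the 75 genes had the same sign as in input, against 55.5% of all genes and at most 78.7% of random genes of like expression (permutation P = 0.0001, the smallest that 10000 draws can give). The direction was thus also seen where counts were not few. That comparison had 2 IAKA and 2 PBS mice, and its P is over draws of genes, not over divisions of mice. Genes can vary together, so chance between these mice stays open for the direction. Few counts in the input libraries may account for the number of calls. With adjusted degrees of freedom edgeR called 1 gene, and up to 12 false calls arose in simulated counts. Over all m6A libraries, 72 of the 75 genes, and 158 of the 160 called with the plotted mice, had the same sign; several of these m6A libraries come from the mice whose input made the calls. For the plotted mice at 24 hours 1 of 35 divisions (the real one) and at 2 weeks 2 of 100 gave as many genes, so chance was excluded for divisions that ignore the library set. By the labels the controls mix time points in both comparisons, and the 16 genes at 2 weeks were 0 without PBS mouse 1, the 24-hour control. All 4 PBS libraries are unprefixed and 3 of the 6 IAKA libraries at 2 weeks are not. With the library set as a block the 16 genes became 1, and 3 of the 35 divisions within sets gave as many, so chance was not excluded with the block. At 24 hours the 160 became 2100, and 1 of 15 divisions within sets (the real one) gave as many, where 15 cannot give a share under 0.05. At 2 weeks all 84 of 84 divisions gave at least the 0 genes of the real one, as any division must, so this says nothing about chance.

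Among the gene lists at 24 hours, chance was not excluded for any: 33 (GABAergic), 29 (glutamatergic), 3 (inflammation), 4 (cell death), 2 (matrix) and 4 (immediate early genes) of 35 divisions gave a median as large. At 2 weeks, for divisions that ignore the library set, it was excluded for inflammation and immediate early genes, with 1 of 84 each. It was not excluded for GABAergic (21), glutamatergic (17), cell death (5) or matrix genes (8). No division that keeps the library set was run for the lists. A response of inflammation genes at 2 weeks to IAKA is a hypothesis consistent with these values, and fry did not call the list (adjusted P = 0.153).

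Marker lists gave no camera call at 24 hours (smallest adjusted P = 0.209, for endothelial genes). Their medians were 0.36 for sex, 0.68 for choroid plexus, 1.18 for blood, 0.65 for microglia, 0.51 for astrocytes, 0.13 for excitatory neurons, 0.084 for inhibitory neurons, -0.0997 for oligodendrocytes, 1.01 for endothelial cells and 0.21 for thalamus. Oligodendrocyte genes were called only with the plotted mice (-0.54, adjusted P = 0.0237). At 2 weeks, microglia (0.81, adjusted P = 2.30e-06, 16 of 16 genes above 0), astrocyte (0.50, adjusted P = 0.000144, 11 of 12) and excitatory neuron markers (0.39, adjusted P = 0.0279, 11 of 14) were called by camera. The others were at -0.26 for sex, 0.28 for choroid plexus, 0.29 for blood, 0.017 for inhibitory neurons, 0.17 for oligodendrocytes, 0.34 for endothelial cells and -0.065 for thalamus. Within the unprefixed set camera also called choroid plexus (0.70, adjusted P = 0.00673), oligodendrocyte (0.23, adjusted P = 0.0325) and sex markers (-0.30, adjusted P = 0.0325), and with the plotted mice endothelial (0.50, adjusted P = 0.0373) and sex markers (-0.23, adjusted P = 0.0488). Over the labelled and the plotted mice, fry and an estimated correlation called none at 2 weeks. A lower share of all neurons would lower both kinds of neuron marker. Excitatory markers rose (0.39, and 0.48 within the unprefixed set, adjusted P = 0.0325, camera), which argues against it as the cause of the microglia and astrocyte rise, though with the plotted mice they were not called (0.22, adjusted P = 0.253). Inhibitory markers stood at 0.017, at -0.29 within the unprefixed set (adjusted P = 0.334) and at -0.048 with the plotted mice, so a lower share of inhibitory neurons alone stays open. Library set is also argued against for microglia, since the median within the unprefixed set was 1.08 (adjusted P = 1.66e-07, camera). An increase of microglia or of their expression of these genes may also underlie the shift, as a hypothesis found on the same data. The microglia list shares C1qa, C1qb and C1qc with the inflammation list.

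Wtap was the 1 enzyme called at 2 weeks adjusted over the list alone. It stood at 80.5 ± 14.4 CPM (SD, n = 6) in IAKA and 133.7 ± 32.4 (n = 3) in PBS mice, a log2 fold change of -0.73 (SE 0.18). In edgeR its adjusted P was 0.242 over all genes and 0.00777 adjusted over the list alone. Within the unprefixed library set it was -0.70 (list adjusted P = 0.0254), so the library set does not account for it, and 2 of 84 divisions gave a difference as large. It was not called over the list without PBS mouse 3 (adjusted P = 0.103) or with all 16 input libraries in 1 fit (0.0921). A decrease of Wtap mRNA may be biological, as a hypothesis. At 2 weeks Mettl3, Mettl14, Ythdf1, Ythdf2, Fto and Alkbh5 were at 0.25, -0.063, 0.023, -0.036, 0.18 and 0.13. At 24 hours Mettl3, Mettl14, Wtap, Ythdf1, Ythdf2, Fto and Alkbh5 were at 1.24, 0.26, -0.19, 0.24, 0.015, -0.066 and 0.78, none called (adjusted over the list alone, 0.542 to 0.981).

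In m6A IP over input, IAKA against PBS, edgeR called 0 of 16836 genes at 24 hours (109 at an unadjusted P under 0.05; DESeq2 0, with 21) and 0 of 16141 at 2 weeks (655; DESeq2 4, with 737). The mouse as a replicate block gave 88 genes at 24 hours, 55 higher and 33 lower, and 1 at 2 weeks. With that block, 13 of the 35 divisions of the mice with both libraries gave at least 88 genes at 24 hours, and 23 of 84 gave at least 1 at 2 weeks, so chance cannot be excluded for either number. Without the block 100 of 100 divisions at both times gave at least 0 genes, as any division must, which says nothing about chance. For the transcripts of the paper's immunoprecipitation qPCR at 24 hours, the log2 change was -0.41 for Mier1, -0.13 for Serpina3n, -0.53 for Dido1, -0.17 for Pik3r1, -0.68 for Atp2b3 and -0.19 for Atf7ip (adjusted over the list alone, 0.904 each), with 3 of 6 in the paper's direction, or 3 of 5 without Dido1, which the paper gives as not significant by qPCR. At 2 weeks it was -1.78 for Serpina3n, 0.28 for Zfp57, 0.88 for Oprk1, -0.12 for Mastl and -0.48 for Lrrc20 (adjusted over the list alone, 0.402 to 0.828), with 3 of 5 in the paper's direction, or 2 of 4 without Lrrc20, also not significant in the paper. An exact sign test gave P = 1 at both times, with or without these 2. The paper measured these by arrays and qPCR, in other experiments.

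Between IAKA and PBS m6A libraries, which carry expression as well as m6A, edgeR called 1 of 16470 genes at 24 hours, Tm4sf1, chosen after its value was seen (log2 fold change 3.42, SE 0.27, adjusted P = 0.00280). At an unadjusted P under 0.05 there were 875, DESeq2 called 156, and edgeR called 0 without PBS mouse 71 or 73 and 45 without IAKA mouse 8. At 2 weeks edgeR called 0 of 16157 (809 unadjusted, DESeq2 15), and 1 without PBS mouse 78 or IAKA mouse 7. At 24 hours 3 of 56 divisions gave as many genes, so chance was not excluded. At 2 weeks 100 of 100 gave at least 0, as any division must, which says nothing about chance. The division by library set gave 12 genes at 24 hours, and the set as a block left 0. The lists at 24 hours were at 1.33 for inflammation, 1.08 for immediate early genes, 0.62 for matrix, 0.35 for cell death, -0.43 for glutamatergic and -0.19 for GABAergic genes, all called by camera. At 2 weeks they were at 0.61, -0.22, 0.24, 0.086, -0.22 and 0.092 in the same order, of which inflammation, matrix, cell death and glutamatergic genes were called. With the library set as a block, glutamatergic (-0.10) and cell death genes (0.13) were no longer called at 2 weeks, and immediate early genes were called, at 0.59. Libraries of the same set resembled each other (mean correlation of deviations 0.085 within sets and -0.107 between them, difference 0.192, permutation P = 0.0039 with 10000 draws), so a library batch may contribute to differences between m6A libraries.

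The assay of 27 libraries was taken from names. An exchange of input and m6A libraries is argued against: the m6A minus input profile of each of the 8 mice whose assay was inferred correlated with that of the mice whose input is named, at r = 0.162 to 0.451 across genes, where an exchange would give values below 0. Genes are not independent replicates.

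Of the 47 genes called at 24 hours that were tested at both times, 43 had the same sign at 2 weeks. Lars2 took up to 25.2% of the counts of a library and Tmem38b up to 20.9%, given as values with no explanation tested.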
